# Circulating extracellular vesicle microRNAs mediate immune modulation of social behavior in male mice

**DOI:** 10.1038/s41467-026-70469-1

**Published:** 2026-04-03

**Authors:** Ken Matoba, Eisuke Dohi, Phoebe A. Garcia, Jose Francis-Oliveira, Mirmohammadali Mirramezanializamini, Inssaf Berkiks, Frida Anguiano, Jana H. Badrani, Oluwaseun Fatoba, Eric Y. Choi, Julia See, Md. Sorwer Alam Parvez, Takahiro Kochi, Norimichi Ito, Rei Mitani, Indigo V. L. Rose, Takashi Imai, David K. Crossman, Mikhail V. Pletnikov, Kenneth W. Witwer, Minae Niwa, Shin-ichi Kano

**Keywords:** Neuroimmunology, Neuroimmunology

## Abstract

Extracellular vesicles (EVs) are cell-derived small membrane vesicles and circulate throughout the body, but the impact of circulating EVs on brain function and behavior remains elusive. Here, we report that wild-type (WT) mouse blood, particularly EVs, increases sociability in socially impaired immunodeficient *Rag1*^−/−^ male mice, mimicking the effects of WT T cell transfer. These EVs are localized to neurons and regulate PKCε expression, GABA_A_ receptor synaptic localization, and inhibitory postsynaptic signaling in prefrontal cortex (PFC) pyramidal neurons. Injection of *Rag1*^−/−^ EVs supplemented with miR-23a-3p and miR-103-3p enhances synaptic function and sociability in *Rag1*^−/−^ mice. T cells secrete miR-23a-3p via EVs, and *Mir23a*^−/−^ T cells fail to increase sociability. Similar beneficial effects of WT blood EVs are observed in additional mouse models with sociability deficits, such as *Cntnap2*^−/−^ and *Shank3*^−/−^ mice. These findings uncover the role of EV miRNAs in mediating immune modulation of synaptic function and social behavior, revealing a non-canonical molecular pathway for immune-neuron communication.

## Abstract (web summary)

Extracellular vesicles carrying diverse molecules circulate the body. Here, the authors show that blood-borne vesicles containing specific miRNAs boost synaptic function and sociability in mice, revealing a non-canonical pathway for social behavior.

## Introduction

Factors circulating in the blood can influence brain function and behavior in rodents. An emerging concept in aging research is that the transfusion of young rodent blood into aged rodents enhances memory function^1,2^; however, it is unclear whether normal blood components ameliorate other behavioral deficits in a non-aging context. Accumulating evidence supports the requirement of lymphocytes, such as T cells, for brain function and behavior. Notably, immunodeficient mice, lacking T and B cells, display deficits in various behaviors, such as learning and memory, anxiety-related behaviors, and social behaviors^3–6^. Although T cell-derived cytokines, such as interferon-gamma (IFN-γ), interleukin-4 (IL-4), and IL-17, have been shown to influence these behaviors^4,5,7^, additional factors may be involved in immune regulation of brain function and behavior. Indeed, lymphocytes have been shown to affect gut microbiota-derived metabolites, glucocorticoids, amino acids, and extracellular microRNAs (miRNAs) in the blood^6,8–10^.

Here, to further address the influence of circulating blood components on brain function and behavior, we examined the effects of blood transfusion on social behaviors using immunodeficient mice. We discovered that intravenous injection of extracellular vesicles (EVs) from wild-type (WT) mouse blood, as well as WT mouse serum transfusion, improved sociability but not social novelty preference in immunodeficient *Rag1*^−/−^ mice. WT blood EVs modulate inhibitory postsynaptic currents (IPSCs) in the medial prefrontal cortex (mPFC) via miRNA-mediated control of gene expression. We identified T cells as the source of EVs and miRNAs that influence synaptic function and sociability. Notably, WT blood EVs also increased sociability and IPSCs in two additional mouse models, *Cntnap2*^−/−^ and *Shank3*^−/−^ mice, highlighting a potential shared mechanism. Therefore, we have identified a notable role of circulating blood EVs on brain function and behavior.

## Results

### Intravenous injection of WT serum enhances sociability in immunodeficient *Rag1*^−/−^ mice

Previous studies reported that immunodeficient *scid* and *Rag2*^−/−^ mice, lacking T and B cells, showed sociability deficits in the three-chamber social interaction test^5,11^. Consistent with these findings, we observed that *Rag1*^−/−^ mice also exhibited sociability deficits in this assay (Fig. 1a, b), despite normal performance in olfactory function and open field exploration (Supplementary Fig. 1a, b). To determine whether immune cell reconstitution could beneficially impact sociability, we performed adoptive transfer of splenocytes or purified T cells from WT mice into *Rag1*^−/−^ mice. Both transfers significantly increased sociability in *Rag1*^−/−^ mice (Fig. 1c, d, and Supplementary Fig. 2a, b). This suggests that the behavioral deficits were due to the absence of T cells, as Rag1 protein was undetectable in the brain during prenatal development, early postnatal stages, and adulthood (Supplementary Fig. 1c, d). Intravenous injection of serum from WT mice also increased sociability in *Rag1*^−/−^ mice (Fig. 1e). Although circulating cytokines such as IFN-γ and IL-17 were shown to modulate social behavior^5,7^, their concentrations in WT serum were below the detection limit of the enzyme-linked immunosorbent assay (Supplementary Fig. 2c). These findings suggest that other circulating factors in WT blood may mediate the observed behavioral improvement. Therefore, we sought to identify additional blood components that might regulate sociability.

**Fig. 1:**
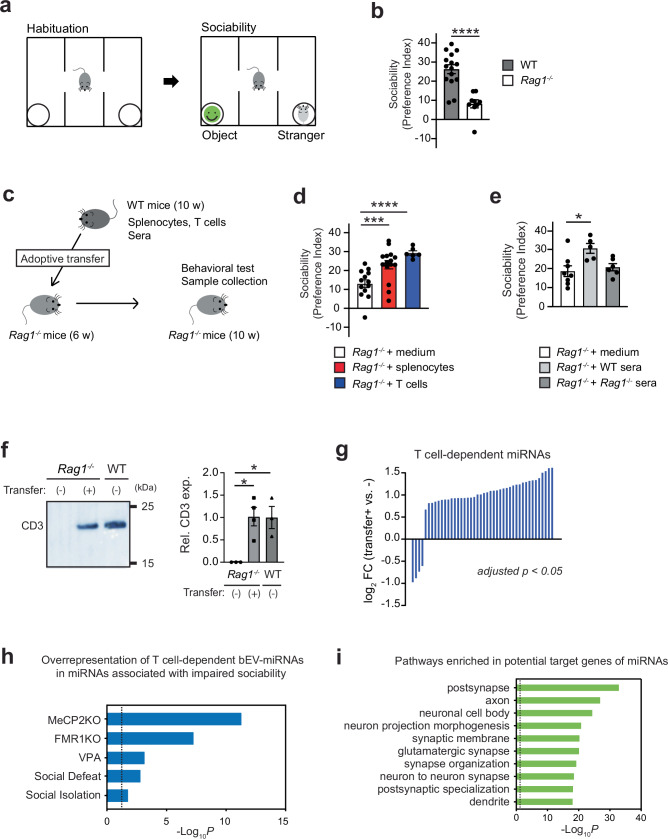
Serum injection as well as T cell transfer from WT mice improves sociability in *Rag1*^*−/−*^ mice. **a** Outline of the three-chamber sociability test. **b** Sociability in the three-chamber social interaction test by WT and *Rag1*^*−/−*^ mice. WT mice, *n* = 15; *Rag1*^*−/−*^ mice, *n* = 9. **c** Experimental outline of adoptive transfer/serum injection and subsequent behavioral assay. **d** Adoptive transfer of WT mouse splenocytes or T cells into *Rag1*^*−/−*^ mice increased their sociability. *Rag1*^*−/−*^ mice + medium, *n* = 13; *Rag1*^*−/−*^ mice + WT splenocytes, *n* = 15; and *Rag1*^*−/−*^ mice + WT T cells, *n* = 6. **e** Intravenous injection of sera from WT mice, but not from *Rag1*^*−/−*^ mice, into *Rag1*^*−/−*^ mice increased their sociability. *Rag1*^*−/−*^ mice + medium, *n* = 8; *Rag1*^*−/−*^ mice + WT sera, *n* = 5; and *Rag1*^*−/−*^ mice + *Rag1*^*−/−*^ sera, *n* = 6. **f** Presence of CD3^+^ EVs in WT and *Rag1*^*−/−*^ samples. Left, representative Western blot images showing the recovery of CD3^+^ bEVs upon the adoptive transfer of WT mouse splenocytes into *Rag1*^−/−^ mice. Right, quantification graphs. *n* = 3 (*Rag1*^−/−^, no transfer), *n* = 4 (*Rag1*^−/−^, +WT splenocyte transfer), and *n* = 3 (WT, no transfer). **g** Waterfall plot representing the bEV miRNAs whose expression significantly changed (adjusted *p* < 0.05) by the adoptive transfer of WT T cells into *Rag1*^−/−^ mice. These miRNAs are regarded as T cell-dependent miRNAs. *Rag1*^*−/−*^ mice, *n* = 6; *Rag1*^*−/−*^ mice + WT T cells, *n* = 6**. h** T cell-dependent bEV-associated miRNAs (bEV-miRNAs) were over-represented by the miRNAs whose expression changes were previously observed in the mice with sociability deficits. The list of miRNAs were curated from previous publications (at least 2 publications for each mouse model) on several mouse models with sociability impairment^77–101^. Enrichment was calculated with Fisher’s exact test. **i** Potential target genes of T cell-dependent EV miRNAs were enriched in the regulation of synapses and neurons. Each bar graph represents mean ± SEM. Each dot represents one mouse. ns, not significant. ^*^p < 0.05, ^***^p < 0.005, ^****^p < 0.001. Significance was determined by Student’s *t*-test and one-way ANOVA with *post hoc* Dunnett’s test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

### T cell-dependent improvement in sociability by *Rag1*^−/−^ mice is associated with changes in EV-associated miRNAs in the blood

Extracellular vesicles (EVs) are nanosized, membrane-enclosed vesicles that carry diverse cell-derived molecular cargo, such as RNAs, proteins, lipids, and carbohydrates^12–14^. Secreted by virtually all cell types, EVs are involved in waste disposal, antigen presentation, and intercellular communication^12–17^. Once released into circulation, EVs can reach distant organs and modulate their function^18,19^. Circulating EV-associated molecules, particularly those of brain origin, have emerged as promising biomarkers in neurological and psychiatric disorders, including Alzheimer’s disease, psychotic disorders, depression, and autism spectrum disorders (ASDs)^20–32^. Moreover, several studies suggest that circulating EVs negatively impact brain function and behavior under disease conditions^23,32,33^. Nevertheless, whether and how circulating EVs and their molecular cargo positively influence brain function and behavior remains unknown.

To determine whether EVs contribute to the behavioral improvement by WT serum, we collected blood EVs (hereafter bEVs) from WT and *Rag1*^−/−^ sera. Although the morphology, size distribution, and concentration of bEVs were comparable between WT and *Rag1*^−/−^ mice, we observed reduced expression of an EV marker CD9 protein in *Rag1*^−/−^ bEVs (Supplementary Fig. 3a–f). CD3ε protein in bEVs, likely derived from T cells, was also significantly diminished in *Rag1*^−/−^ mice (Supplementary Fig. 3f). Thus, *Rag1*^−/−^ bEVs were qualitatively altered and lack T cell-derived EVs. Adoptive transfer of WT T cells, which increased sociability (Fig. 1d), also increased the expression levels of CD3ε protein and miRNAs in *Rag1*^−/−^ bEVs (Fig. 1f, g, and Supplementary Data 1). 

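Small RNAs of serum bEVs were sequenced from 6 *Rag1*-/- mice that had received 10000000 WT T cells each and from 6 *Rag1*-/- mice that had received medium, with the transfer at 6 weeks of age and the sera collected at 10 weeks. Each library comes from 1 mouse. The bEVs were enriched by differential ultracentrifugation, and the libraries carried unique molecular identifiers (UMIs). The authors trimmed the reads, identified the UMIs and aligned the reads to miRBase and the mm10 genome in the Qiagen GeneGlobe Data Analysis Center. The deposited table gives 1 whole-number count per library for each of 1885 miRNAs and 110 piRNAs. These counts divided by the normalized values of Supplementary Data 1 give 1 constant factor per library, so they are the input of the normalization that the methods describe for UMIs. Total counts ranged from 75475 to 130106 (median 96740.5) in the T cell group and from 48997 to 116048 (median 83470) in the medium group (mean 98006 ± 18719 and 83642 ± 26909, SD, n = 6 each; two-sided exact permutation test, p = 0.312). The libraries detected 1733 ± 155 features with T cells and 1775 ± 63.6 features with medium (SD, n = 6 each; two-sided exact permutation test, p = 0.647). T cell replicate 2 and medium replicate 3 hold no count from 1 to 9, while the other 10 libraries do. From the counts, the 1698 miRNAs and 22 piRNAs with enough counts by edgeR's filter (filterByExpr, by group) were scaled by TMM, given as CPM, and compared between the groups with edgeR's quasi-likelihood test. DESeq2, which the paper's methods name, and limma voom were run on the same counts. Fold changes are those of the T cell group over the medium group.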

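In the bEVs of *Rag1*-/- mice, 39 miRNAs and 1 piRNA were higher and 4 miRNAs were lower after T cell transfer than after medium, at an adjusted p under 0.05 from DESeq2. miR-191-5p, a miRNA abundant in platelets and other blood cells, averaged 14995 ± 6783 CPM (SD, n = 6 mice) with T cells and 4870 ± 1565 CPM (SD, n = 6 mice) with medium, a log2 fold change of 1.62 (standard error 0.37). miR-29a-3p, whose family represses collagen genes, was at 14288 ± 9765 CPM against 4647 ± 2066 CPM (SD, n = 6 each). miR-125b-5p, which regulates the differentiation of blood cells, was at 4910 ± 2188 CPM against 1652 ± 582 CPM (SD, n = 6 each), a log2 fold change of 1.57 (standard error 0.35). The 4 lower miRNAs were miR-668-3p of the imprinted Dlk1-Dio3 cluster (log2 fold change −0.97, standard error 0.28), miR-6956-5p (−0.87, standard error 0.30), miR-5124a (−0.73, standard error 0.21) and miR-7679-3p (−0.61, standard error 0.22). Their median was −0.80, and −1.14 with libraries scaled to their total counts and −1.37 with libraries scaled to all abundant miRNAs. Those settings moved the median of all features to −0.38 and −0.61.

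All 9 measured members of the let-7 family, which restrains growth and promotes differentiation, had a positive fold change, with a median log2 value of 1.14. DESeq2 called 6 of the 9 higher, and edgeR called 9 when adjusted over the list alone and 0 over all features. The most abundant of those called by DESeq2, let-7c-5p, was at 35207 ± 14084 CPM with T cells and 13352 ± 5867 CPM with medium (SD, n = 6 each). Against all other features the family was higher in limma's camera (adjusted p = 1.9e-10 with a preset correlation of 0.01, adjusted p = 0.063 with an estimated correlation). The 3 members of the miR-29 family were higher in DESeq2, and in edgeR when adjusted over the list alone, with a median log2 fold change of 0.96 (camera, adjusted p = 2.31e-04 and adjusted p = 0.063 with an estimated correlation).

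Of 10 miRNAs known from T lymphocytes, DESeq2 called 1 higher, miR-146a-5p, an inhibitor of inflammatory signaling. In edgeR 0 of the 10 passed when adjusted over the list alone, with 2 at an unadjusted p under 0.05 (miR-146a-5p and miR-181a-5p). The most abundant of them, miR-142a-3p, which is restricted to blood cells, was at 14880 ± 4699 CPM with T cells and 8456 ± 5229 CPM with medium (SD, n = 6 each) and did not pass the test. miR-150-5p, a miRNA of mature lymphocytes, was at 1182 ± 594 CPM against 893 ± 449 CPM (SD, n = 6 each) and did not pass either. The T lymphocyte list had a median log2 fold change of 0.44, which was 0.03 when libraries were scaled to their total counts and −0.19 when they were scaled to all abundant miRNAs, settings that moved the median of all features to −0.38 and −0.61. It was higher than the other features in camera (adjusted p = 0.00113, adjusted p = 0.063 with an estimated correlation). Lists of other cell types moved with it. Of 7 platelet and myeloid miRNAs, among them miR-223-3p and miR-21a-5p, DESeq2 called 4 higher, and their median log2 fold change was 1.03 (camera, adjusted p = 1.0e-09 and adjusted p = 0.063 with an estimated correlation). Of 5 endothelial miRNAs DESeq2 called 2 higher, miR-126a-5p and miR-126b-5p, which maintain vessel integrity, with a list median of 1.26 (camera, adjusted p = 1.04e-05 and adjusted p = 0.063 with an estimated correlation). Of 8 erythroid miRNAs DESeq2 called 0 higher and edgeR 0, with 3 at an unadjusted p under 0.05 in edgeR. The erythroid list median was 0.99, and 0.49 without T cell replicate 2 (camera, adjusted p = 2.31e-04 and adjusted p = 0.201 with an estimated correlation). With total counts the medians were 0.74 for let-7, 0.61 for miR-29, 0.60 for the platelet and myeloid, 0.87 for the endothelial and 0.53 for the erythroid list, and with libraries scaled to all abundant miRNAs they were 0.53, 0.43, 0.40, 0.62 and 0.32.

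The call of single miRNAs depended on the tool. Among 1720 features edgeR called 0 higher and 0 lower, with 120 at an unadjusted p under 0.05 and a lowest adjusted p of 0.204. limma voom called 0, with 119 at an unadjusted p under 0.05. DESeq2 called 40 higher and 4 lower among the 561 features with an adjusted p, with 155 at an unadjusted p under 0.05, and 15 higher and 3 lower without its filters. With 1 library left out, the DESeq2 total of 44 became 15 without medium replicate 5, 19 without medium replicate 6, 21 without T cell replicate 2 or 5, 26 without T cell replicate 3 or medium replicate 2, 27 without T cell replicate 4 and 68 without T cell replicate 6. It was 32 without T cell replicate 1, 35 without medium replicate 4, 37 without medium replicate 3 and 46 without medium replicate 1. The features with an adjusted p ranged from 212 without T cell replicate 2 to 983 without T cell replicate 4. The paper's text gives an increase of CD3ε protein and miRNAs in *Rag1*-/- bEVs after T cell transfer. Its Fig. 1f legend names splenocytes as the cells transferred for the CD3ε blot. From these increases, together with overlap and target analyses, the paper proposes that EVs of T cells and their miRNAs may act on sociability through the expression of synaptic genes in the brain.

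**Figure D1:**
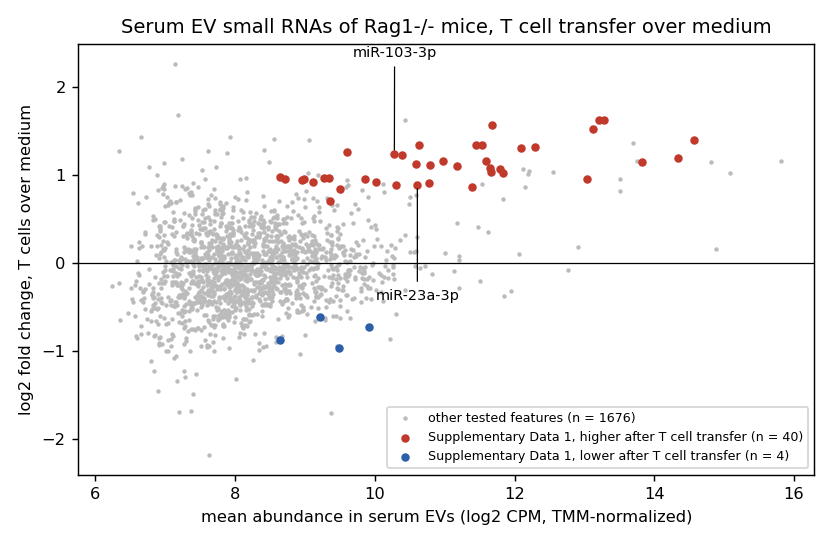
Each point is a tested feature, with its mean level in bEVs (log2 CPM) on the horizontal axis and its log2 fold change, T cells over medium, on the vertical axis; red and blue points are the 40 higher and 4 lower features of Supplementary Data 1. Of the 40, 31 lie among the 172 most abundant features.

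**Figure D2:**
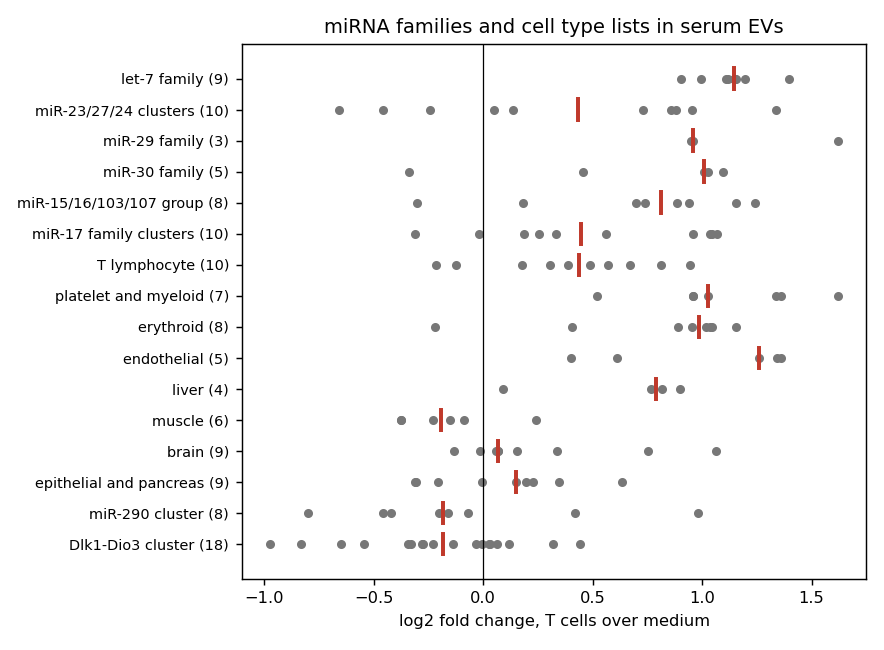
Log2 fold change, T cells over medium, of the members of each list (grey points, number of tested members in brackets) with the list median (red bar). The let-7, platelet and myeloid and endothelial lists lie to the right of 0, while the medians of the T lymphocyte, miR-23/27/24 and miR-17 lists fall below 0 when libraries are scaled to all abundant miRNAs, and those of the brain and the epithelial and pancreas lists already with total counts. Scaling to all abundant miRNAs moved the median of all features to −0.61, and total counts moved it to −0.38.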

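Among the 43 miRNAs called in bEVs by DESeq2, which are the 43 miRNAs of Supplementary Data 1, 13 are on the list of miRNAs altered in FMR1KO mice, a model of fragile X syndrome, 9 on that of social defeat, 5 on that of valproic acid (VPA) and 2 on that of social isolation. miR-30e-5p, at 3141 ± 1872 CPM with T cells and 1463 ± 589 CPM with medium (SD, n = 6 mice each), is on the FMR1KO, social defeat and VPA lists. let-7f-5p (log2 fold change 1.20, standard error 0.42) and miR-30a-5p (1.03, standard error 0.35) are on the FMR1KO and social defeat lists, and miR-146a-5p (0.94, standard error 0.32) is on the FMR1KO and VPA lists. miR-668-3p, the 1 lower miRNA on any of these lists, is on the FMR1KO and social defeat lists. let-7d-5p (1.11, standard error 0.32), of the social defeat list, and let-7e-5p (1.12, standard error 0.34) are the 2 on the social isolation list. These miRNAs were picked out after their values had been seen. Of the 1698 tested miRNAs, 83 (4.89%) are on the FMR1KO list, 108 (6.36%) on the social defeat list, 29 (1.71%) on the VPA list and 7 (0.412%) on the social isolation list, against 30.2%, 20.9%, 11.6% and 4.65% of the 43. The 43 could come only from the 554 miRNAs to which DESeq2 gave an adjusted p. Members of each list had higher median mean counts than the other tested miRNAs (43.4 against 24.7 for FMR1KO, 27.9 against 25.1 for social defeat). Of the 40 higher features, 31 are among the 172 most abundant. Abundance may therefore widen these contrasts, which was not tested for these lists. No test is given for these lists, since the copies used here hold fewer names than their headings state. The 43 miRNAs were selected on these same libraries, and edgeR called 0 of them (120 features at an unadjusted p under 0.05; limma voom 0), so the set rests on DESeq2.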

Notably, the differentially expressed miRNAs significantly overlapped with those altered in multiple mouse models exhibiting sociability deficits (Fig. 1h). Predicted target genes of these miRNAs were enriched for pathways related to neuronal and synaptic function (Fig. 1i and Supplementary Data 2–4). These findings suggest that T cell-derived EVs and their miRNAs cargo may modulate sociability by influencing synaptic gene expression in the brain.

### WT blood EV transfer improves sociability in *Rag1*^−/−^ mice without affecting social novelty preference

To directly assess the impact of circulating EVs on social behavior, we intravenously injected WT bEVs into *Rag1*^−/−^ mice (Fig. 2a). WT bEV injection did not change the numbers of peripheral T or B cells (Supplementary Fig. 4) but significantly increased sociability in *Rag1*^−/−^ mice (Fig. 2b, and Supplementary Fig. 5a). Notably, WT bEVs also increased sociability in *Cntnap2*^−/−^ and *Shank3*^−/−^ mice, two established mouse models of sociability deficits (Fig. 2c, d). In contrast, WT bEVs had no effect on sociability in WT mice (Fig. 2e), excluding the possibility that a mere increase in circulating EVs may enhance sociability. *Rag1*^−/−^ mice also exhibited deficits in social novelty preference in the three-chamber social interaction test (Fig. 2f, g). However, WT bEVs did not improve social novelty preference in these mice (Fig. 2h and Supplementary Fig. 5b), indicating a selective effect on neuronal function underlying sociability. Consistently, the transfer of either WT sera, splenocytes, or T cells also failed to increase social novelty preference in *Rag1*^−/−^ mice (Supplementary Fig. 5c, d). Together, these findings demonstrate that WT bEVs selectively improve sociability, but not social novelty preference, in *Rag1*^−/−^ mice.

**Fig. 2:**
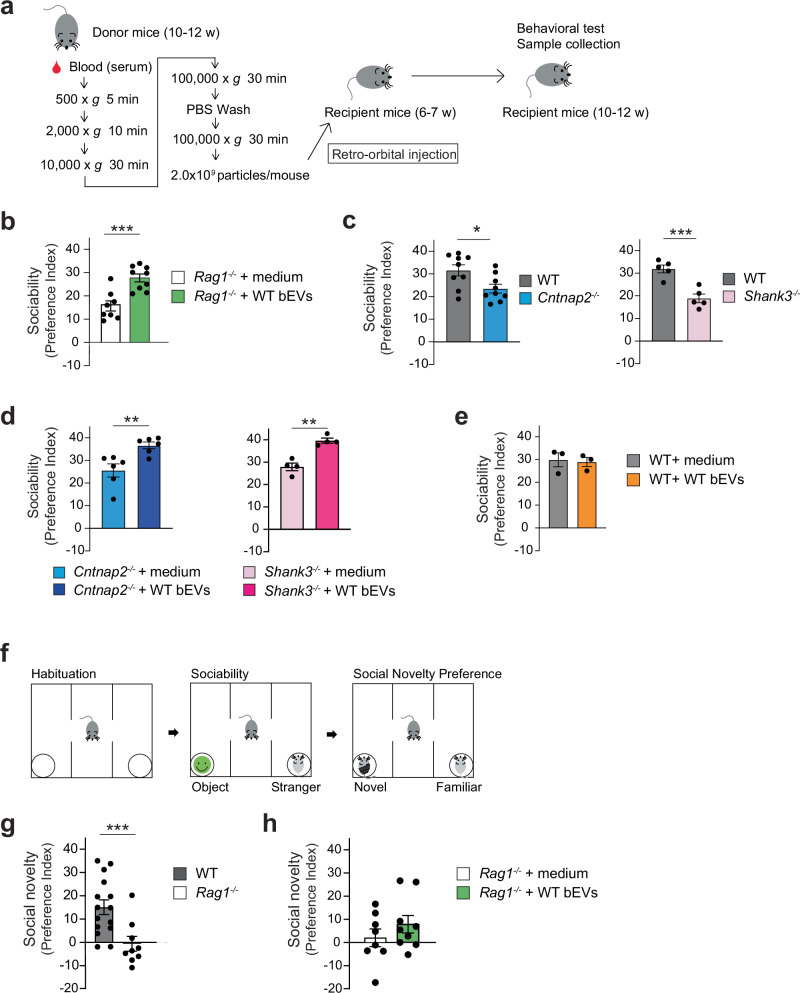
WT bEVs improve sociability in *Rag1*^*−/−*^ mice and two additional mouse models with sociability deficits. **a** Experimental outline of bEV collection, intravenous injection, and subsequent behavioral assay. **b** Intravenous injection of WT bEVs into *Rag1*^*−/−*^ mice increased their sociability. *Rag1*^*−/−*^ mice + medium, *n* = 8; *Rag1*^*−/−*^ mice + WT EVs, *n* = 9. **c** *Cntnap2*^−/−^ and *Shank3*^−/−^ mice showed a reduced preference for interacting with the mouse versus the object (sociability deficits) in the three-chamber social interaction test. Left, WT mice (*n* = 9) and *Cntnap2*^−/−^ mice (*n* = 9). Right, WT mice (*n* = 5) and *Shank3*^−/−^ mice (*n* = 5). **d** Intravenous injection of WT bEVs into *Cntnap2*^−/−^ and *Shank3*^−/−^ mice increased their sociability. Left, *Cntnap2*^−/−^ mice injected with medium or WT bEVs (*n* = 6 per group). Right, *Shank3*^−/−^ mice injected with medium or WT bEVs (*n* = 4 per group). **e** Intravenous injection of WT bEVs did not enhance sociability in WT mice. WT mice + medium, *n* = 3; and WT mice + WT bEVs, *n* = 3. **f** Outline of the three-chamber social novelty preference test. **g** *Rag1*^*−/−*^ mice also showed a reduced preference for interacting with a novel mouse versus a familiar mouse (social novel preference deficits) in the three-chamber social interaction test. WT mice, *n* = 15; and *Rag1*^*−/−*^ mice, *n* = 9. **h** Intravenous injection of WT bEVs did not increase social novelty preference in *Rag1*^*−/−*^ mice. *Rag1*^*−/−*^ mice + medium, *n* = 8; *Rag1*^*−/−*^ mice + WT EVs, *n* = 9. Each bar graph represents mean ± SEM. Each dot represents one mouse. ns, not significant. *p < 0.05, **p < 0.01, ***p < 0.005. Significance was determined by Student’s *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

### Circulating bEVs reach the brain parenchyma and co-localize with neurons and microglia in *Rag1*^−/−^ mice

To gain insight into the mechanisms underlying sociability improvement by WT bEVs, we examined their distribution in the brain following intravenous injection. WT bEVs were first labeled with a lipophilic dye, PKH26, and intravenously injected into *Rag1*^−/−^ mice. As early as 1 h post injection, labeled bEVs were detected throughout the brain, including the medial prefrontal cortex (mPFC), the hippocampus (HC), and the cerebellum (CB) (Fig. 3a, b). As lipid dye labeling may be promiscuous and generate non-EV micelles^34^, we validated these findings using bEVs collected from mTmG mice, which express a membrane-anchored tdTomato fluorescent protein^35^. Consistent with the PKH26 labeling, tdTomato-positive bEVs were detected in the mPFC of *Rag1*^−/−^ mice (Fig. 3c). Cell-type-specific analysis revealed that WT bEVs co-localized with neurons and microglia, but not with astrocytes or oligodendrocytes (Fig. 3d, e, and Supplementary Fig. 6a, b), suggesting that these cell types may be primary recipients of circulating EVs in the brain.

**Fig. 3:**
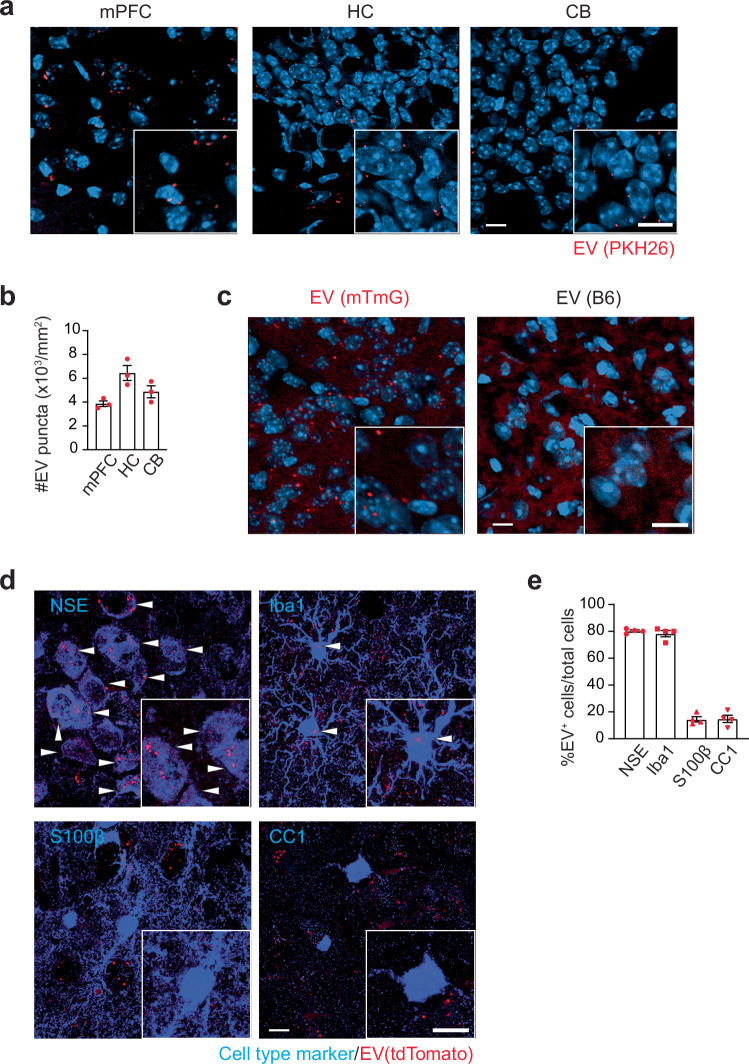
Intravenously injected WT bEVs are co-localized to neurons and microglia in the brain parenchyma. **a** Representative confocal microscope images showing the distribution patterns of intravenously injected PKH26-labeled EVs (red) in the mPFC, hippocampus (HC), and cerebellum (CB) of *Rag1*^*−/−*^ mice. DAPI stain (blue). **b** Quantification of PKH26- labeled EVs in the brains of *Rag1*^*−/−*^ mice (*n* = 3). **c** Representative confocal microscope images showing the distribution patterns of intravenously injected tdTomato^+^ EVs (red) from mTmG mice in the mPFC of *Rag1*^*−/−*^ mice. DAPI stain (blue). **d** Representative confocal microscope images showing the localization of tdTomato^+^ EVs with neurons (NSE^+^ cells) and microglia (Iba1^+^ cells) in the mPFC of *Rag1*^*−/−*^ mice. EV^+^ cells are indicated by white arrowheads. **e** Quantification of tdTomato^+^ EVs colocalized with neurons (NSE^+^ cells), microglia (Iba1^+^ cells), astrocytes (S100β^+^ cells), and oligodendrocytes (CC1^+^ cells) in the mPFC of *Rag1*^*−/−*^ mice (*n* = 4). Scale bars, 10 µm. Each bar graph represents mean ± SEM. Each dot represents one mouse. Source data are provided as a Source Data file.

### WT bEVs improve sociability by attenuating hyperexcitability in the mPFC

The mPFC plays a central role in the control of sociability behaviors^36–39^; hence, we determined its involvement in sociability deficits and their improvement by WT bEVs in *Rag1*^−/−^ mice. We first examined neuronal activities using c-Fos protein expression, an indicator of neuronal activity. c-Fos expression in the mPFC was increased in *Rag1*^−/−^ mice, mostly in CaMKIIα^+^ excitatory neurons, compared to WT mice (Fig. 4a, b, and Supplementary Fig. 7a, b). To address the causal role of the increased activity of CaMKIIα^+^ neurons in sociability deficits in *Rag1*^−/−^ mice, we then conducted chemogenetic inhibition using an inhibitory DREADD (designer receptors exclusively activated by designer drugs), hM4D(Gi)^40^. Expression of hM4D(Gi) via adeno-associated virus (AAV) vectors [AAV-CaMKIIα-hM4D(Gi)-mCherry] in the mPFC CaMKIIα^+^ neurons increased sociability in *Rag1*^−/−^ mice upon the intravenous injection of a DREADD agonist, clozapine *N*-oxide (CNO) (Fig. 4c, and Supplementary Fig. 8a–d). Notably, intravenous injection of WT bEVs reduced the mPFC c-Fos expression in *Rag1*^−/−^ mice (Fig. 4d, e), suggesting that WT bEVs normalize mPFC excitability. These data indicate that WT bEVs increase sociability in *Rag1*^−/−^ mice, at least in part, by attenuating the mPFC hyperexcitability.

**Fig. 4:**
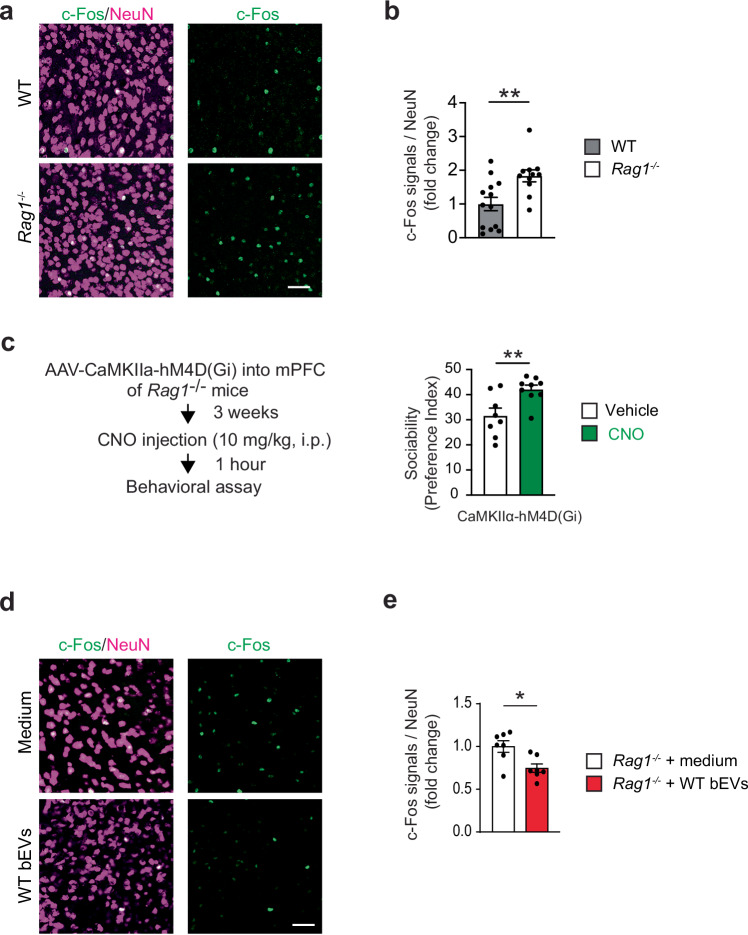
WT bEVs attenuate hyperexcitability in the mPFC of *Rag1*^*−/−*^ mice. **a** Representative confocal microscope images showing enhanced c-Fos immunoreactivity in the mPFC of *Rag1*^*−/−*^ mice. **b** Quantification of c-Fos-positive neurons as fold change of percentages for c-Fos^+^ cells among NeuN^+^ cells. WT mice, *n* = 13; *Rag1*^*−/−*^ mice, *n* = 11. **c** Chemogenetic inhibition of CaMKIIα^+^ neuronal activities in the mPFC by hM4D(Gi) upon CNO injection increased sociability in *Rag1*^−/−^ mice. Vehicle *n* = 8 mice; CNO *n* = 9 mice. **d** Representative confocal microscope images showed a reduction of c-Fos immunoreactivity in the mPFC of *Rag1*^*−/−*^ mice after WT bEV injection. **e** Quantification of c-Fos-positive neurons as fold-change of percentages for c-Fos^+^ cells among NeuN^+^ cells. *Rag1*^*−/−*^ mice + medium, *n* = 7; *Rag1*^*−/−*^ mice + WT EVs, *n* = 7. Scale bar, 50 μm. Each bar graph represents mean ± SEM. Each dot represents one mouse. ns, not significant. *p < 0.05, **p < 0.01, ****p < 0.001. Significance was determined by Student’s *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

### WT bEVs restore inhibitory postsynaptic activities in the mPFC

We next used whole-cell patch clamp recordings in brain slices to assess the impact of WT bEVs on synaptic activities in the mPFC. *Rag1*^−/−^ mice exhibited significantly reduced amplitudes of spontaneous inhibitory postsynaptic currents (sIPSCs) compared to WT mice (Fig. 5a, b), while sIPSC frequencies showed a trending decrease. AMPA receptor-mediated spontaneous excitatory postsynaptic currents were unchanged between WT and *Rag1*^−/−^ mice (Supplementary Fig. 9a, b). Notably, incubation of *Rag1*^−/−^ brain slices with WT bEVs restored sIPSC amplitudes to WT levels (Fig. 5a, b). These findings suggest that impaired inhibitory postsynaptic signaling contributes to the mPFC hyperexcitability in *Rag1*^−/−^ mice and is targeted by WT bEV. A similar beneficial effect was observed in *Cntnap2*^−/−^ mice (Fig. 5c, d), indicating that modulation of mPFC inhibitory postsynaptic signaling by WT bEV may be a shared mechanism underlying sociability improvement.

**Fig. 5:**
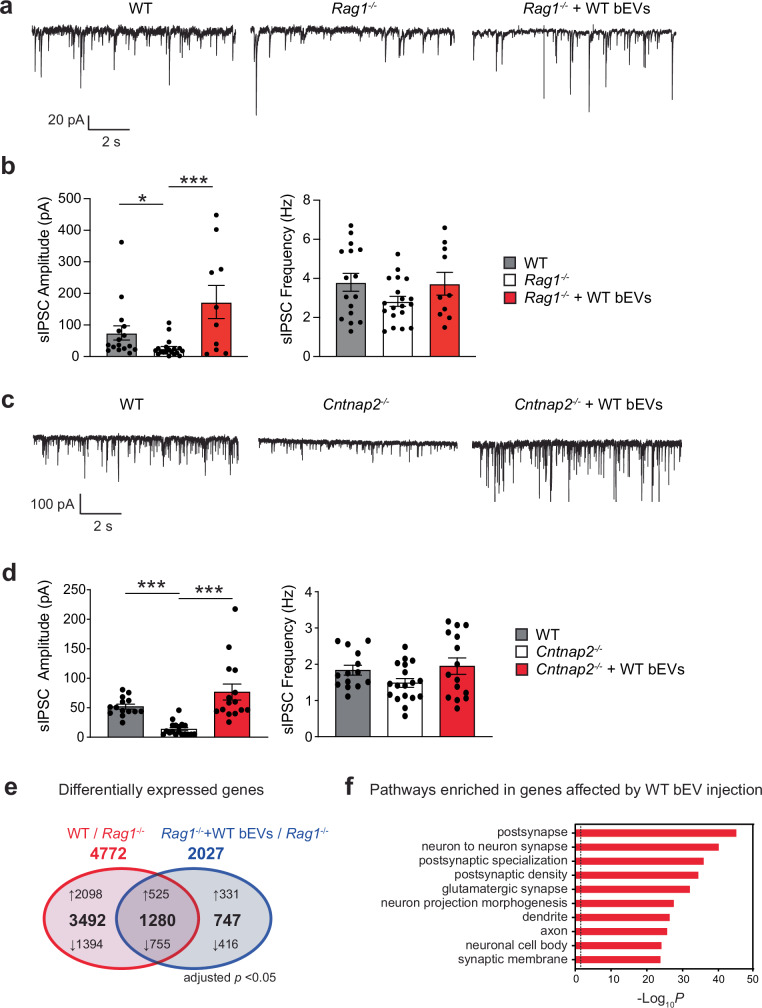
WT bEVs restore impaired postsynaptic GABAergic currents in mPFC pyramidal neurons of *Rag1*^*−/−*^ mice. **a** Representative traces of spontaneous inhibitory postsynaptic currents (sIPSCs) in the mPFC (PrL) pyramidal neurons for WT, *Rag1*^−/−^, and *Rag1*^−/−^ slices exposed to WT bEVs. Voltage was clamped at −70 mV, and recordings were taken for 5 min. AP-V (50 µM) and DNQX (50 µM) were added to the bath to inhibit NMDA and AMPA receptors throughout the experiment. The temperature was set at 30 ± 1 °C. **b** Quantification of sIPSC amplitude and frequency among groups. 10–19 cells from three different mice were used for each group. Each bar graph represents mean ± SEM. Each dot represents one cell. **c** Representative traces of sIPSCs in the mPFC pyramidal neurons for WT, *Cntnap2*^−/−^, and *Cntnap2*^−/−^ slices exposed to WT bEVs. **d** Quantification of sIPSC amplitude and frequency between groups. 14–18 cells from three different mice were used for each group. Each bar graph represents mean ± SEM. Each dot represents one cell. **e** Venn diagram showing the numbers of differentially expressed genes in the mPFC of *Rag1*^*−/−*^ mice compared to WT mice and those in the mPFC of *Rag1*^*−/−*^ mice with WT bEV injection compared to *Rag1*^*−/−*^ mice with medium injection. WT mice, *n* = 3; *Rag1*^*−/−*^ mice, *n* = 3*; Rag1*^*−/−*^ mice + WT EVs, *n* = 3. **f**, Pathway enrichment analysis of 1280 genes whose expression were altered in opposite directions between WT vs *Rag1*^−/−^ and *Rag1*^−/−^ vs *Rag1*^−/−^+ WT bEVs comparisons. *p < 0.05, ***p < 0.005. Significance was determined by one-way ANOVA and Kruskal–Wallis tests with respective multiple comparison tests. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

### PFC transcriptomes change in *Rag1*^−/−^ mice and by WT bEV administration

To gain insight into the molecular mechanisms underlying EV-mediated modulation of mPFC neuronal activities, we performed RNA-seq analysis of the PFC of *Rag1*^−/−^ mice that received intravenous injection of WT bEVs. We also compared the PFC gene expression profiles between WT and *Rag1*^−/−^ mice. WT bEV injection altered the expression of 2027 genes in the *Rag1*^−/−^ PFC (Fig. 5e and Supplementary Data 5–8). Of these, 1280 genes overlapped with the 4772 genes differentially expressed between WT and *Rag1*^−/−^ PFC (Fig. 5e and Supplementary Data 5–8). Pathway enrichment analysis revealed that these genes were enriched for synaptic regulation (Fig. 5f and Supplementary Data 9), indicating that WT bEVs modulate synapse-related gene expression in the *Rag1*^−/−^ mPFC.

### Small RNAs mediate sociability rescue by WT bEVs in *Rag1*^−/−^ mice

EV-associated miRNAs (EV miRNAs) have been shown to influence gene expression in recipient cells, even in a distant organ^14,15,18^. To test whether miRNAs mediate the behavioral and synaptic effects of WT bEVs, we first extracted small RNA fractions from WT bEVs and loaded them into *Rag1*^−/−^ bEVs, as previously described^41^. These reconstituted bEVs (*Rag1*^−/−^ bEVs + WT RNA) were intravenously injected into *Rag1*^−/−^ mice. Sociability was then compared with *Rag1*^−/−^ mice receiving *Rag1*^−/−^ bEVs + *Rag1*^−/−^ RNA and WT bEVs + WT RNA. *Rag1*^−/−^ mice receiving *Rag1*^−/−^ bEVs + WT RNA showed significantly enhanced sociability, comparable to those receiving WT bEVs + WT RNA and higher than those receiving *Rag1*^−/−^ bEVs + *Rag1*^−/−^ RNA (Supplementary Fig. 10a, b). These findings demonstrate that small RNAs associated with WT bEVs, most likely miRNAs, are sufficient to rescue sociability in *Rag1*^−/−^ mice.

### *Rag1*^−/−^ mice show altered expression of miR-23a-3p and miR-103-3p in bEVs and their predicted target, PKCε, in the mPFC

To identify the miRNA cargo and their target mRNA by which WT bEVs increase sociability and modulate mPFC neuronal activities, we further analyzed our EV miRNA-seq (Fig. 1g and Supplementary Data 1) and PFC RNA-seq datasets (Fig. 5e, f and Supplementary Data 5-8). We focused on 755 mRNAs that were upregulated in *Rag1*^−/−^ PFC compared to WT and downregulated by WT bEV injection (Fig. 6a and Supplementary Data 10). These mRNAs were potential targets of WT bEV miRNAs that were reduced in *Rag1*^−/−^ mice. As WT bEVs enhanced inhibitory postsynaptic activities in the mPFC of *Rag1*^−/−^ mice (Fig. 5a, b), we prioritized mRNAs implicated in GABAergic synapse regulation and identified seven candidates (Fig. 6a). 

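The 40 features that DESeq2 called higher in *Rag1*-/- bEVs after T cell transfer had log2 fold changes from 0.70 to 1.62, with a median of 1.09, in edgeR. The median was 0.68 with total counts and 0.47 with libraries scaled to all abundant miRNAs, a scaling added after the data had been seen, and these settings moved the median of all features to −0.38 and −0.61. The abundant miRNAs include 28 of the 40, which pulls the 40 toward 0 by construction. miR-328-3p, at 13210 ± 8214 CPM with T cells and 4618 ± 1259 CPM with medium (SD, n = 6 mice each), had a log2 fold change of 1.52 (standard error 0.40). miR-128-3p, a miRNA enriched in neurons, was at 4806 ± 1673 CPM against 2296 ± 1046 CPM (SD, n = 6 each), a log2 fold change of 1.06 (standard error 0.34). miR-223-3p, a regulator of neutrophils, was at 4875 ± 2429 CPM against 2388 ± 618 CPM (SD, n = 6 each). miR-293-3p, of the miR-290 cluster of early embryonic cells, was at 528 ± 120 CPM against 267 ± 58.5 CPM (SD, n = 6 each) and is the 1 of the 40 with every T cell library above every medium library. The 40 were chosen for their difference between the groups, and over all 1720 tested features 3 (0.174%) have that property, where chance gives 0.108%.

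Of 5 members of the miR-30 family, DESeq2 called 2 higher, miR-30a-5p and miR-30e-5p, and edgeR called 3 when adjusted over the list alone, among them miR-30d-5p at 6243 ± 3858 CPM against 3096 ± 712 CPM (SD, n = 6 each). Their median log2 fold change was 1.01, and 0.64 without T cell replicate 2, 0.55 with total counts and 0.32 with libraries scaled to all abundant miRNAs (camera, adjusted p = 0.00179 and adjusted p = 0.143 with an estimated correlation). Of 8 members of the group of miR-15, miR-16, miR-103-3p and their relatives, whose seeds are alike and which act on cell cycle genes, DESeq2 called 2 higher, one of them miR-195a-5p at 1645 ± 602 CPM against 886 ± 183 CPM (SD, n = 6 each). In edgeR 5 of the 8 were higher when adjusted over the list alone, the median log2 fold change was 0.81 (0.41 with total counts and 0.18 with libraries scaled to all abundant miRNAs), and camera gave an adjusted p = 8.62e-05 and an adjusted p = 0.063 with an estimated correlation. miR-16-5p, the most abundant of the group and a miRNA of red blood cells, was at 79390 ± 49296 CPM against 35673 ± 23864 CPM (SD, n = 6 each) and is not among the 40. Of 10 members of the miR-17 family clusters, regulators of proliferation, DESeq2 called 1 higher, miR-20a-5p, and edgeR 0 when adjusted over the list alone, with 4 at an unadjusted p under 0.05. Their median log2 fold change of 0.45 turned to −0.14 with libraries scaled to all abundant miRNAs, a setting that moved the median of all features to −0.61. The list was higher in camera (adjusted p = 0.00117, adjusted p = 0.115 with an estimated correlation), and not without T cell replicate 2 (adjusted p = 0.0574).

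In edgeR the adjusted p of the 40 lay between 0.204 and 0.370, and the highest unadjusted p was 0.0118. Their mean counts per library ranged from 34.1 to 2098 (median 163).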

Comparing these mRNAs with predicted targets of the 40 miRNAs whose expression increased by WT T cell transfer in *Rag1*^−/−^ bEVs (Fig. 1g and Supplementary Data 11, 12), we identified *Prkce*, encoding protein kinase C epsilon (PKCε), as a plausible target. PKCε has been shown to reduce GABA-mediated postsynaptic inhibitory currents by downregulating postsynaptic GABA_A_ receptor localization^42^. We indeed found increased PKCε protein levels in the *Rag1*^−/−^ mPFC neurons by immunohistochemistry (Fig. 6b, c). Consistent with a previous study reporting that PKCε downregulates synaptic GABA_A_ receptor levels^42^, we observed that synaptic GABA_A_ receptor localization [GABA_A_ receptor subunit (GABA_A_Rγ2) associated with Gephyrin] on CaMKIIα^+^ neurons decreased in the *Rag1*^−/−^ mPFC (Fig. 6d, e). We also observed that two miRNAs predicted to target PKCε, miR-23a-3p and miR-103-3p (Supplementary Fig. 11a), were present in WT bEVs but significantly reduced in *Rag1*^−/−^ bEVs (Fig. 6f). Notably, miR-23a-3p was also downregulated in bEVs from *Shank3*^−/−^ and *Cntnap2*^−/−^ mice (Supplementary Fig. 11b). These findings suggest that WT bEV-associated miRNAs, particularly miR-23a-3p and miR-103-3p, modulate mPFC inhibitory postsynaptic signaling by regulating PKCε expression and synaptic GABA_A_ receptor localization.

**Fig. 6:**
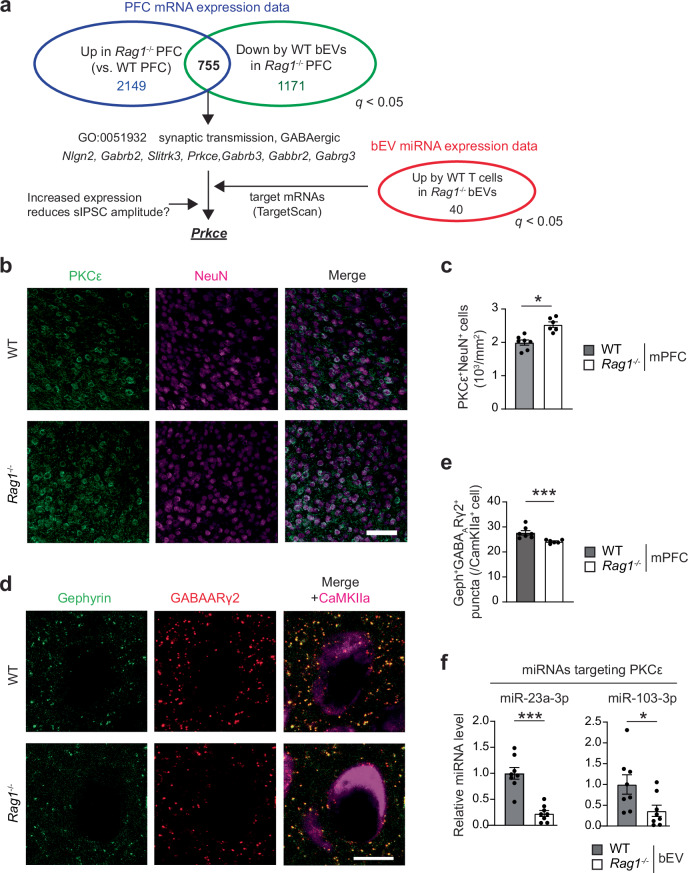
*Rag1*^−/−^ mice show increased expression of PKCε in the mPFC and a downregulation of its regulatory miRNAs, miR-23a-3p and miR-103-3p, in the blood EVs. **a** Flow of data analysis to identify candidate genes responsible for GABAergic signaling changes in *Rag1*^−/−^ mPFC. **b** Representative confocal microscope images showing enhanced neuronal PKCε immunoreactivity in the mPFC of *Rag1*^*−/−*^ mice. **c** Quantification of PKCε^+^ neurons in the mPFC of WT and *Rag1*^*−/−*^ mice. WT mice, *n* = 7 *Rag1*^*−/−*^ mice, *n* = 6. **d** Representative confocal microscope images of Gephyrin and GABA_A_Rγ2 co-localization in CaMKIIα^+^ neurons of WT and *Rag1*^*−/−*^ mPFC. **e** Quantification of number of overlapped puncta of Gephyrin and GABA_A_Rγ2 in CaMKIIα^+^ neurons of WT and *Rag1*^*−/−*^ mPFC. WT mice, *n* = 7; *Rag1*^*−/−*^ mice, *n* = 6. **f** Expression levels of miR-23a-3p and miR-103-3p in the bEVs from WT and *Rag1*^*−/−*^ mice (*n* = 8 per group). Data are shown as fold-change relative to WT data. Scale bar, 50 μm. Each bar graph represents mean ± SEM. Each dot represents one mouse. ns, not significant. *p < 0.05, ***p < 0.005. Significance was determined by Student’s *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

### Intravenous injection of *Rag1*^−/−^ bEVs loaded with miR-23a-3p and miR-103-3p increases sociability and reduces mPFC hyperexcitability

We next tested whether miR-23a-3p and miR-103-3p could impact the mPFC neuronal alterations and increase sociability in *Rag1*^−/−^ mice. We loaded *Rag1*^−/−^ bEVs with miRNA mimics of miR-23a-3p and miR-103-3p and intravenously injected them into *Rag1*^−/−^ mice (Fig. 7a). *Rag1*^−/−^ mice receiving these reconstituted bEVs significantly improved sociability compared to those receiving *Rag1*^−/−^ bEVs loaded with non-targeting control mimics (Fig. 7b). The behavioral improvement was accompanied by reduced expression of neuronal c-Fos and PKCε, and increased levels of synaptic GABA_A_ receptor in the mPFC (Fig. 7c–h). Finally, brain slice electrophysiology revealed that *Rag1*^−/−^ bEVs loaded with miR-23a-3p and miR-103-3p significantly enhanced sIPSC amplitudes in the mPFC pyramidal neurons compared to *Rag1*^−/−^ bEVs loaded with non-targeting control mimics (Fig. 7i, j). These data indicate that miR-23a-3p and miR-103-3p are key mediators of bEV-induced improvement of sociability and mPFC inhibitory neurotransmission through regulation of PKCε and synaptic GABA_A_ receptor (Fig. 7k).

**Fig. 7:**
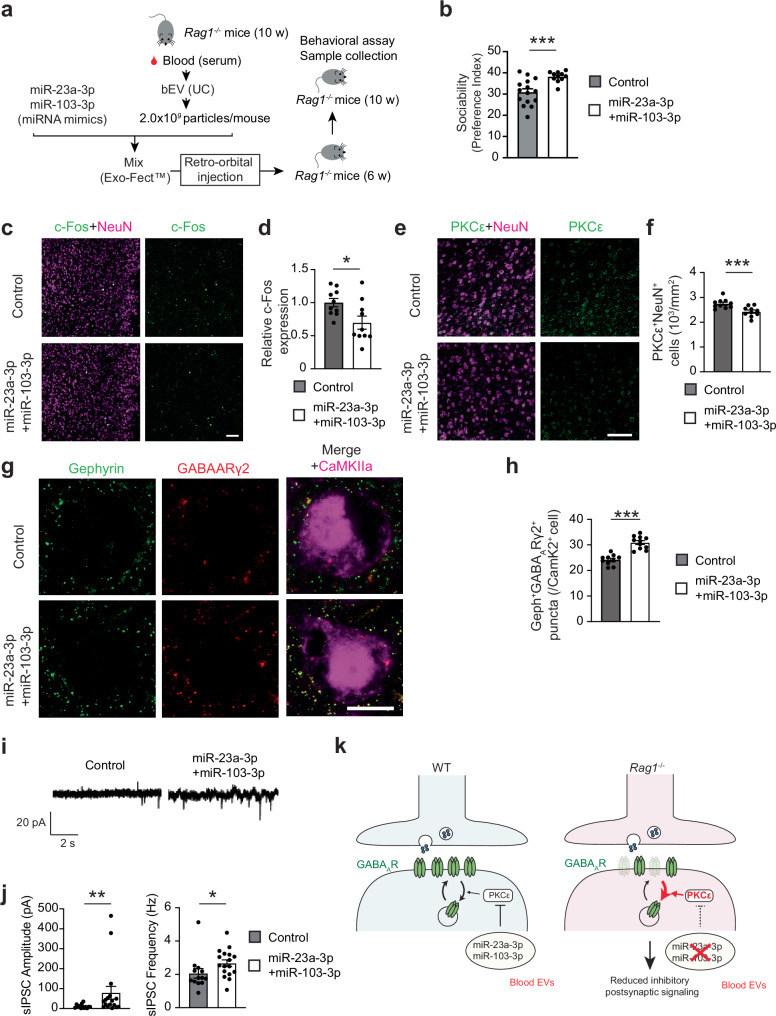
Supplementation of miR-23a-3p and miR-103-3p to *Rag1*^−/−^ bEVs affects the mPFC molecular and functional changes in *Rag1*^−/−^ mice and enhances their sociability. **a** Experimental outline of bEV collection, miRNA mimics loading, intravenous injection, and subsequent behavioral assay. **b** Sociability data of *Rag1*^−/−^ mice administered with *Rag1*^-^^/-^ bEVs containing negative control miRNA mimics (control mimics) or miRNA mimics for miR-23a-3p and miR-103-3p (miR-23a-3p + miR-103-3p mimics). Control, *n* = 15; miR-23a-3p + miR-103-3p, *n* = 11. **c** Representative confocal microscope images of neuronal c-Fos expression in the mPFC of *Rag1*^*−/−*^ mice administered with *Rag1*^-/-^ bEVs containing control or miR-23a-3p + miR-103-3p mimics (*n* = 10 mice per group). **d** Quantification of c-Fos^+^ neurons in the mPFC (*n* = 10 per group). **e** Representative confocal microscope images of neuronal PKCε expression in the mPFC of *Rag1*^*−/−*^ mice administered with *Rag1*^-/-^ bEVs containing control or miR-23a-3p + miR-103-3p mimics. **f** Quantification of PKCε^+^ neurons in the mPFC (*n* = 10 per group). **g** Representative confocal microscope images of neuronal Gephyrin and GABA_A_Rγ2 (expression in CaMKIIα^+^ neurons in the mPFC of *Rag1*^*−/−*^ mice administered with *Rag1*^-/-^ bEVs containing control or miR-23a-3p + miR-103-3p mimics. **h** Quantification of number of Gephyrin and GABA_A_Rγ2 puncta in CaMKIIα^+^ neurons in the mPFC. Control, *n* = 10; miR-23a-3p + miR-103-3p, *n* = 11. *p < 0.0001. **i** Representative traces of sIPSCs of the mPFC neurons in brain slices from *Rag1*^*−/−*^ mice administered with *Rag1*^-/-^ bEVs containing control or miR-23a-3p + miR-103-3p mimics. **j** Quantification data of sIPSC amplitude and frequency changes by miR-23a-3p + miR-103-3p mimics in *Rag1*^*−/−*^ mice (aggregated data from *n* = 3 mice per group). **k** Graphical summary of mechanism. Circulating EV miRNAs, including miR-23a-3p and miR-103-3p, inhibit the expression of PKCε in mPFC neurons, increasing synaptic GABA_A_ receptor localization and enhancing inhibitory postsynaptic signaling. Scale bars, 50 μm (**c**, **e**) and 10 μm (**i**). Each bar graph represents mean ± SEM. Each dot represents one mouse (**b**, **d**, **f**, **h**) or cell (**j**). ns, not significant. *p < 0.05, **p < 0.01, and ***p < 0.005. Significance was determined by Student’s *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

### miR-23a-3p in T cell-derived EVs contributes to sociability

We finally examined the source of pro-social EV miRNAs, miR-23a-3p and miR-103-3p. First, we excluded the possibility that these miRNAs were merely co-precipitated with EVs during bEV collection. As EV miRNAs are protected from RNase degradation unless the vesicle membrane is disrupted (e.g., by TrixonX-100 treatment)^43,44^, we treated bEVs with RNase in the presence or absence of 1% Triton-X100. Levels of miR-23a-3p and miR-103-3p were reduced only in the presence of 1% TritonX-100 (Supplementary Fig. 12a, b), indicating that these miRNAs are primarily located inside the EVs, although a fraction may be on the surface.

We then investigated the cellular origin of these miRNAs. Since T cell transfer into *Rag1*^−/−^ mice increased their levels in bEVs (Fig. 1f), we tested whether T cells secrete EVs containing these miRNAs. 

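miR-23a-3p, which regulates cytotoxicity in T cells, averaged 2027 ± 507 CPM (SD, n = 6 mice) in the bEVs of *Rag1*-/- mice given T cells and 1093 ± 262 CPM (SD, n = 6 mice) in those of mice given medium. This is a log2 fold change of 0.88 (standard error 0.24). The level lay above the highest medium value in 5 of 6 mice with T cells. The difference in mean CPM gave p = 0.00433 (two-sided exact permutation test). miR-103-3p, a regulator of insulin sensitivity, averaged 1750 ± 1099 CPM with T cells and 734 ± 316 CPM with medium (SD, n = 6 each), a log2 fold change of 1.24 (standard error 0.40). It lay above the highest medium value in 4 of 6 mice with T cells, and its difference in mean CPM gave p = 0.0260 (two-sided exact permutation test). Both miRNAs are among the features called in these same libraries, so these unadjusted p values are not independent support. DESeq2 called both higher (adjusted p = 0.0103 for miR-23a-3p and adjusted p = 0.0288 for miR-103-3p), and edgeR called neither (adjusted p = 0.259 and adjusted p = 0.358). The libraries held 58 to 184 counts of miR-23a-3p and 13 to 314 counts of miR-103-3p.

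*Mir23a* lies on chromosome 8 of GRCm38 from 84208518 to 84208592, followed by *Mir27a* from 84208672 to 84208758 and *Mir24-2* from 84208815 to 84208921. miR-24-3p, at 2278 ± 1390 CPM against 897 ± 318 CPM (SD, n = 6 each), and miR-27a-3p, with a log2 fold change of 0.95 (standard error 0.26), were also called higher by DESeq2. *Mir24-1* lies on chromosome 13 from 63301208 to 63301275, near *Mir23b* and *Mir27b*. The counts of miR-24-3p do not tell it apart from *Mir24-2*, so its rise cannot be assigned to the *Mir23a* locus. Of the 10 measured miRNAs of the miR-23/27/24 clusters, DESeq2 called 3 higher. In edgeR 4 were higher and 1, miR-23a-5p, the other arm of the *Mir23a* hairpin, was lower when adjusted over the list alone, with log2 fold change −0.66 (standard error 0.26). The list's median log2 fold change of 0.43 was 0.10 with total counts and −0.11 with libraries scaled to all abundant miRNAs (camera, adjusted p = 0.0087 and adjusted p = 0.063 with an estimated correlation). Those settings moved the median of all features to −0.38 and −0.61.

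miR-23b-3p, which differs from miR-23a-3p by U19A (counted from the 5' end), was at 636 ± 232 CPM against 379 ± 159 CPM (SD, n = 6 each), a log2 fold change of 0.73 that did not pass in edgeR (adjusted p = 0.620). miR-103-3p is encoded in introns of *Pank3* (*Mir103-1*, chromosome 11, 35782396 to 35782481) and *Pank2* (*Mir103-2*, chromosome 2, 131288052 to 131288137). miR-107-3p, encoded in an intron of *Pank1*, differs from it by G22C and was more abundant, at 8128 ± 3043 CPM against 7158 ± 2458 CPM (SD, n = 6 each), with a log2 fold change of 0.18 (standard error 0.32). The log2 ratio of miR-103-3p to miR-107-3p was −2.37 ± 1.26 with T cells and −3.40 ± 0.97 with medium (SD, n = 6 each; two-sided exact permutation test, p = 0.143), and the summed count of both had a log2 fold change of 0.32 (standard error 0.30). The DESeq2 call of miR-103-3p was lost without T cell replicate 2, 3 or 5 or medium replicate 3, 5 or 6 (adjusted p from 0.0542 to 0.0907), while that of miR-23a-3p held without each library (adjusted p up to 0.0375). The log2 fold changes of miR-23a-3p and miR-103-3p were 0.52 and 0.80 with total counts, and 0.29 and 0.58 with libraries scaled to all abundant miRNAs, a setting chosen after the values had been seen. These settings moved the median of all features to −0.38 and −0.61. The abundant miRNAs include both miRNAs and 28 of the 40 higher features, which pulls them toward 0 by construction. Scaled to the other abundant miRNAs, a reference that leaves out the 40 by design, they were 0.79 and 1.21.

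**Figure D3:**
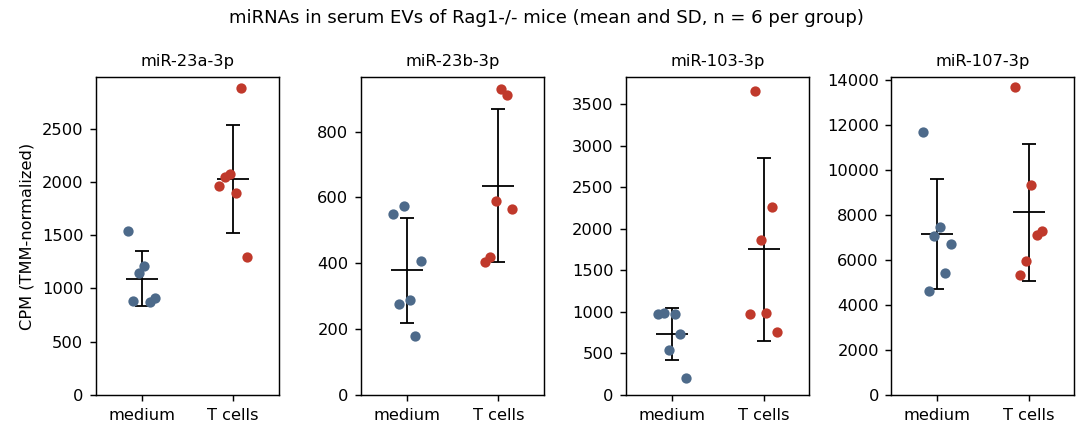
Levels (CPM, normalized by TMM) of miR-23a-3p, miR-23b-3p, miR-103-3p and miR-107-3p in the bEVs of each mouse given medium (blue) or T cells (red), with mean and SD (n = 6 per group). For miR-23a-3p, 5 of 6 mice given T cells lie above the highest mouse given medium.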

T cells were purified from spleens, cultured, and EVs were collected from the conditioned medium (Fig. 8a). Notably, miR-23a-3p and, at a lesser level, miR-103-3p were detected in T cell-derived EVs (Fig. 8b and Supplementary Fig. 13a). Following intravenous injection into *Rag1*^−/−^ mice, these cultured T cell-derived EVs were detected in the mPFC and co-localized with neurons and microglia (Fig. 8c, d, and Supplementary Fig. 13b), similar to the whole bEVs (Fig. 3) and in vivo generated T cell-derived EVs (Supplementary Fig. 13c–f), supporting their physiological relevance.

**Fig. 8:**
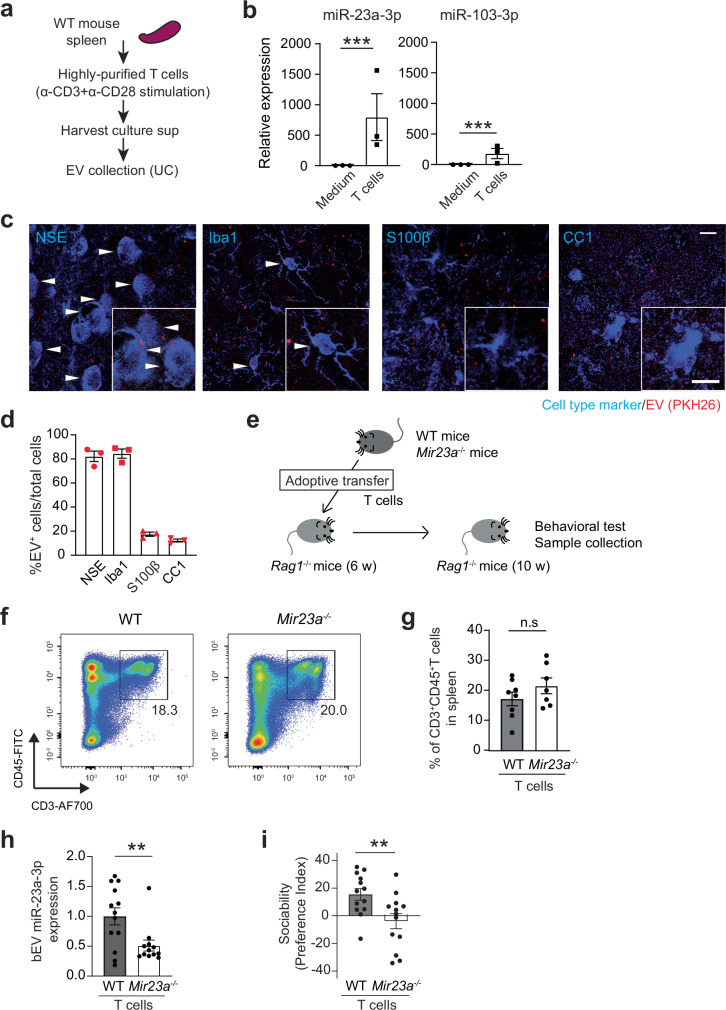
T cell-derived miR-23a-3p contributes to circulating bEVs and sociability. **a** Experimental outline of splenocyte collection, primary T cell culture, and subsequent EV collection from T cell culture supernatants. **b** Levels of miR-23a-3p and miR-103-3p expression in T cell-derived EVs (*n* = 3 biologically independent experiments). **c** Representative confocal microscope images of PKH26-labeled T cell-derived EVs (red) colocalized with neurons (NSE^+^ cells) and microglia (Iba1^+^ cells), but not with astrocytes (S100β^+^ cells) or oligodendrocytes (CC1^+^ cells), in the mPFC of *Rag1*^*−/−*^ mice. EV^+^ cells are indicated by white arrowheads. Scale bars, 10 µm. **d** Quantification data of T cell-derived EV co-localization with specific brain cell types (*n* = 3 mice). **e** Experimental outline of T cell adoptive transfer and subsequent behavioral assay. **f** Representative flow cytometry data showing the comparable reconstitution of T cells in *Rag1*^−/−^ mice by adoptively transferred WT and *Mir23a*^*−/−*^ T cells. See Supplementary Data 15 for gating strategy. **g** Quantification of WT and *Mir23a*^*−/−*^ T cell reconstitution in *Rag1*^−/−^ mice (*n* = 8 for WT and *n* = 7 for *Mir23a*^*−/−*^ T cell reconstitution group). **h** miR-23a-3p levels in bEVs from *Rag1*^−/−^ mice receiving WT and *Mir23a*^*−/−*^ T cells (*n* = 13 mice per group). **i** Sociability of *Rag1*^−/−^ mice receiving WT and *Mir23a*^*−/−*^ T cells (*n* = 13 each). Each bar graph represents mean ± SEM. Each dot represents one mouse. *p < 0.05, **p < 0.01, and ***p < 0.005. n.s., not significant. Significance was determined by Student’s *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

We finally determined whether T cell-derived miR-23a-3p contributed to the effects of WT bEVs on sociability using *Mir23a*^*−/−*^ mice^45^. *Mir23a*^*−/−*^ bEVs failed to restore sIPSC amplitudes in the PFC of *Rag1*^−/−^ and *Cntnap2*^*-*/-^ mice (Supplementary Fig. 14a, b), consistent with the role of miR-23a-3p in mPFC inhibitory neurotransmission (Fig. 7i, j). We purified T cells from *Mir23a*^*−/−*^ mice and compared their ability to influence sociability deficits in *Rag1*^*−/−*^ mice with that of WT T cells (Fig. 8e). Despite successful T cell reconstitution (Fig. 8f, g), *Rag1*^*−/−*^ mice receiving *Mir23a*^*−/−*^ T cells exhibited reduced levels of miR-23a-3p in bEVs (Fig. 8h), indicating that T cells are a major source of this miRNA in circulating EVs. Indeed, adoptive transfer of *Mir23a*^*−/−*^ T cells failed to increase sociability in *Rag1*^*−/−*^ mice (Fig. 8i). Together, these findings demonstrate that miR-23a-3p is secreted in EVs from T cells and contributes to sociability.

## Discussion

This study reveals that T cell-derived EV miRNAs in circulating EVs regulate sociability in mice. We demonstrated that circulating EVs enter the brain parenchyma and co-localize with neurons and microglia in the mPFC. At the molecular level, EV miRNAs, particularly miR-23a-3p and miR-103-3p, reduce PKCε expression, enhance synaptic GABA_A_ receptor localization, and increase inhibitory postsynaptic signaling in the *Rag1*^−/−^ mPFC pyramidal neurons. We further identified miR-23a-3p and miR-103-3p in T cell-derived EVs that co-localize with neurons in the mPFC. Notably, *Mir23a*^−/−^ T cells failed to increase sociability in *Rag1*^−/−^ mice and *Mir23a*^−/−^ bEVs did not enhance sIPSC in *Rag1*^−/−^ mPFC pyramidal neurons. Beneficial effects of WT bEVs were also observed in *Cntnap2*^−/−^ and *Shank3*^−/−^ mice, and *Mir23a*^−/−^ bEVs were unable to increase sIPSC in *Cntnap2*^−/−^ mice, implicating miR-23a-3p loss as a shared mechanism underlying inhibitory synaptic dysfunction in the mPFC across models of sociability deficits. Therefore, our findings provide conceptual and mechanistic insights into how circulating T cell-derived EV miRNAs influence brain synaptic activity and sociability, and suggest that EVs and miRNAs may have therapeutic potential for sociability impairment.

PKCε has been shown to downregulate synaptic GABA_A_ receptors via the N-ethylmaleimide-sensitive factor and reduce inhibitory postsynaptic currents in the hippocampus^42^. Our study shows that PKCε-dependent modulation of GABAergic signaling is also essential in the mPFC, where its dysregulation leads to neuronal hyperexcitability. This modulation is further regulated by circulating EV-associated miRNAs, miR-23a-3p and miR-103-3p. Considering that blood EVs are also detected in the hippocampus and cerebellum, similar EV miRNA-mediated modulation of synaptic neurotransmission may occur in other brain regions. Previous studies have reported that local protein translation controls the expression of GABA_A_ receptors and some PKC isoforms^46–48^; thus, EV miRNAs may directly influence the local translation of PKCε at synapses, regulating synaptic GABA_A_ receptor level. It remains unclear whether and how the expression changes in a pleiotropic enzyme, PKCε, preferentially influence GABAergic signaling in the mPFC. As the current knowledge of predicted targets by miRNAs is still limited, we cannot completely exclude that miR-23a-3p and miR-103-3p may regulate GABAergic signaling via molecules other than PKCε.

While earlier studies have focused on the role of cytokines, canonical effector molecules of T cells, in regulating neuronal activity and behavior^4,5,7,49^, our data uncover an additional miRNA‑mediated layer of T cell–neuron communication. Specifically, we identify miR-23a-3p and miR-103-3p as pro-social EV miRNAs derived from T cells. T cell-derived EVs and their miRNAs are known to modulate immune cell function^50,51^, but their role outside the context of immune responses has been largely unexplored. Our findings establish a paradigm that miRNAs mediate immune cell communication with neurons in a more physiological context. Our study also defines T cells as an important source of circulating EVs and miRNAs that mediate the blood-brain communication, regulating neuronal function and behavior. Future studies will determine which T cell subsets (e.g., CD4^+^ T cells, γδ T cells) contribute to pro-social EV miRNA production. Currently, the lack of cell-type-specific EV markers limits our ability to trace specific EVs in circulation back to their cellular origin, but such challenges will be overcome soon with rapid advances in EV research.

The EV uptake by brain cells was selective. We observed substantial overlaps of bEV signals with neurons and microglia, but not astrocytes or oligodendrocytes. As macrophages are known to take up EVs in the periphery and circulation^52,53^, microglial uptake of bEVs may not be surprising and is likely to be related to their homeostatic function. In contrast, neuronal uptake of bEVs is unexpected because neurons are not professional phagocytes. Although further research is required, bEV uptake by neurons may depend on some specific mechanisms (e.g., receptors for certain EV surface proteins) and be selective for certain types of EVs (e.g., EVs with surface protein modifications).

Notably, the behavioral improvement was also selective. WT bEVs improved sociability but not social novelty preference in *Rag1*^−/−^ mice. Similarly, WT serum, splenocytes, and T cells failed to improve social novelty preference. Thus, circulating T cell-derived EVs may preferentially target sociability-related neuronal circuitry, highlighting the significance of possible EV tropism for specific cell types or brain regions. One limitation of this study is the fact that the *Rag1*^−/−^ mouse sociability scores were variable across different experiments, which was likely caused by multiple factors, particularly the changes in mouse housing conditions and behavioral rooms that we experienced during this study. However, our data consistently showed the improvement of sociability by WT bEVs, underscoring the beneficial effects of WT bEVs.

We observed the beneficial effects of bEVs on sociability in *Cntnap2*^−/−^ and *Shank3*^−/−^ mice as well. Nevertheless, the underlying mechanisms have not been thoroughly dissected in the current study. Although we showed that bEVs improved electrophysiological phenotypes in a miR-23a-dependent manner in *Cntnap2*^−/−^ mice, it remains unclear whether the PKCε-GABA_A_ receptor axis is similarly impaired in these mice. It is also unclear whether the beneficial effects of bEVs on *Shank3*^−/−^ mice are dependent on miR-23a-3p. Further studies are required to determine the common and selective mechanisms underlying the effects of WT bEVs on sociability across multiple mouse models.

Our findings are also consistent with previous human studies. Altered expression of miR-23a-3p and miR-103-3p has been reported in the brain tissues and blood of patients with autism spectrum disorders (ASD) and schizophrenia^54–57^, conditions accompanied by sociability deficits. miR-23a-3p is decreased in the peripheral blood of patients with schizophrenia^55^, while miR-103-3p is consistently decreased across multiple studies with ASD patients^56,57^. Notably, one study also found that the miR-23a-3p targets genes related to synaptic function and ASD risks^54^. Nevertheless, the behavioral consequences of these miRNA changes remain unclear. Future studies should investigate whether the blood levels of miR-23a-3p and miR-103-3p correlate with sociability and other cognitive functions in these patients and may have therapeutic potentials as observed in multiple mouse models with sociability deficits in this study.

Finally, our work underscores the need to investigate blood EV changes not only as biomarkers but also as possible pathological mechanisms in psychiatric and neurological disorders^14,58^. While blood EV alterations are recognized as useful biomarkers, our research indicates that they may also contribute to disease mechanisms involving periphery-brain communication. Importantly, our work demonstrated that the supplementation of EVs and miRNAs improved sociability. Although engineering cell culture-derived EVs is currently a popular therapeutic approach, our findings suggest that modulating autologous circulating EVs and miRNAs may be another promising strategy to restore neuronal function and behaviors under pathological conditions.

## Methods

### Mice

*Rag1*^−/−^, *Cntnap2*^−/−^, and *Shank3*^−/−^, mTmG, and C57BL/6 mice (Stock# 002216, 017482, 017688, 007676, and 000664) were purchased from the Jackson Laboratory and housed in specific pathogen-free facilities at the Johns Hopkins University and the University of Alabama at Birmingham. *Mir23a*^−/−^ mice were obtained from Dr. Richard Dahl (Indiana University, USA). All the mice were on C57BL/6 background. Male mice were used for the experiments at 8–12 weeks of age unless stated otherwise. All experimental procedures were performed under the animal protocols approved by the Johns Hopkins University and University of Alabama at Birmingham Institutional Animal Care and Use Committees (#MO17M204, #21539, respectively).

### Euthanasia and anesthesia method

During euthanasia, enough care was taken to minimize the suffering of the mice. For non-survival procedures, anesthesia was induced with 5% isoflurane, and maintained until spontaneous respiration completely ceased. A secondary physical method was used to confirm death. For survival procedures, anesthesia was induced with 5% isoflurane and maintained at 1–2% during surgery. For analgesia, 5 mg/kg Carprofen or 0.1 mg/kg Buprenorphine Hydrochloride was administered intraperitoneally before surgery and every 12 h for 24 h postoperatively.

### Behavioral assays

Behavioral assays were performed on male mice at 8–12 weeks of age. All the assays were conducted between 10 am and 3 pm during the light phase. Independent cohorts of mice were tested in the three-chamber social interaction test, the open field test, and the buried food pellet test.

#### Three-chamber social interaction test

The three-chamber social interaction test was conducted as previously described^59,60^. All mice were tested in a nonautomated three-chambered box. Dividing walls had retractable doorways allowing access into each chamber. Mice were acclimated to the three-chambered box for 4 days before the test (10 min/day). On the test day, mice were transported to the testing room and habituated for at least 1 h before the experiment. A white noise generator was used to mitigate any unforeseen noises. The subject mouse was habituated in the chamber with two empty cylinders for 10 min. Then, the “toy” object was placed in one of the cylinders, and mouse (stranger 1) was placed in another cylinder for the “sociability” trial. Mice were allowed to explore the chambers for 10 min. In the next “social novelty preference” trial, stranger 1 was kept in the cylinder as the familiar mouse, and the toy object was replaced with a novel mouse (stranger 2). The subject mouse was again allowed to explore the chambers. During these two trials, mouse activities were recorded on video, and the time spent sniffing each cylinder was manually measured. Preference index was calculated as follows. For sociability test: (sniffing time to mouse) × 100 / (sniffing time to mouse + sniffing time to object) - 50. For social novelty preference test: (sniffing time to novel mouse) × 100 / (sniffing time to novel mouse + sniffing time to familiar mouse) - 50.

#### Buried food pellet test

The buried food pellet test was performed as previously described^61^. Mice were food-deprived for 24 h with free access to water. At the test, single mouse was placed in the test cage and allowed to freely explore the food pellets buried ~0.5 cm below the surface of a 3 cm-deep layer of beddings. Latency to find the hidden food pellet was measured (*n* = 11–18 mice per group).

#### Open field test

Novelty-induced activity in the open field was assessed as described previously^60,62^. Locomotion, rearing, and center time were measured for 10 min using a Photobeam Activity System (PAS–Open Field, San Diego Instruments). The PAS system consisted of two vertically stacked frames, each containing infrared lasers arranged in a 16 × 16 grid, which detected mouse movement, including ambulation and rearing. The open field box and surrounding photobeam apparatus were housed in a ventilated cabinet. Single-beam breaks were automatically recorded as “counts” and the PAS system automatically started recording counts once the mouse started moving. The total counts were recorded and the percentages of center counts (defined as those in the central 27.5 × 27.5 cm area) to total counts were calculated.

### Serum and EV preparation

Blood (600−700 µl) was collected from mice via cardiac puncture under a deep anesthesia at time of sacrifice and placed at room temperature for 30 min. Sera were then separated by centrifugation at 300 × *g* for 5 min and stored at −80 °C for biochemical/molecular experiments or freshly used for in vivo experiments. For EV preparation, the sera were further centrifuged with 2000 × *g* for 10 min to remove platelets. EVs were prepared primarily with differential ultracentrifugation (UC), except for Supplementary Figs. 3 and 5 where precipitation (PPT) and size exclusion chromatography (SEC) were also used as indicated. For EV enrichment with differential ultracentrifugation, the sera were centrifuged at 10,000 × *g* for 30 min at 4 °C to remove large vesicles. Then, the sera were diluted with PBS at 1:4 ratio and ultracentrifuged at 100,000 × *g* for 30 min at 4 °C using Optima MAX-XP ultracentrifuge with a TLA 120.2 rotor (k factor = 11) (Beckman Coulter)^63^. The pellet was resuspended with 1 ml of PBS and ultracentrifuged at 100,000 × *g* for 30 min at 4 °C to wash, and then resuspended with 10 µL of PBS or DMEM medium. For EV precipitation, the sera were processed with the Total Exosome Isolation kit (Thermo Fisher Scientific) following the manufacturer’s protocol, and the EV-containing fraction was resuspended in 50 µL PBS. For EV enrichment with size exclusion chromatography, each serum sample was applied to a 70 nm qEVsingle size exclusion column (Izon) and eluted with DPBS. Fractions were collected using an Izon automated fraction collector: following elution of a 1 ml void fraction, 0.5 ml fractions were collected, of which fractions 6 to 8 were enriched in EVs. These fractions were pooled, concentrated using Amicon 15 Ultra RC 100 kD filters, and aliquoted and stored in LoBind tubes (Eppendorf) at −80 °C.

### Transmission electron microscopy

Transmission electron microscopy (TEM) was performed using a negative-staining procedure at the University of Alabama at Birmingham Imaging Core Facility. Freshly prepared EV samples were adsorbed onto carbon-coated/palladium grids for 1 min to allow particle attachment. Excess liquid was blotted off, and the grids were negatively stained with 2% (w/v) uranyl acetate for 1 min following the facility’s standard negative-staining protocol. After air-drying, EVs were visualized using a FEI Tecnai Spirit T12 transmission electron microscope (Thermo Fisher Scientific / FEI).

### Nano particle tracking analysis (NTA)

Concentration and size distribution of particles in EV samples were analyzed with NanoSight NS300 (Malvern Panalytical) or ZetaView (Particle Metrix) following standard protocols^64,65^. For NanoSight analysis, the screen gain was consistently set to 1.0 and the camera level to 15. For calibration, the polyethylene beads (Malvern) diluted 1000-fold with Milli-Q water were used as a standard. After confirming that this concentration was 2–3 × 10^8^/mL, the samples were measured.

### Adoptive cell transfer, serum injection, and EV injection

For adoptive cell transfer, splenocytes and T cells were collected from the spleen. T cells were isolated using the Pan T cell isolation kit II, mouse (#130-095-130, Miltenyi Biotech). T cells were >99%-positive for CD3ε expression by flow cytometry. Splenocytes (1 × 10^8^ cells 100 µL per mouse) and T cells (1 × 10^7^ cells 100 µL per mouse) were transferred intravenously into *Rag1*^−^^/−^ mice via retro-orbital injection following a standard protocol^66^. Sera (150 µL per mouse) and EVs (2 × 10^9^ particle in 100 µL per mouse unless stated otherwise) were also transferred intravenously into WT and *Rag1*^−^^/−^ mice via retro-orbital injection. In our method, the number of EVs recovered from 500 µL total venous blood was about 4 × 10^9^ particles. Considering that the total blood volume of an adult mouse is 2 ml, our injection of 2 × 10^9^ particles corresponds to about 12.5% volume of the total circulating EVs in the blood. This volume is less than the maximal blood volume (=13%) we can collect per single blood donation in humans^67,68^.

### Primary T cell culture

Mouse primary T cells were purified from spleens as Thy1.2^+^CD19^-^ cells by FACS sorting with a BD FACSAria II and cultured following a standard protocol^66^. Briefly, purified T cells (1 × 10^6^ cells/ml per well on 24-well plates) were stimulated with plate-bound anti-CD3ε (1 µg/ml) and anti-CD28 (1 µg/ml) and cultured for 36 and 60 h in RPMI complete medium (RPMI, 10% FBS, 1% non-essential amino acids, 1% sodium pyruvate, 0.05 mM B-Mercaptoethanol, and 1% Pen/Strep). Cell culture supernatants were collected, and EVs were collected by UC as described above.

### Western blot

EV and tissue lysates were prepared with RIPA buffer, separated on NuPAGE Bis-Tris Mini Gel (Thermo Fisher Scientific/Life Technologies) with equal amounts of total proteins loaded into each lane, and transferred to PVDF membrane (Millipore). After blocking in 5% skim milk/PBS-0.1% Tween® 20 (PBS-T) for 1 h, the membrane was incubated with the primary antibody overnight at 4 °C and then incubated with the HRP or fluorescent secondary antibodies for 1 h at room temperature. Chemiluminescence and fluorescence gel images were captured by ImageQuant LAS 4000 imager (GE Healthcare), Odyssey imaging system (Li-Cor Biosciences), and analyzed with ImageJ/Fiji software^4^. Images acquired using the Odyssey imaging system were converted to grayscale and inverted for Figures. The following primary antibodies were used: rabbit anti-CD9 (1:1000, #ab92726, Abcam, RRID: AB_10561589), rabbit anti-Alix (1:1000, #ab186429, Abcam, RRID: AB_2754981), rabbit anti-Calnexin (1:1000, #ADI-SPA-860-D, Enzo Life Science, RRID: AB_10616095), mouse anti-CD3ε (1:1000, #362701, BioLegend, RRID: AB_2563713), armenian hamster anti-CD3ε (1:1000, #100302, BioLegend, RRID: AB_312667), mouse anti-CD81 (1:1000, #sc-166029, Santa Cruz Biotechnology, RRID: AB_2275892), armenian hamster anti-mouse CD81(1:1000, #sc-18877, Santa Cruz Biotechnology, RRID: AB_627194), IRDye 680RD Donkey anti-mouse IgG(H+L) (1:10,000, LI-COR Biosciences #926-68072, RRID: AB_ 10953628), IRDye 800CW Donkey anti-rabbit IgG(H+L) (1:10,000, LI-COR Biosciences #926-32213, RRID: AB_621848), rabbit anti-Rag1 (1:1000, #sc-5599, Santa Cruz Biotechnology, RRID: AB_2300670), mouse anti-Rag1 (1:1000, #68591-1-Ig, Proteintech, RRID: AB_3085290), goat anti-Rag2 (1:1000, #sc-7623, Santa Cruz Biotechnology, RRID: AB_2175836), rabbit anti-TNFα (1:1000, #17590-1-AP, Proteintech, RRID: AB_2271853), and mouse anti-β-actin (1:5000, #sc-47778, Santa Cruz Biotechnology, RRID: AB_626632).

### Flow cytometry

Flow cytometry of splenocytes was performed using a standard protocol^66^. Single-cell suspensions were obtained from spleens collected after PBS perfusion. After lysis of red blood cell with 1× RBC Lysis Buffer (Thermo Fisher Scientific/eBioscience), cells were washed with FACS buffer and Fc-blocked with anti-CD16/CD32 (#14-0161-82, Thermo Fisher Scientific/eBioscience, RRID: AB_467133). Then, cells were stained with the following antibodies: rat anti-CD3 APC (1:100, #100235 BioLegend, RRID: AB_2561455), rat anti-mouse CD19 PE (1:100, #115508, BioLegend, RRID: AB_313643), rat anti- B220 Alexa Fluor 488 (1:100, #103228, BioLegend, RRID: AB_492874), rat anti-mouse CD3 Alexa Fluor 488 (1:100, #100210, BioLegend, RRID: AB_ 389301), anti-CD3 Alexa Fluor 700 (1:100, #100216, BioLegend, RRID: AB_493697), and rat anti-mouse CD45 FITC (1:100, #110705, BioLegend, RRID: AB_ 313494). Flow cytometry was conducted using FACS Calibur, LSRII, LSRFortessa, or Accuri C6 cytometer (all from BD Biosciences) and analyzed with FlowJo software (FlowJo LLC).

### DREADD experiments

Mice were stereotactically injected with 400 nl of pAAV-CaMKIIα-hM4D(Gi)-mCherry (4.4 × 10^12^ genomic copies/mL, #50477, Addgene) at the rate of 100 to 200 nl/min into the mPFC bilaterally using a NanoFil syringe with a 35G blunt needle (WPI). The following stereotactic coordinate was used for injection: anteroposterior (AP): +1.8 mm; mediolateral (ML): ±0.3 mm; and dorsoventral (DV): -2.1 mm from the bregma. Three to four weeks later, behavioral assays were conducted. CNO (10 mg/kg in 0.5% DMSO/PBS, #BML-NS105-0025, Enzo Life Sciences) was intraperitoneally injected 45 min prior to the three-chamber social interaction test. For the three-chamber social interaction test, mice were intraperitoneally injected with PBS during acclimation for 4 consecutive days and then injected with CNO or vehicle (0.5% DMSO/PBS) on the test day as previously described^69^.

### Brain collection

Mice were anesthetized and transcardially perfused with ice-cold PBS. For RNA-seq experiments, brains were dissected and stored at −80 °C until use. For immunohistochemistry, mice were further perfused by 4% paraformaldehyde (PFA). Brains were dissected, post-fixed in ice-cold 4% PFA/PBS for 24 h, cryoprotected in 15% and 30% sucrose/PBS, and embedded in the O.C.T. compound.

### Immunohistochemistry

Immunohistochemistry experiments were conducted as previously described^60,70^. Free-floating coronal sections (40 μm in thickness) were prepared with a Leica cryostat and, if necessary, antigen retrieval was performed with 10 mM sodium citrate buffer (pH 8.5). The sections were then placed in blocking solution (PBS supplemented with 2% Normal Goat Serum, 1% BSA, 0.1% TritonX, 0.05% Tween-20, and 0.05% sodium azide) for 1 h at room temperature and then incubated at 4 °C overnight with the following primary antibodies: mouse anti-NeuN (1:500, #MAB377, Merck-Millipore, RRID: AB_2298772), rabbit anti-Iba1 (1:400, #019-19741, Wako Chemicals, RRID: AB_839504), goat anti-c-Fos (1:500, #sc-52, Santa Cruz Biotechnology, RRID: AB_2106783), rabbit anti-c-Fos (1:200, #2250, Cell Signaling, RRID: AB_22472111), mouse anti-CaMKIIα (1:200, #688602, Clone 6G9, BioLegend, RRID: AB_2617027), rabbit anti-CaMKIIα (1:100, #20666-1-AP, Proteintech, RRID:AB_2878722), rabbit anti-RFP (1:1000, #600-401-379, Rockland, RRID: AB_2209751), rabbit anti-PKCε (1:100, #20877-1-AP, Proteintech, RRID:AB_10697812), mouse anti-CC1 (1:100, #OP80, Calbiochem, RRID:AB_2057371), rabbit anti-S100β (1:200, #ab868, Abcam, RRID:AB_306716), mouse anti-NSE (1:500, #66150-1-g, Proteintech, RRID:AB_2881546), mouse anti-Gephyrin (1:100, #147021, Synaptic Systems, RRID:AB_2232546), and rabbit anti-GABA_A_Rγ2 (1:100, #AGA-005, Alomone Labs, RRID: AB_2039870). After washing with PBS, the sections were further incubated with fluorophore-conjugated secondary antibodies at 1:400 dilution for 2 h at room temperature, followed by DAPI staining (1:50,000, #10236276001, Roche) for 10 min at room temperature. The sections were mounted on glass slides with Permafluor™ mounting medium or ProLong Diamond antifade mounting medium (Thermo Fisher Scientific). Images were acquired using Zeiss LSM510, 700 and 800 confocal microscopes with Zen software (Carl Zeiss) or an Olympus BX61 epifluorescence microscope (Olympus).

### EV labeling and brain distribution analysis

For chemical dye labeling of EVs, WT EVs were stained with PKH26 lipophilic dye (Sigma-Aldrich). Briefly, EVs were suspended with 194 μl of Diluent C, mixed with 6 μl of PKH26 dye, and incubated for 5 min at room temperature. The reaction was stopped by adding 100 μl of 20% BSA. Then, the EV suspensions were applied to the Exosome Spin Column (Thermo Fisher Scientific) and spun down to remove excess amount of the dye. Next, stained EVs were diluted to 2 × 10^10^/mL with DMEM medium (Thermo Fisher Scientific). For genetically labeling of EVs, EVs were collected from the sera of mTmG mice, in which cellular membranes and thus cell-derived EVs are labeled with membrane-anchored tdTomato. EVs (2 × 10^9^ particles /mouse) were intravenously injected into recipient mice. Brains were collected 1 h later and PKH26 and tdTomato^+^ puncta were analyzed by immunohistochemistry.

### Image analysis

Image analysis was performed as previously described^60^. c-Fos quantification was conducted using Image J/Fiji software^71^ and the percentages of c-Fos-expressing cells among NeuN neurons were calculated. Images were taken at 20× and 40× magnification. The maximal projection images of z-stacked images (14 sections at 0.75 μm) were used for quantification with confocal. Three to five brain sections from each animal were chosen based on anatomic landmarks to ensure that equivalent regions were analyzed. EV co-localization images with each cell type marker (NSE^+^, Iba1^+^, S100β^+^, and CC1^+^ cells) were taken with 63× magnification. The maximal projection images of z-stacked images (14 sections at 0.34 μm) were used for quantification. The co-localization was defined when at least one EV puncta were overlapped with the cell marker staining. The percentages of EV-positive cells among all the cells for each cell type was quantified per visual field and averaged across 4–5 independent fields to calculate %EV-positive cells/total cells. The number of EVs was measured using ImageJ software as follows. Images of 1024 × 1024 pixels were taken with 63× magnification and converted to 8-bit monochromes using “Split Channel” function. The number of EVs per field was calculated by counting particles between 3.5 and 10 pixels² using the “Analyze Particles” function, after setting the threshold to −50. For synaptic GABA receptor quantification, images were taken using a 63× magnification objective with 2× optical zoom. The maximal projection images of z-stacked images (14 sections at 0.34 μm) were used for quantification. Postsynaptic GABA_A_Rγ2 was determined by the co-localized puncta of GABA_A_Rγ2 and gephyrin on the soma of CaMKIIα^+^ neurons. The number of GABA_A_Rγ2^+^ gephyrin^+^ puncta per CaMKIIα^+^ neurons was counted and averaged across 5-6 CaMKIIα^+^ neurons per mouse.

### RNA-seq

Total RNAs were extracted from frontal cortices of mice transcardially perfused with ice-cold PBS using RNeasy micro kit (Qiagen). Libraries were prepared with NEB Next Ultra II Directional RNA Library Prep kit (New England BioLabs) and a 75-bp paired-end sequencing was performed on a NextSeq500 (Illumina) at the UAB Genomics Core. Raw RNA sequencing reads were aligned to the mouse reference genome (GRCm38 p6, Release M24) from Gencode with STAR (version 2.7.5c) (using parameters -outReadsUnmapped Fastx -outSAMtype BAM SortedByCoordinate -outSAMattributes All)^72^. Following alignment, HTSeq-count (version 0.12.3) was used to count the number of reads mapping to each gene (using parameters -r pos -t exon -i gene_id -a 10 -s no -f bam)^73^. Normalization and differential expression were then applied to the count files using DESeq2 (version 1.28.1) following their vignette^74^. Lists were compiled of genes whose expression was significantly altered between *Rag1*^−/−^ mice and WT mice, and between *Rag1*^−/−^ mice with and without WT EVs. *P* values were adjusted using the Benjamini-Hochberg false discovery rate (FDR) and the adjusted *p* < 0.05 was considered statistically significant. Then, genes whose expression changes were overlapped were extracted for the downstream analysis. Gene ontology (GO) enrichment analysis was performed using Metascape^75^ and PANTHER, including biological process (BP), molecular function (MF) and cellular component (CC).

### miRNA-seq

Total RNAs containing small RNA fractions were extracted from EVs enriched with differential ultracentrifugation using miRNeasy mini kit (Qiagen). Libraries were prepared with Qiagen miRNA library prep kit (Qiagen) and a 75-bp single-end sequencing was performed on a NextSeq500 (Illumina) at the UAB Genomics Core. Raw miRNA-Seq FASTQ reads were uploaded to Qiagen’s GeneGlobe Data Analysis Center (https://geneglobe.qiagen.com/us/ analyze/) for analysis. Briefly, the reads were trimmed, unique molecular identifier (UMI) sequences identified, and then aligned to miRbase (ver21)^76^ and the mouse mm10 genome. This created a tab-delimited file containing the count reads and UMIs assigned to each miRNA. The UMIs were then normalized, and differential expression was calculated using DESeq2. For miRNA over-representation analysis, we curated the previous publications (at least 2 publications for one mouse model) and established the altered miRNA lists from several mouse models with sociability impairment^77–101^. The lists of miRNAs were converted to ver21 with miRBaseConverter^102^. Enrichment of altered miRNAs was analyzed with Fisher’s exact test. *P* values from multiple testing were adjusted (*q*-value) using the Benjamini–Hochberg false discovery rate (FDR) with a significant level of 0.05. For pathway analysis of potential target genes of miRNAs, target genes of miRNAs were obtained with miRTarBase and TargetScan 8.0^103,104^. GO enrichment analysis of miRNA target genes was performed using Metascape as described above.

### Brain slice electrophysiology

Adult mice were anesthetized through isoflurane inhalation and then decapitated. The brain was quickly removed and coronal mPFC slices of 300 μm were obtained using a Leica VT1200S vibratome. The dissection buffer used for the slicing was at pH 7.3 and 305 mOsm, containing the following (in mM): 206 sucrose, 25 NaHCO_3_, 2.5 KCl, 10 MgSO_4_, 1.45 NaH_2_PO_4_, 0.5 CaCl_2_, and 11 d-glucose. This buffer was kept oxygenated (5% CO_2_–95% O_2_) during the whole dissection. Slices were then transferred to a holding chamber containing artificial cerebrospinal fluid solution (aCSF), composed of the following (in mM): 126 NaCl, 26 NaHCO_3_, 2.5 KCl, 1.45 NaH_2_PO_4_, 1 MgCl_2_, 2 CaCl_2_, and 9 d-glucose. Slices were kept oxygenated at room temperature (22–25 °C) for at least 1 h. After this resting period, they were transferred to a submersion-type recording chamber upon a modified microscope stage, and kept constantly perfused with oxygenated aCSF throughout the experiments. The temperature in the recording chamber was kept at 30 ± 1.5 °C using an inline heater (Warner Instruments). Recording electrodes pipettes were fabricated from borosilicate glass with input resistances of ∼4–7 MΩ. We used a visualized slice setup under a differential interference contrast-equipped microscope to perform our electrophysiology experiments. Whole-cell patch-clamp recordings were made in neurons visually located in layers 2/3 and 5 of the prelimbic region of the mPFC. Spontaneous postsynaptic currents were recorded in voltage-clamp mode by using the SutterPatch double IPA system and SutterPatch software. We applied holding at −70 mV, and compensated the electrode and cell capacitance. For all experiments, recordings were taken only 5 min after the whole-cell configuration was achieved, to allow cell adaptation. Currents were recorded for 5 min for all experiments. We included in our data only recordings from cells in which the access resistance did not change more than 20% during the recording and that displayed relatively stable baselines. Synaptic currents were detected and measured using SutterPatch software in-built system for analysis, and average amplitude e frequency of events for each cell was taken for statistical analysis. For sEPSC experiments, the GABA_A_ antagonist bicuculline at 20 µM plus the NMDA antagonist D-APV at 50 µM were added to the bath to isolate AMPA currents. The intracellular solution used was K^+^ based and contained the following (in mM): 117 K-gluconate, 10 HEPES, 2 Na_2_ATP, 0.4 Na_2_GTP, 1 MgCl_2_, 0.1 EGTA, 13 KCl, 0.07 CaCl_2_, at pH 7.3, and 290 mOsm. For sIPSC experiments, the AMPA antagonist DNQX at 20 µM plus the NMDA antagonist D-APV at 50 µM were added to the bath, to isolate GABAergic currents. The intracellular solution used was Cs based and contained the following (in mM): 140 CsCl, 10 HEPES, 2 Na_2_ATP, 0.4 Na_2_GTP, 1 MgCl_2_, 0.05 EGTA, 3.6 NaCl, at pH 7.3, and 290 mOsm. For the experiments where EVs were used, we added the EVs directly to the bath at a concentration of 2 × 10^7^, and allowed the slices to incubate for at least 1 h before starting the experiments. Recordings were taken while constantly perfused by this aCSF with the EVs added.

### RNase and detergent treatment of EVs

EVs were mixed with or without 1 µl RNaseA (ThermoFisher, EN0531) and 10 µl Triton X-100 (Sigma, T2199) and adjusted up to 200 µl by PBS. All samples were then incubated at 37 °C for 30 min, followed by heat inactivation of RNase at 95 °C for 10 min. After samples had cooled, RNA was extracted using miRNEasy mini kit (Qiagen) according to the manufacturer’s protocol.

### Quantitative reverse-transcription PCR (qRT-PCR) of miRNAs

EV-derived RNA (30 ng) was used to synthesize cDNA using miRCURY LNA RT kit (Qiagen). The cDNAs were then diluted at 1:30 and qPCR was performed using 2× miRCURY SYBR Green master mix (Qiagen) and miRCURY LNA miRNA PCR Assays (#339306, YP00204772 for miR-23a-3p and #339306, YP00204063 for miR-103-3p, Qiagen) with 95 °C for 2 min, 50 cycles of 95 °C for 10 s, and 56 °C for 60 s, on a C1000 Touch Thermal Cycler with CFX96 Real Time PCR Detection System (Bio-Rad). Cycle threshold (Ct) values were averaged across triplicates per experiment and per target. ∆Ct was calculated to compare the data between groups.

### EV small RNA extraction and supplementation to other EVs

Small RNAs were extracted from EVs using miRNEasy mini kit (#217004, Qiagen). The extracted RNAs (25 ng) were mixed with 2 × 10^9^ EV particles using Exo-Fect Exosome transfection kit. EVs loaded with small RNAs were then reconstituted with 100 µl of DMEM media and transferred intravenously into recipient mice via retro-orbital injection.

### EV loading with miR-23a-3p and miR-103a-3p mimics

miRNA mimic of 23a-3p (250 pmol, #339173 YM00470983-ADA, Qiagen) and 103a-3p (250 pmol, ##339173 YM 00470828-ADA, Qiagen) or negative control (500 pmol, #339173 YM00479902-ADA, Qiagen) were mixed with 2 × 10^9^ EV particles using Exo-Fect Exosome transfection kit (#EXFT20A-1, System Biosciences) according to the manufacturer’s instruction. EVs containing miRNAs or negative controls were re-constituted with 100 µl of Dulbecco’s Modified Eagle Medium (#11965-092, Gibco) and then injected intravenously into recipient mice via retro-orbital injection.

### Statistical analysis

Normality and homogeneity of variances were initially assessed for all data sets. Data were analyzed with unpaired Student’s *t* test, and one-way ANOVA, using GraphPad Prism 7 (GraphPad Software), SPSS and R. Other analyses such as Kruskal–Wallis and Linear Regression were used when appropriate. *Post hoc* analyses were performed using Dunnett’s (one-way ANOVA), Dunn’s (for Kruskal–Wallis), Games–Howell’s (for Welch ANOVA), or Bonferroni adjustments. *p* < 0.05 was considered statistically significant and adjusted for multiple comparisons. All data is reported as mean ± standard error of the mean. Supplementary Data 13 provides the details of each analysis, including *F* values, sample sizes and size effects.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-13

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Raw RNA sequencing data are available from NCBI Gene Expression Omnibus (GEO) database (GSE268327, GSE268328). Source data are provided with this paper.

# Supplementary material for: Circulating extracellular vesicle microRNAs mediate immune modulation of social behavior in male mice
**Source:** Nat Commun. 2026 Apr 3;17:4762. doi: 10.1038/s41467-026-70469-1

Supplementary Information

Circulating extracellular vesicle microRNAs mediate immune modulation of social behavior in male mice

Ken Matoba^{1,9}, Eisuke Dohi^{1,2,7,9}, Phoebe A. Garcia^{1,9}, Jose Francis-Oliveira^{1,9}, Mirmohammadali Mirramezani Iazamini¹, Inssaf Berkiks¹, Frida Anguiano¹, Jana H. Badrani¹, Oluwaseun Fatoba¹, Eric Y. Choi², Julia See², Md. Sorwer Alam Parvez¹, Takahiro Kochi¹, Norimichi Ito¹, Rei Mitani², Indigo V.L. Rose², Takashi Imai², David K. Crossman³, Mikhail V. Pletnikov^{2,8}, Kenneth W. Witwer⁴, Minae Niwa^{1,2,5,6}, and Shin-ichi Kano^{1,2,5*}

⁹These authors equally contribute to this work.

Supplementary Fig. 1

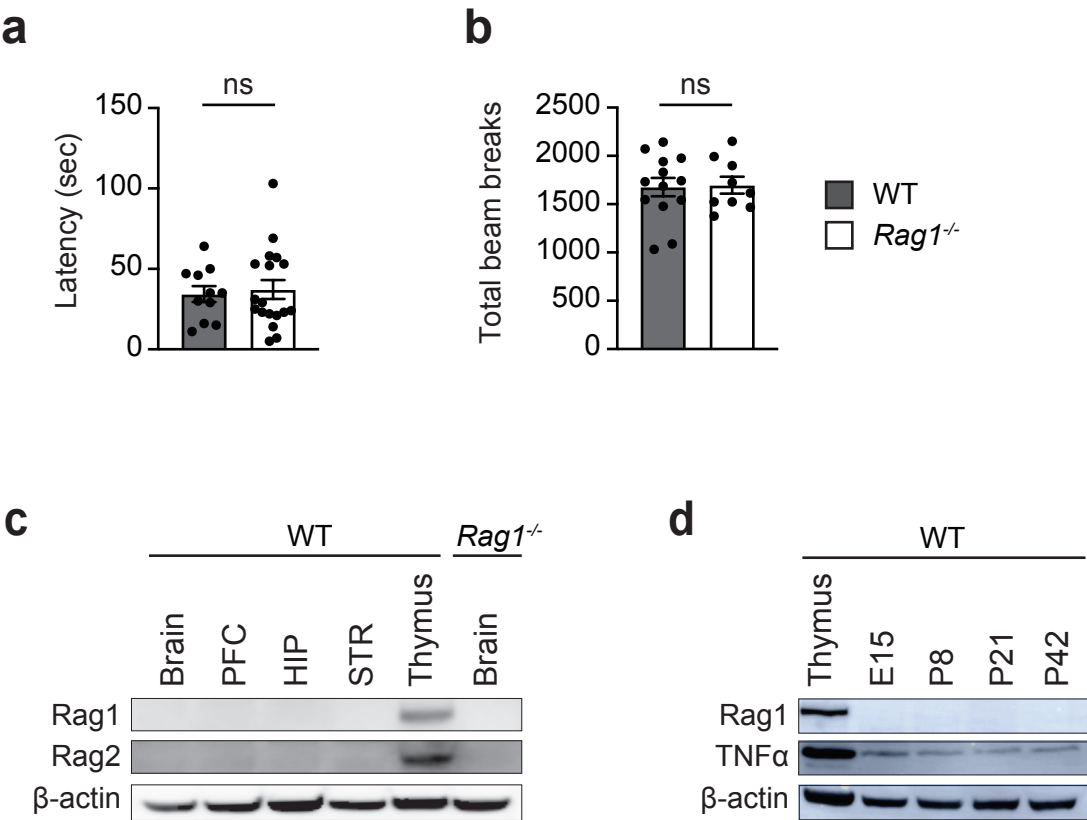

Supplementary Fig. 1: Additional behavioral data of *Rag1*^{-/-} mice and Rag protein expression in the brain.

a, No difference in latency to find a buried food pellet in the buried food pellet test between WT and *Rag1*^{-/-} mice. WT mice, n = 11; *Rag1*^{-/-} mice, n = 18. **b**, No difference in total activities analyzed with the open field test between WT and *Rag1*^{-/-} mice. WT mice, n = 13; *Rag1*^{-/-} mice, n = 9. **c**, Western blot images showing no detectable Rag1 and Rag 2 proteins in the brains of WT mice. PFC, prefrontal cortex; HC, hippocampus; STR, striatum. **d**, Western blot images showing Rag1, TNF α , and β -actin proteins in the thymus and brains of WT mice (embryonic day 15 (E15), postnatal day 8 (P8), P21, and P42. Rag1 and TNF α images were taken with the same exposure time. Each bar graph represents mean $\pm$ SEM. Each dot represents one mouse. ns, not significant. Significance was determined by Student's *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 2

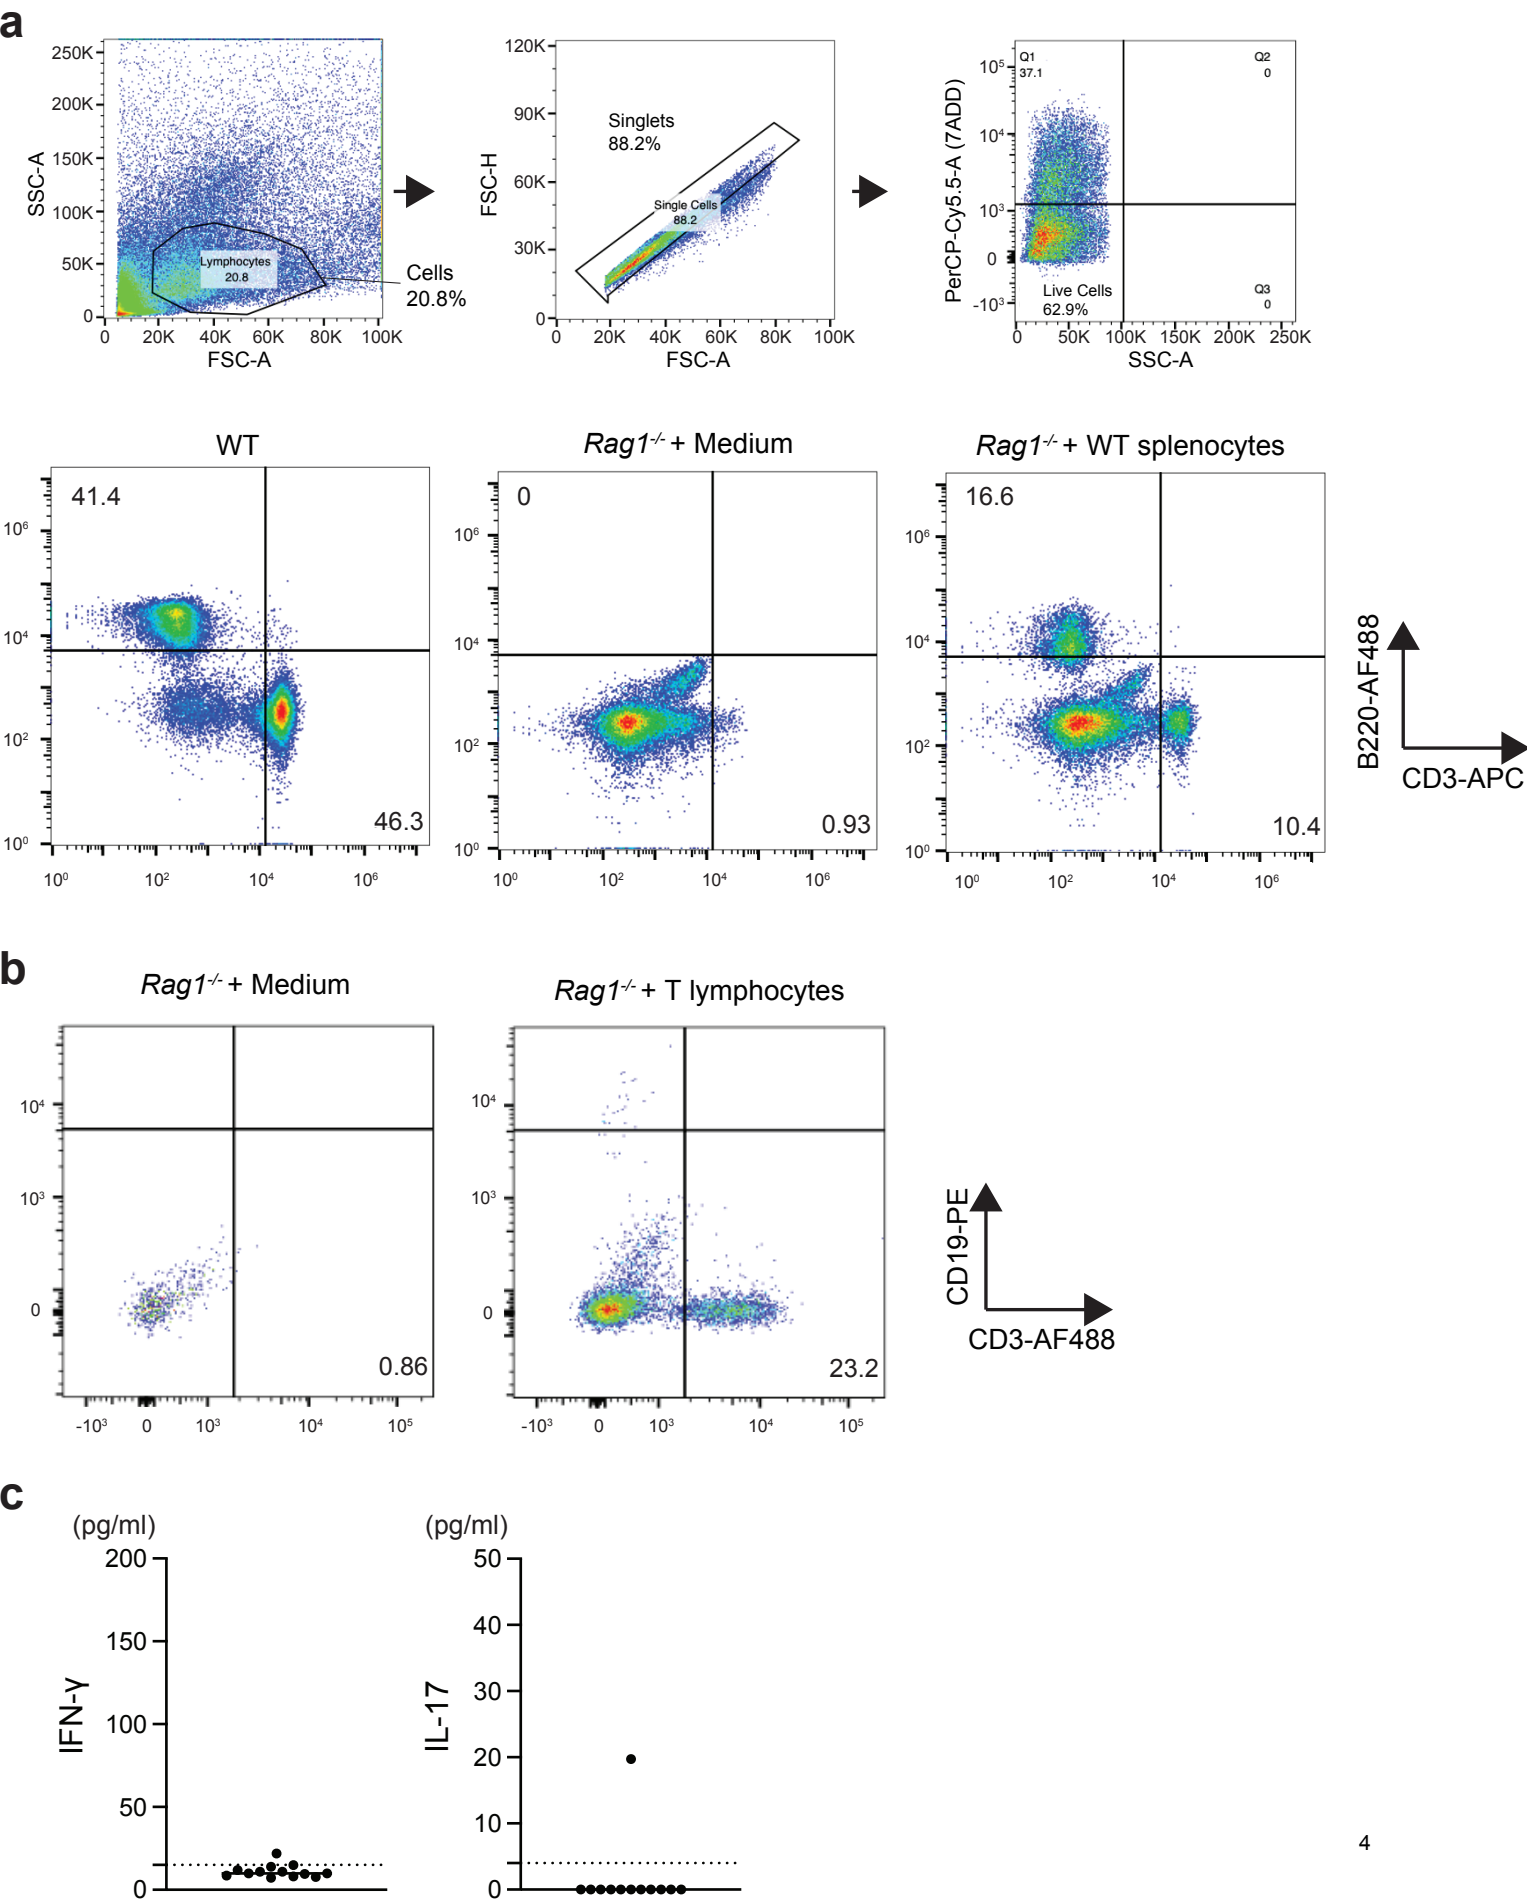

Supplementary Fig. 2: Lymphocyte reconstitution after adoptive cell transfer

a, Flow cytometry data showing the recovery of CD3⁺ T cells and B220⁺ B cells in *Rag1*^{-/-} mice adoptively transferred with WT splenocytes. Percentages shown in the plots are calculated based on the parent gate. **b**, Flow cytometry data showing the recovery of CD3⁺ T cells in *Rag1*^{-/-} mice adoptively transferred with WT T cells. **c**, ELISA data showing the levels of IFN-γ and IL-17 in WT mouse sera. Source data are provided as a Source Data file.

Supplementary Fig. 3

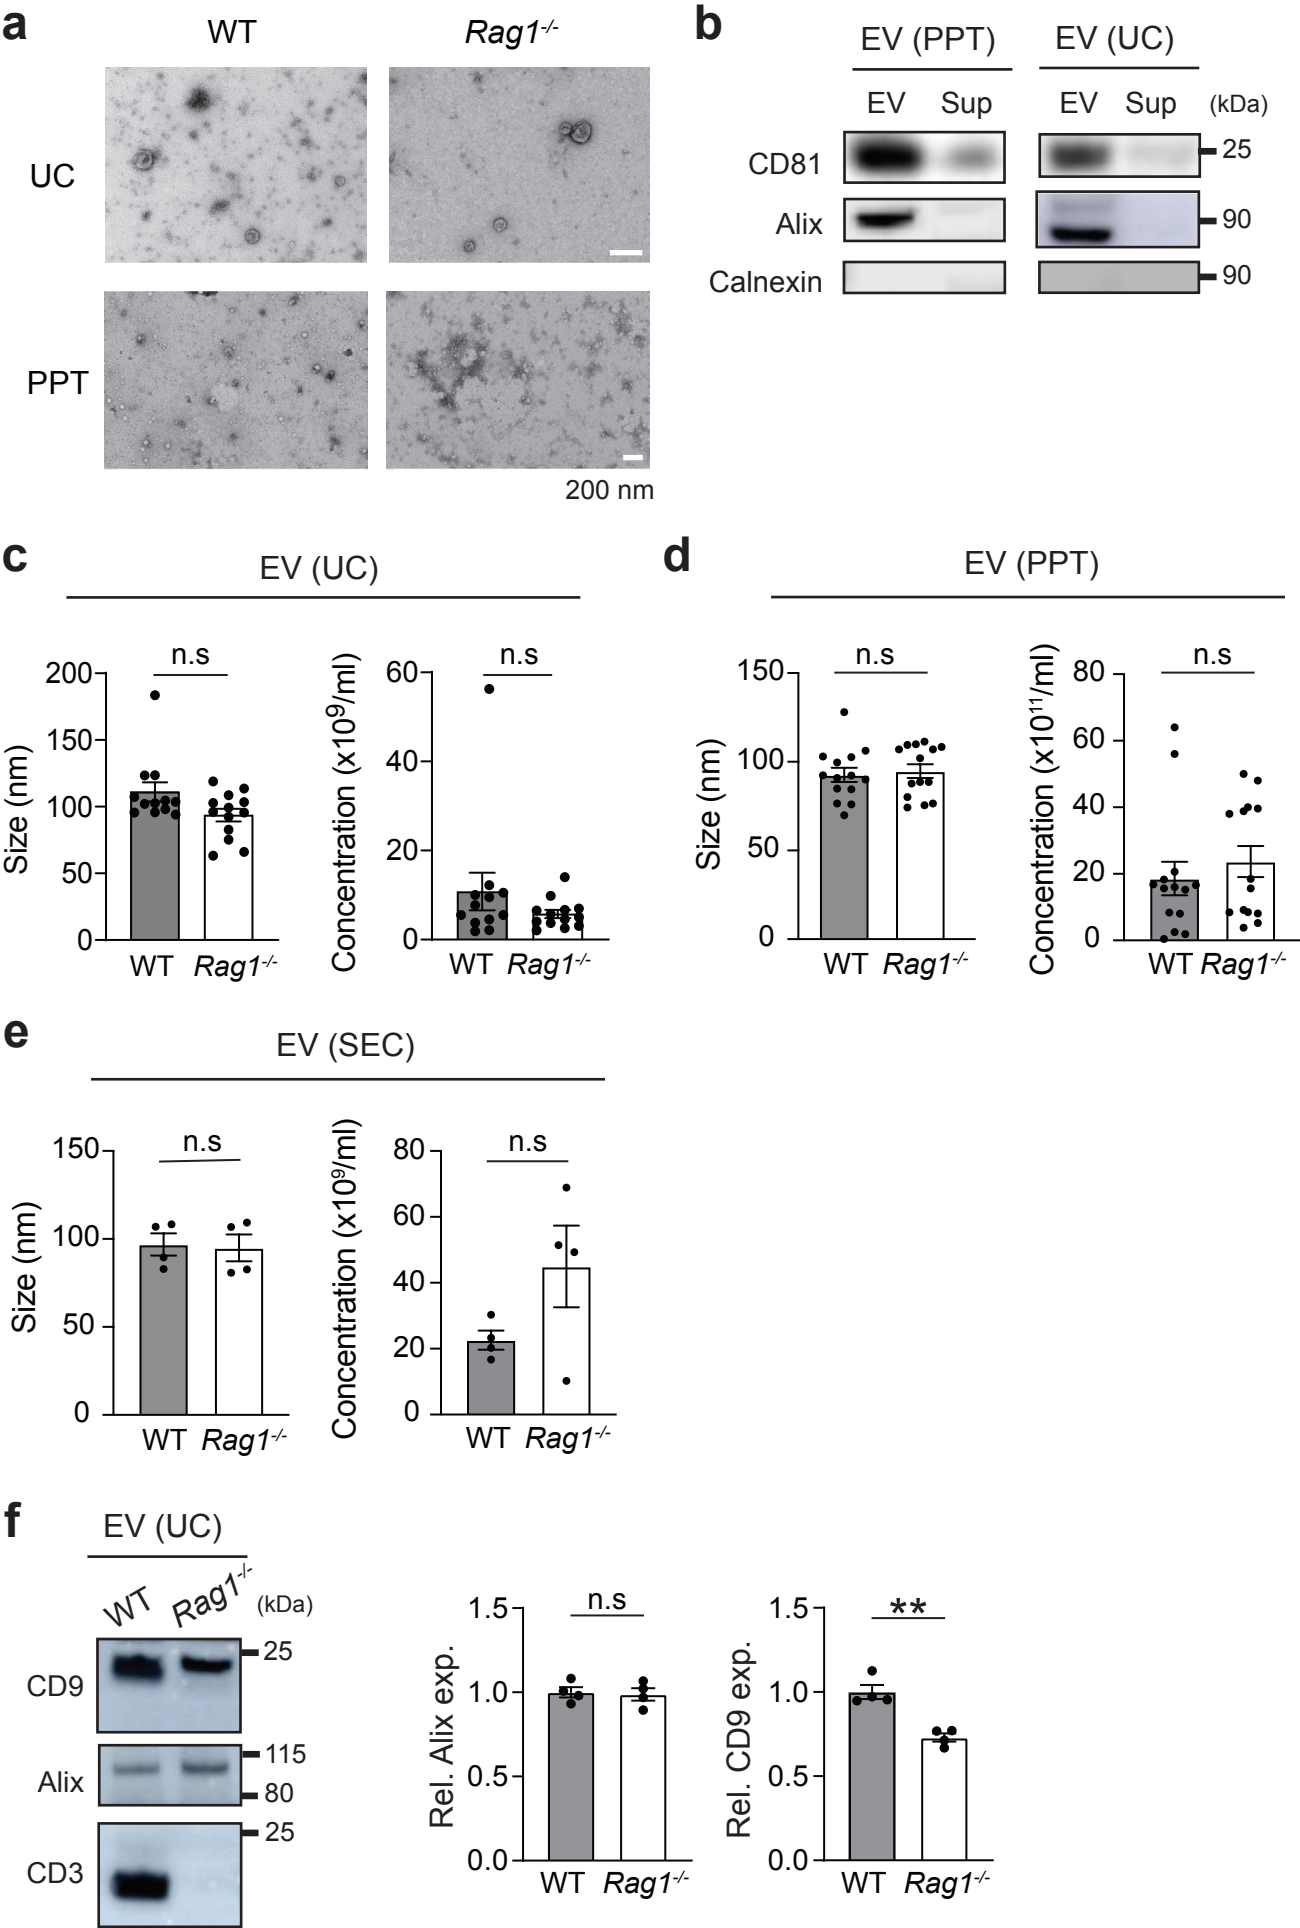

Supplementary Fig. 3: Characterization of EVs prepared with different methods.

a, Representative transmission electron microscopy (TEM) images of EVs prepared with differential ultracentrifugation (UC) and precipitation (PPT). Scale bar = 200 nm. **b**, Western blot images of EV marker proteins, CD81 and Alix, in EVs prepared with PPT and UC. Calnexin, a cytoplasmic protein marker. Sup, supernatants after EV precipitations. **c**, Nanoparticle tracking analysis of bEVs from WT and *Rag1*^{-/-} mice using NanoSight NS300. WT, n = 12; *Rag1*^{-/-}, n = 13. **d**, NanoSight® analysis of bEVs prepared with PPT from WT and *Rag1*^{-/-} mouse sera. WT, n = 14; *Rag1*^{-/-}, n = 14. **e**, ZetaView® analysis of EVs prepared with size exclusion chromatography (SEC) from WT and *Rag1*^{-/-} mouse sera. WT, n = 4; *Rag1*^{-/-}, n = 4. **f**, Expression levels of EV marker proteins, CD9 and Alix, in WT and *Rag1*^{-/-} samples (n=4 per group). Left, representative Western blot images. Right, quantification graphs showing the relative expression levels. Equal amounts of proteins were loaded into each lane. Each bar graph represents mean ± SEM. Each dot represents one mouse. **p < 0.01. n.s., not significant. Significance was determined by Mann-Whitney U test and Student's *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 4

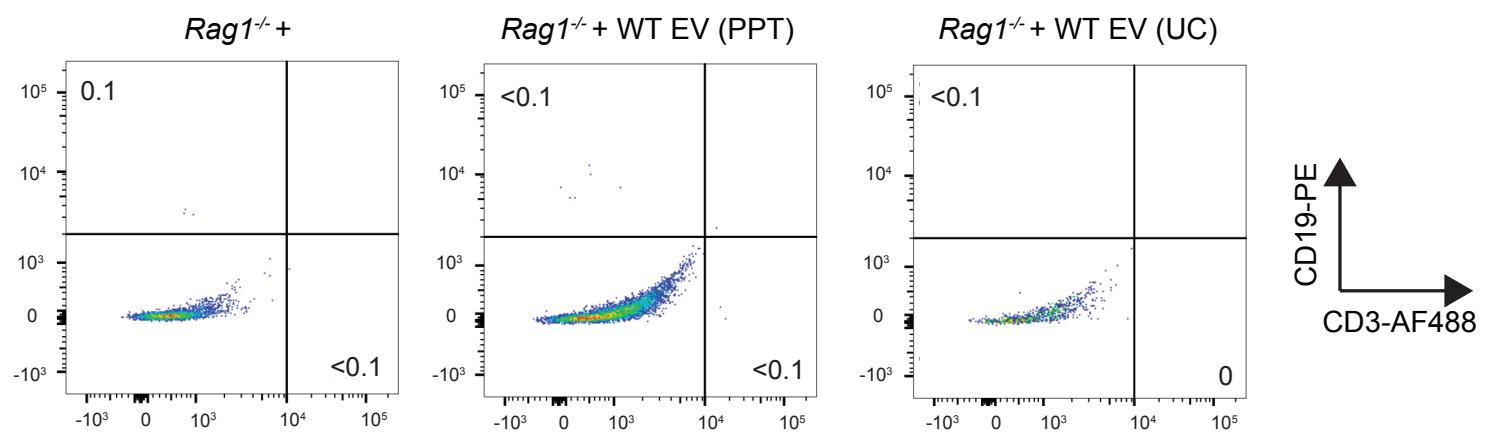

Supplementary Fig. 4: No recovery of T and B cells in *Rag1*^{-/-} mice intravenously injected with bEVs from WT mice.

No changes in T or B cell populations were detected in the spleen from *Rag1*^{-/-} mice after intravenous injection with bEVs from WT mice. Source data are provided as a Source Data file.

Supplementary Fig. 5

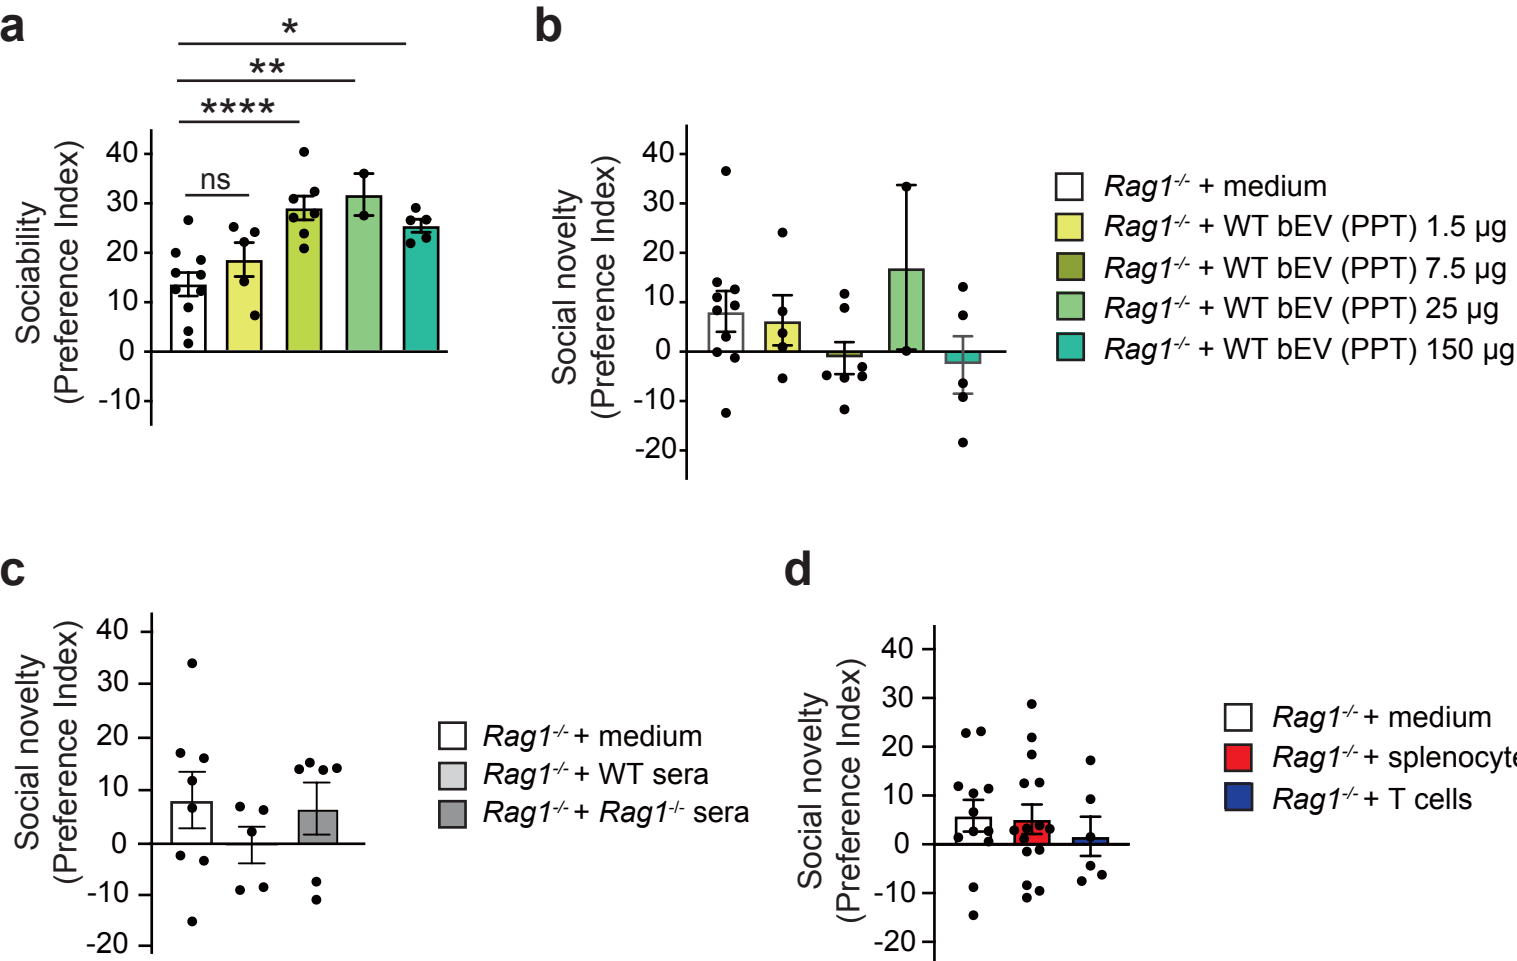

Supplementary Fig. 5: No recovery in social novelty preference by *Rag1*^{-/-} mice after intravenous injection with WT bEVs or adoptive transfer of WT splenocytes or T cells.

a, b, Intravenous injection of WT bEVs (enriched by PPT) into *Rag1*^{-/-} mice increased their sociability, but not social novelty preference. *Rag1*^{-/-} mice + medium, n = 10; *Rag1*^{-/-} mice + WT bEVs 1.5 µg, n = 5; *Rag1*^{-/-} mice + WT bEVs 7.5 µg, n = 7; *Rag1*^{-/-} mice + WT bEVs 25 µg, n = 2; and *Rag1*^{-/-} mice + WT bEVs 150 µg, n = 5. **c**, Intravenous injection of WT and *Rag1*^{-/-} sera into *Rag1*^{-/-} mice did not show any beneficial effect on their social novelty preference deficits. *Rag1*^{-/-} mice + medium, n = 8; *Rag1*^{-/-} mice + WT sera, n = 5; *Rag1*^{-/-} mice + *Rag1*^{-/-} sera, n = 6. **d**, Adoptive transfer of neither splenocytes nor T cell reconstitution on *Rag1*^{-/-} mice showed any beneficial effect on their social novelty preference deficits. *Rag1*^{-/-} mice + medium, n = 12; *Rag1*^{-/-} mice + WT splenocytes, n = 15; *Rag1*^{-/-} mice + WT T cells, n = 6. Each bar graph represents mean ± SEM. Each dot represents one mouse. ns, not significant. *p < 0.05, **p < 0.01, ****p < 0.001. ns, not significant. Significance was determined by one-way ANOVA with post-hoc Dunnett's test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 6

a

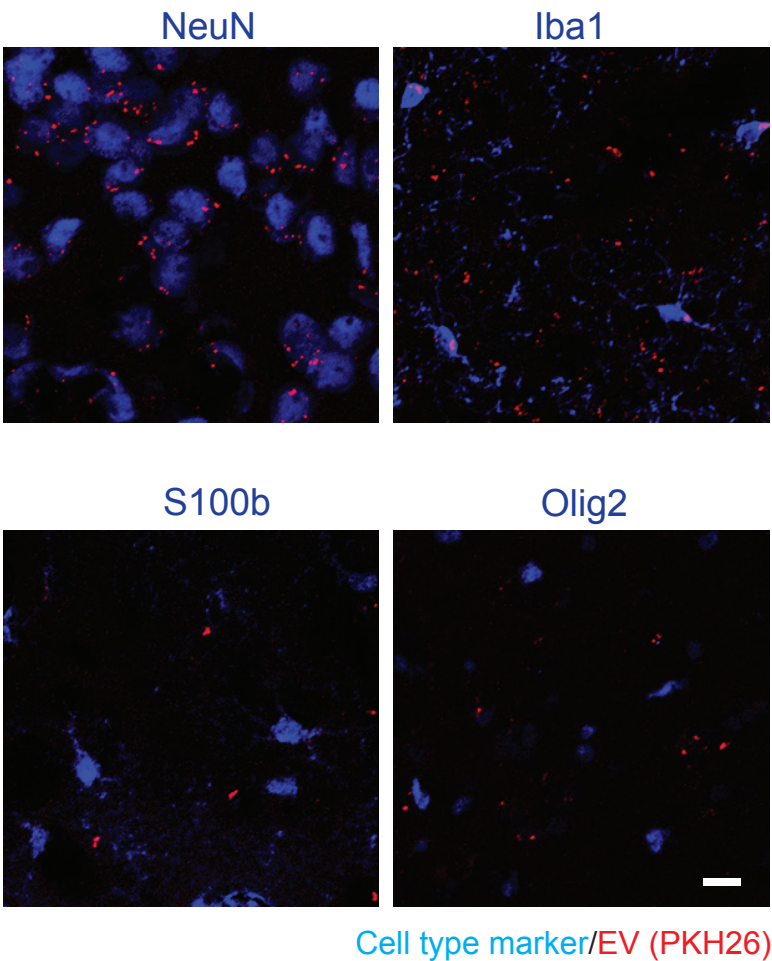

b

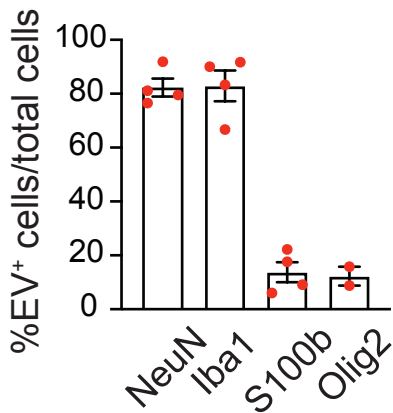

Supplementary Fig. 6: Co-localization of PKH26-labeled bEVs with neurons and microglia.

a, Representative confocal microscope images showing the localization of PKH26-labeled bEVs with NeuN⁺ neurons and Iba1⁺ microglia in the mPFC of *Rag1*^{-/-} mice. **b**, Quantification of PKH26-labeled EVs localized with NeuN⁺ neurons, Iba1⁺ microglia, S100b⁺ astrocytes, and Olig2⁺ oligodendrocyte-lineage cells in the mPFC of *Rag1*^{-/-} mice, n = 3. Scale bar, 10 μ m. Each bar graph represents mean $\pm$ SEM. Source data are provided as a Source Data file.

Supplementary Fig. 7

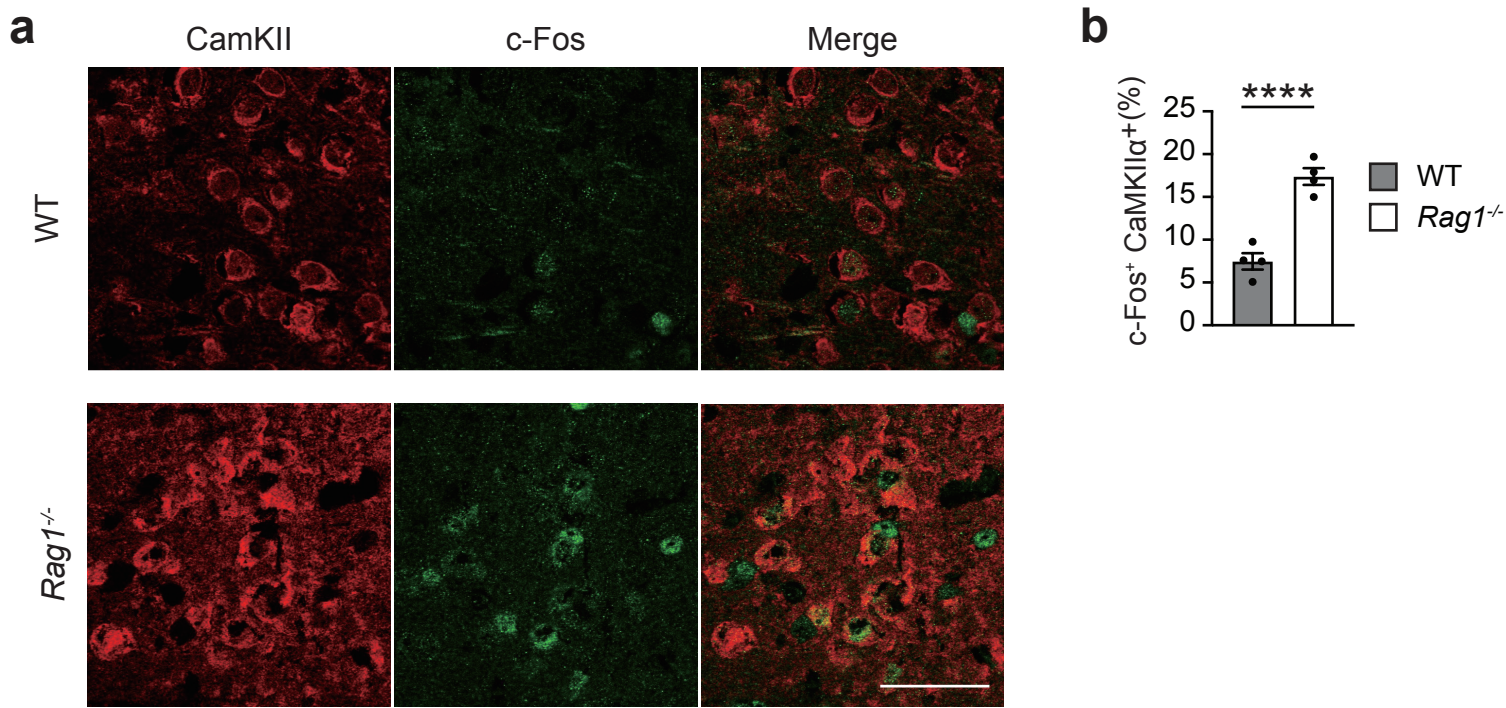

Supplementary Fig. 7: Increased cFos expression in CaMKII α ⁺ neurons in the mPFC of *Rag1*^{-/-} mice.

a, Representative images of c-Fos immunoreactivities in CaMKII α ⁺ neurons in the mPFC of *Rag1*^{-/-} mice compared with WT mice. Scale bar, 50 μ m. **b**, Quantification of c-Fos-positive CaMKII α ⁺ neurons as percentages for c-Fos cells per CaMKII α ⁺ neurons. WT mice, n = 4; *Rag1*^{-/-} mice, n = 4. **** p < 0.001. ns, not significant. Significance was determined by Student's *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 8

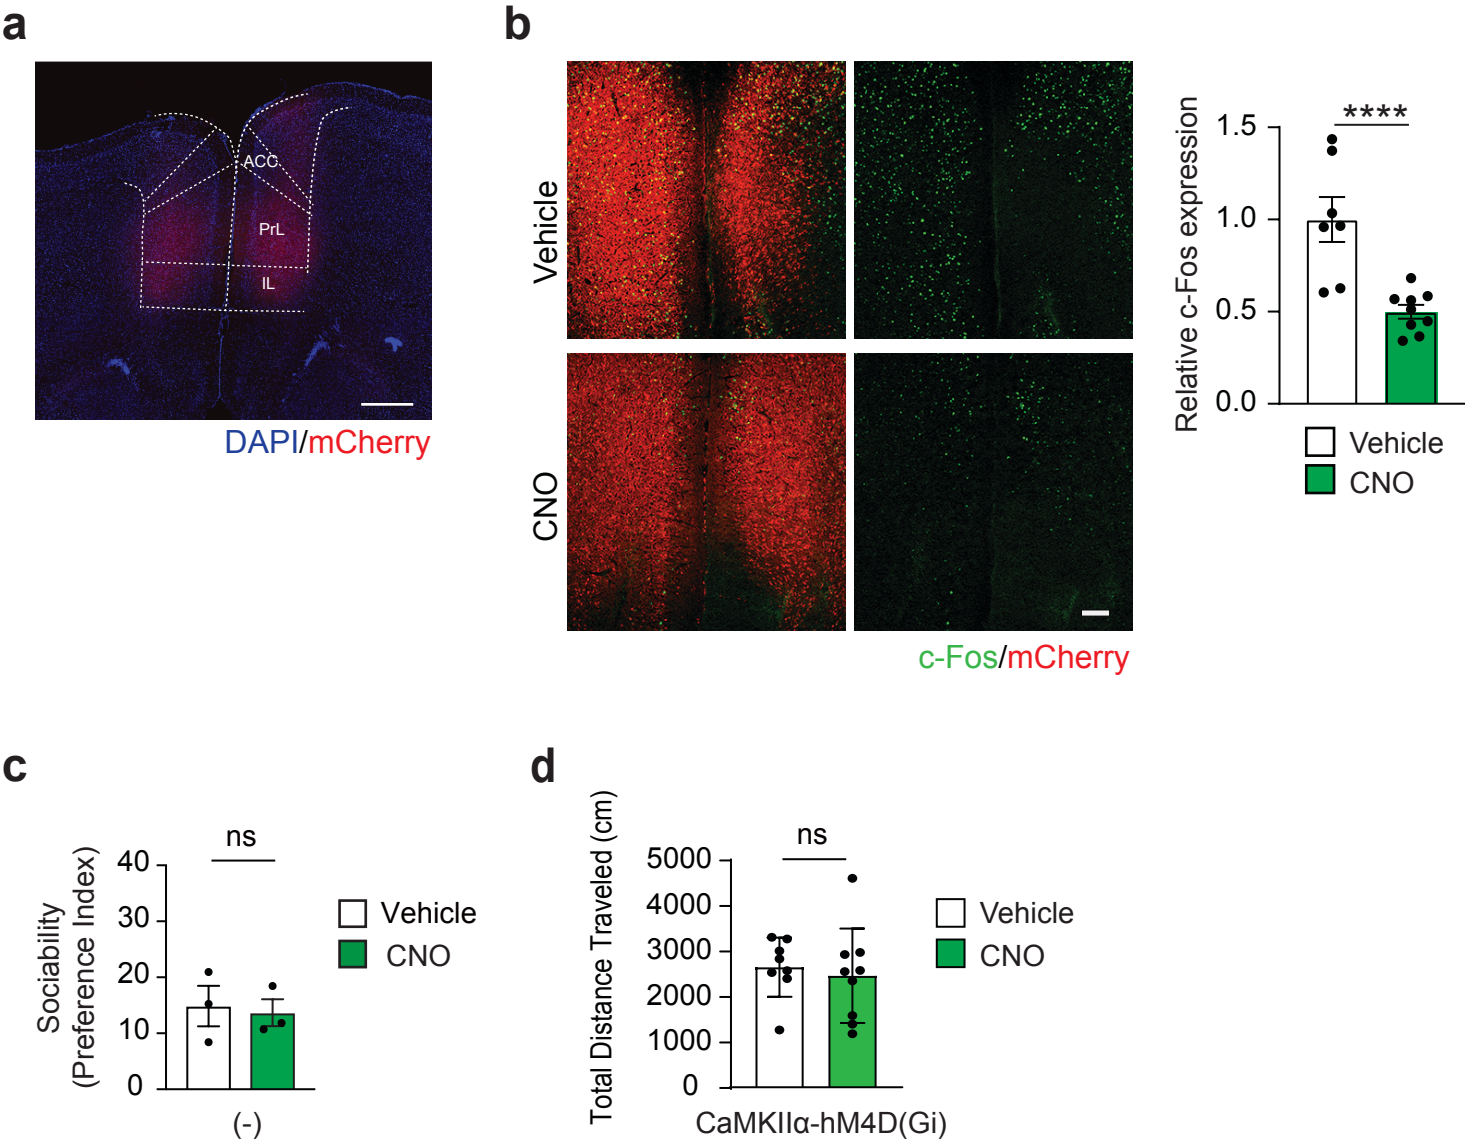

Supplementary Fig. 8: Validation of DREADD experiments for chemogenic inhibition of CaMKII α ⁺ neurons in the mPFC of *Rag1*^{-/-} mice.

a, Representative image of AAV-CaMKII α -hM4D(Gi)-mCherry expression in the mPFC of *Rag1*^{-/-} mice. Scale bar, 500 μ m. **b**, c-Fos immunoreactivities were suppressed in CNO injected group compared with Vehicle injected group. Vehicle n = 7; CNO n = 8. **c**, No impact of CNO injections on sociability behaviors in *Rag1*^{-/-} mice lacking the expression of DREADD construct. Vehicle n = 3; CNO n = 3. **d**, No significant changes in total travel distance during sociability assays in *Rag1*^{-/-} mice expressing DREADD construct upon CNO injections. Vehicle n = 8; CNO n = 9. Scale bar, 50 μ m. Each bar graph represents mean $\pm$ SEM. Each dot represents one mouse. **** p < 0.01. ns, not significant. Significance was determined by Student's *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 9

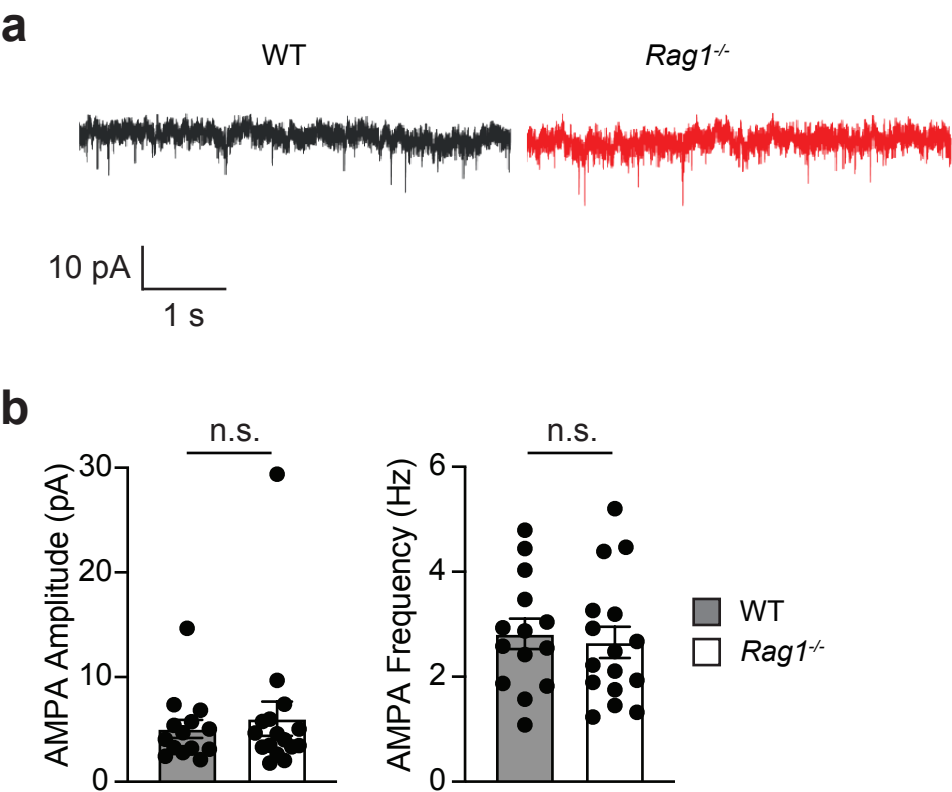

Supplementary Fig. 9: No changes in spontaneous excitatory AMPAR signaling in the mPFC pyramidal neurons of *Rag1*^{-/-} mice.

a, Representative traces of a gap free recording of pyramidal neurons in the mPFC (PrL). Recordings were made in the presence of AP-5 (50 μ M). sEPSCs through AMPA receptors can be seen. **b**, No significant difference in the amplitudes or the frequencies of AMPA currents between WT and *Rag1*^{-/-} mice. Each bar graph represents mean $\pm$ SEM. Each dot represents one cell. n.s., not significant. Significance was determined by Student's *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 10

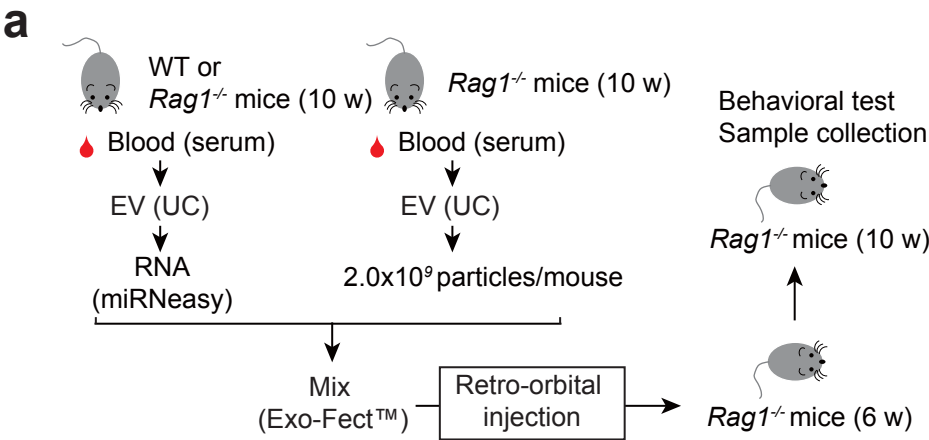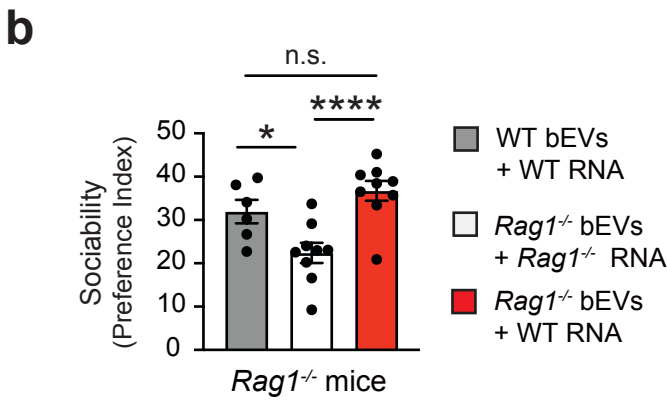

Supplementary Fig. 10: Differential effects of bEV-derived RNAs.

a, Experimental outline of bEV collection, intravenous injection, and subsequent behavioral assay. **b**, Sociability data of *Rag1*^{-/-} mice administered with WT bEVs + WT RNA, *Rag1*^{-/-} bEVs + *Rag1*^{-/-} RNA, and *Rag1*^{-/-} bEVs + WT RNA. WT bEVs + WT RNA, n = 6; *Rag1*^{-/-} bEVs + *Rag1*^{-/-} RNA, n = 9; *Rag1*^{-/-} bEVs + WT RNA, n = 9. Each bar graph represents mean ± SEM. Each dot represents one mouse. *p < 0.05, ****p < 0.001. n.s., not significant. Significance was determined by one-way ANOVA with post-hoc Tukey's test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 11

a

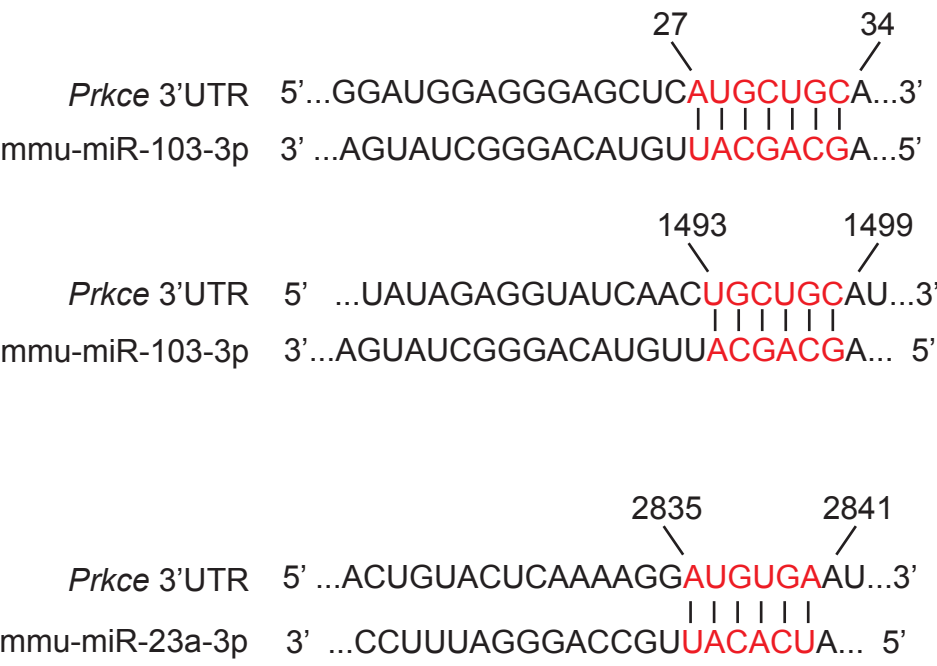

b

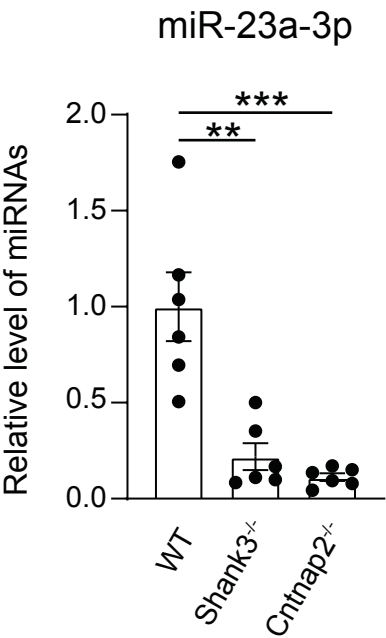

Supplementary Fig. 11: Predicted targeting sites for miR-23a-3p and miR-103-3p in the 3' UTR of *Prkce* gene.

a, Predicted consequential pairings of target region (top) and miRNA (bottom) are shown for miR-23a-3p and miR-103-3p. 

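*Prkce* encodes PKCε, and its 3' UTR holds sites for the seeds of both miRNAs in the GRCm38 reference. The 3' UTR of the transcript Prkce-202 lies in exon 15, on chromosome 17 from 86654688 to 86657919, and is 3232 bases long. For miR-103-3p it holds an 8mer site, ATGCTGCA, at bases 27 to 34 after the stop codon (86654714 to 86654721), near the start of the UTR. A second site for miR-103-3p, the 7mer-A1 site TGCTGCA, lies at bases 1607 to 1613 (86656294 to 86656300). For miR-23a-3p it holds a 7mer-A1 site, ATGTGAA, at bases 3180 to 3186 (86657867 to 86657873), near the end of the UTR, and a 6mer site at bases 3100 to 3105 (86657787 to 86657792). The sequence around the 7mer-A1 site of miR-23a-3p is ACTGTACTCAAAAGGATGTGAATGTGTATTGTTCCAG, and that around the 8mer site of miR-103-3p is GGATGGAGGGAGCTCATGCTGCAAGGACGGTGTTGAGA. miR-107-3p and miR-23b-3p share these seeds, so the sites are sites for them as well. Positions are those on Prkce-202, the 1 transcript searched. The numbering in Supplementary Fig. 11a gives the 8mer site of miR-103-3p the same position and the other 2 sites other positions. The search covered exact seed matches in the mouse reference, without conservation or pairing outside the seed.

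**Figure D4:**
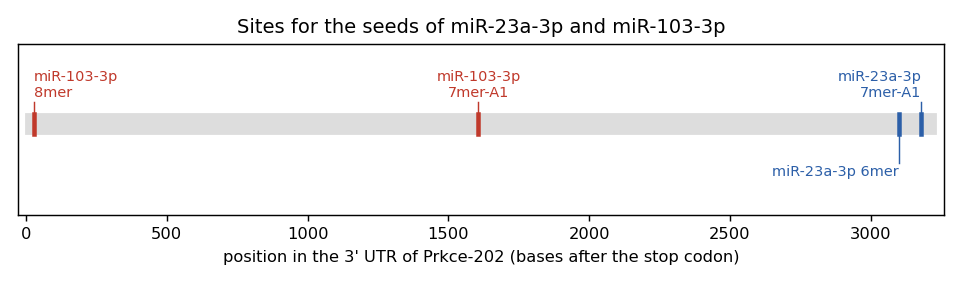
Seed sites of miR-103-3p (red) and miR-23a-3p (blue) along the 3232 bases of the 3' UTR of Prkce-202 (grey bar), with the position in bases after the stop codon on the horizontal axis. The 8mer site of miR-103-3p at 27 to 34 lies at the start and both sites of miR-23a-3p at the end.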

The target regions are conserved between mouse and human. Prediction data were obtained using TargetScan (release 8.0: September 2021). **b**, Expression of miR-23a-3p in the bEVs from WT, *Shank3*^{-/-}, and *Cntnap2*^{-/-} mice (n = 6 per group). Data are shown as fold-change relative to WT data. Each bar graph represents mean ± SEM. **p < 0.01, ***p < 0.005. Each dot represents one mouse. Significance was determined by one-way ANOVA with post-hoc Dunnett's test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 12

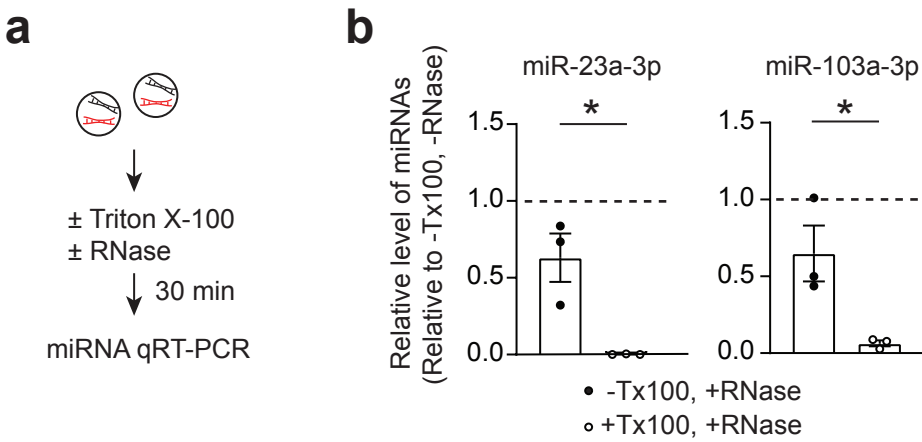

Supplementary Fig. 12: EVs protect miR-23a-3p and miR-103-3p from RNase.

a, Experimental procedures for Triton-X100 and RNase treatments of bEVs. **b**, Quantitative reverse-transcription PCR (qPCR) data of miR-23a-3p and miR-103-3p expression in WT bEV fractions treated as in **a**. Each bar graph represents mean $\pm$ SEM. * $p < 0.05$. Each dot represents one mouse. Significance was determined by Student's *t*-test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 13

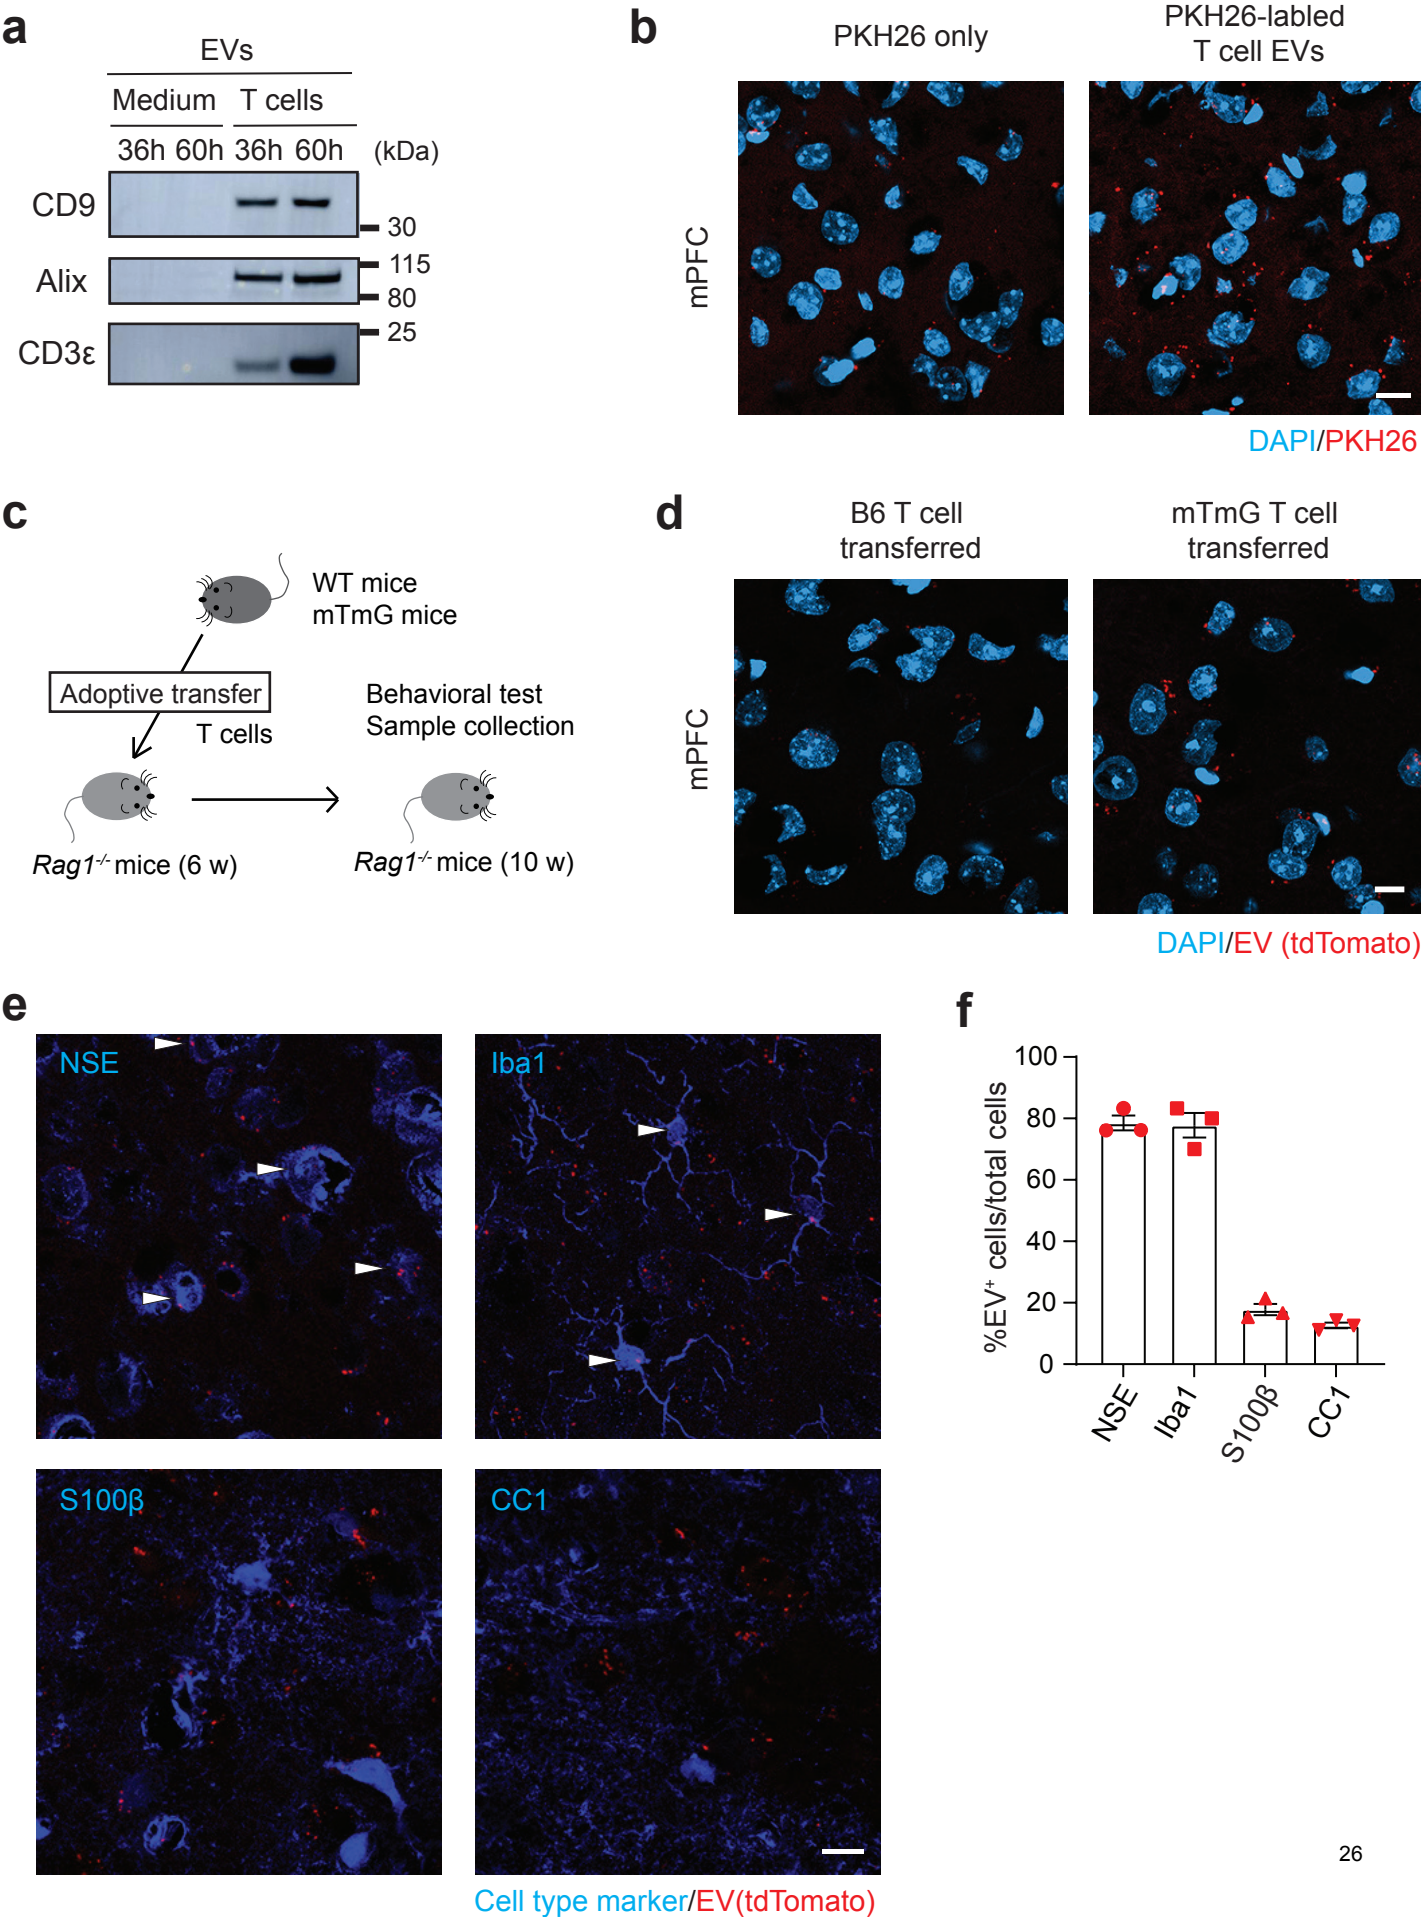

Supplementary Fig. 13: T cell-derived EVs contain miR-23a-3p and co-localize with neurons following intravenous injection.

a, Western blot data of CD9, Alix, and CD3ε protein expression in EVs harvested from T cell culture medium at 36 h and 60 h after incubation. Culture medium without T cells is used as control. **b**, Representative confocal microscope images of PKH26-labeled T cell-derived EVs (red) in the mPFC. PKH26 dye injection without EVs are used as control. **c**, Experimental outline of adoptive transfer/serum injection and subsequent behavioral assay. **d**, Representative confocal microscope images of EVs from tdTomato⁺ T cells (mTmG mouse T cells) adoptively transferred into *Rag1*^{-/-} mice. Immunohistochemistry was conducted 4 weeks after the adoptive transfer. **e**, Representative confocal microscope images of co-localization of tdTomato⁺ T cell-derived EVs (red) and neurons, microglia, astrocytes, and oligodendrocytes in the mPFC of *Rag1*^{-/-} mice. EV⁺ cells are indicated by white arrowheads. **f**, Quantification data of tdTomato⁺ EV co-localization with specific brain cell types (n = 3 mice). Scale bar, 10 μm. Each bar graph represents mean ± SEM. Each dot represents one mouse. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 14

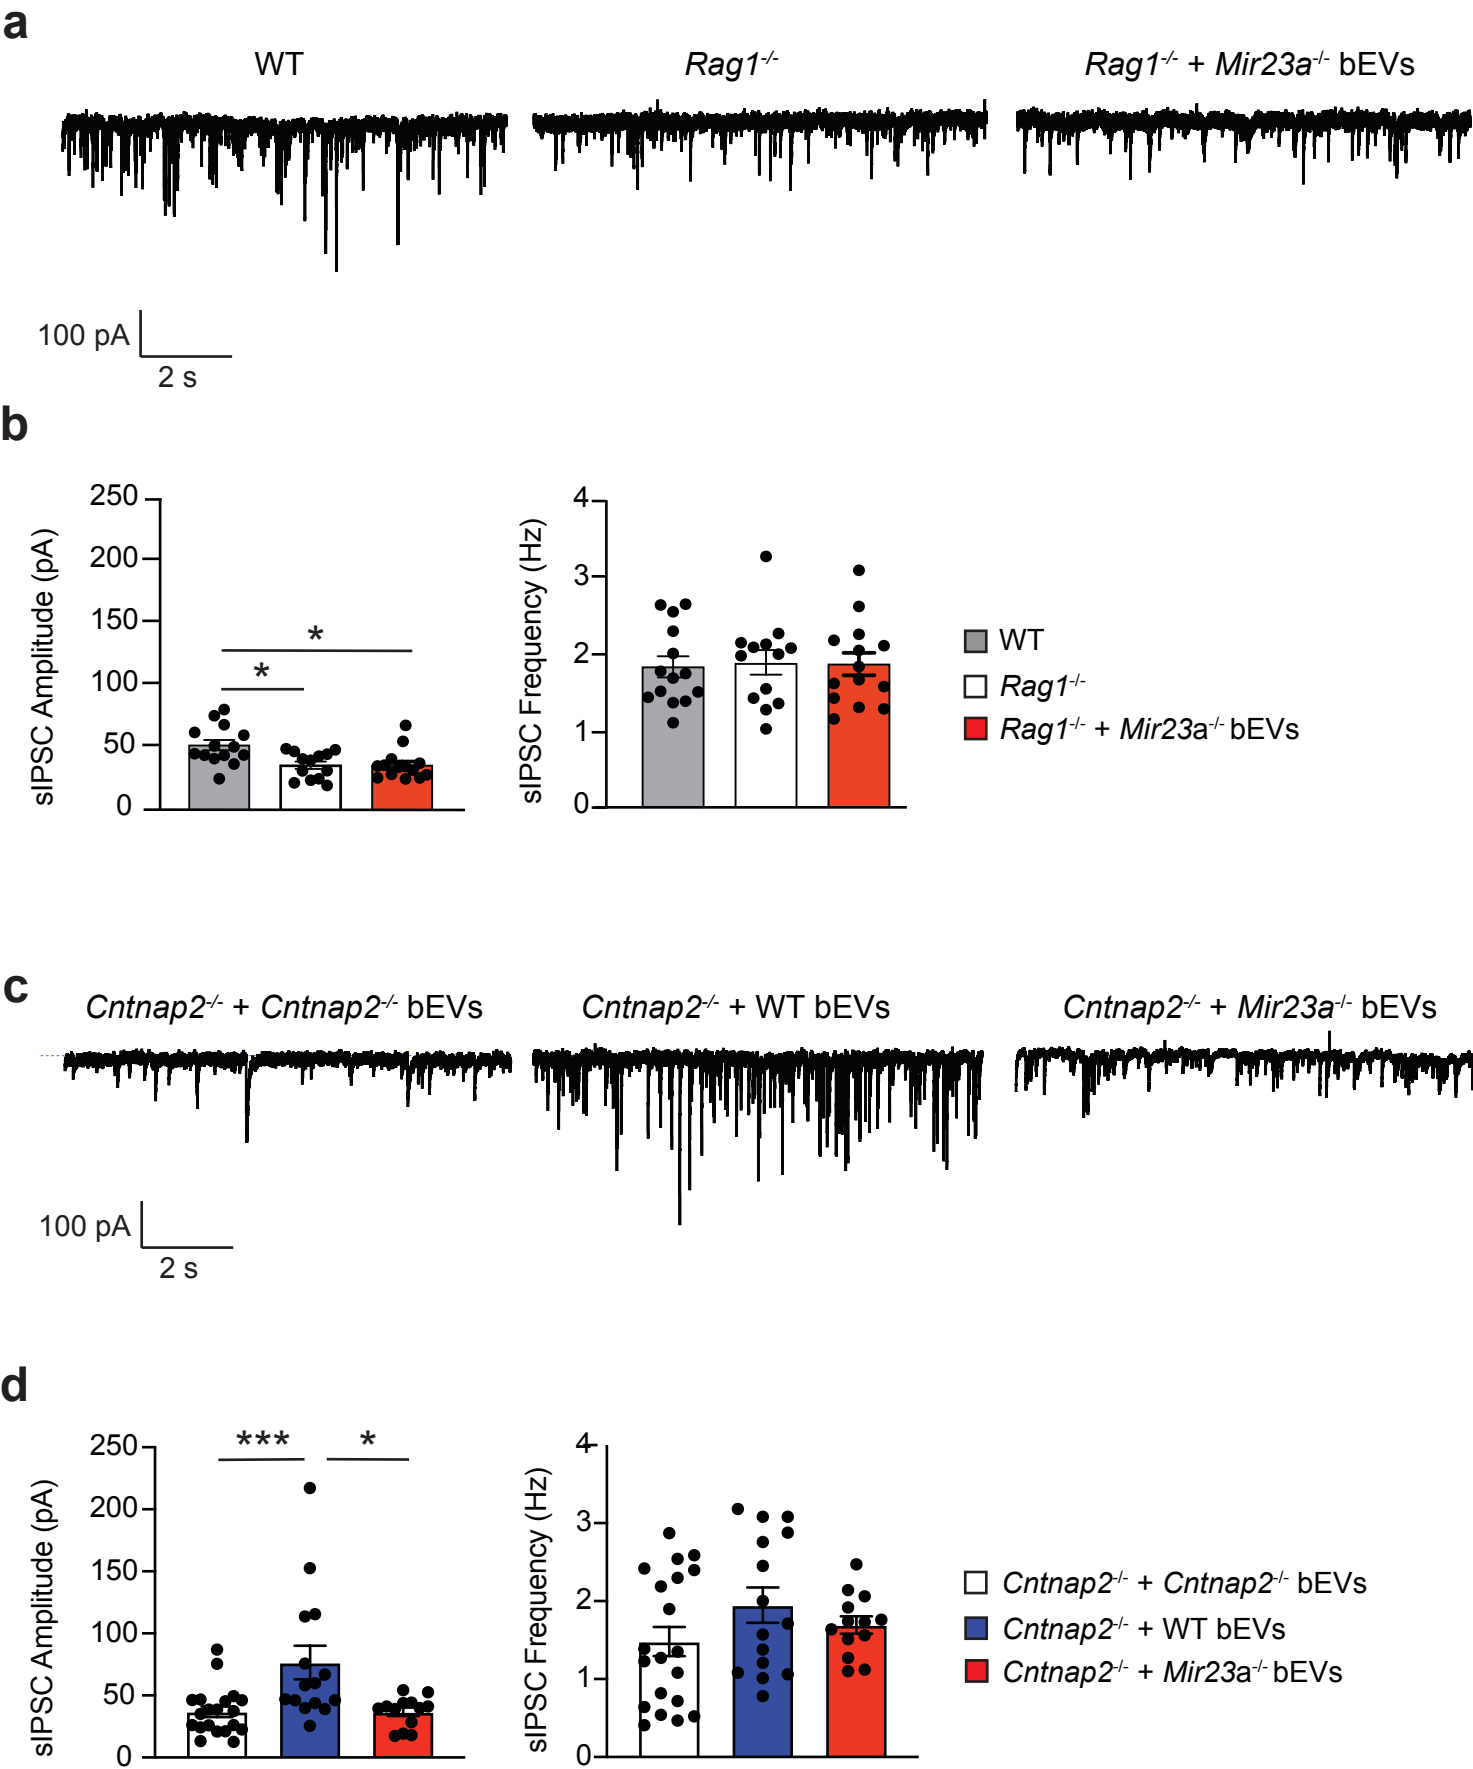

Supplementary Fig. 14: *Mir23a* deficiency impairs the beneficial effects of bEVs on sIPSCs in mPFC pyramidal neurons of *Rag1*^{-/-} and *Cntnap2*^{-/-} mice.

a, Representative traces of sIPSCs in *Rag1*^{-/-} mPFC (PrL) pyramidal neurons exposed to *Mir23a*^{-/-} bEVs, in comparison to those in WT and *Rag1*^{-/-} mPFC. **b**, Quantification of sIPSC amplitude and frequency between groups. **c**, Representative traces of sIPSCs in *Cntnap2*^{-/-} mPFC (PrL) pyramidal neurons exposed to *Cntnap2*^{-/-}, WT and *Mir23a*^{-/-} bEVs as described in Fig. 5. *Cntnap2*^{-/-} + WT bEV data are the same as Fig. 5c, d. **d**, Quantification of sIPSC amplitude and frequency between groups. Each bar graph represents mean ± SEM. Each dot represents one cell. *p < 0.05, ***p < 0.005. Significance was determined by Kruskal-Wallis test with post-hoc Dunn's test. See Supplementary Data 13 for details of the statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. 15

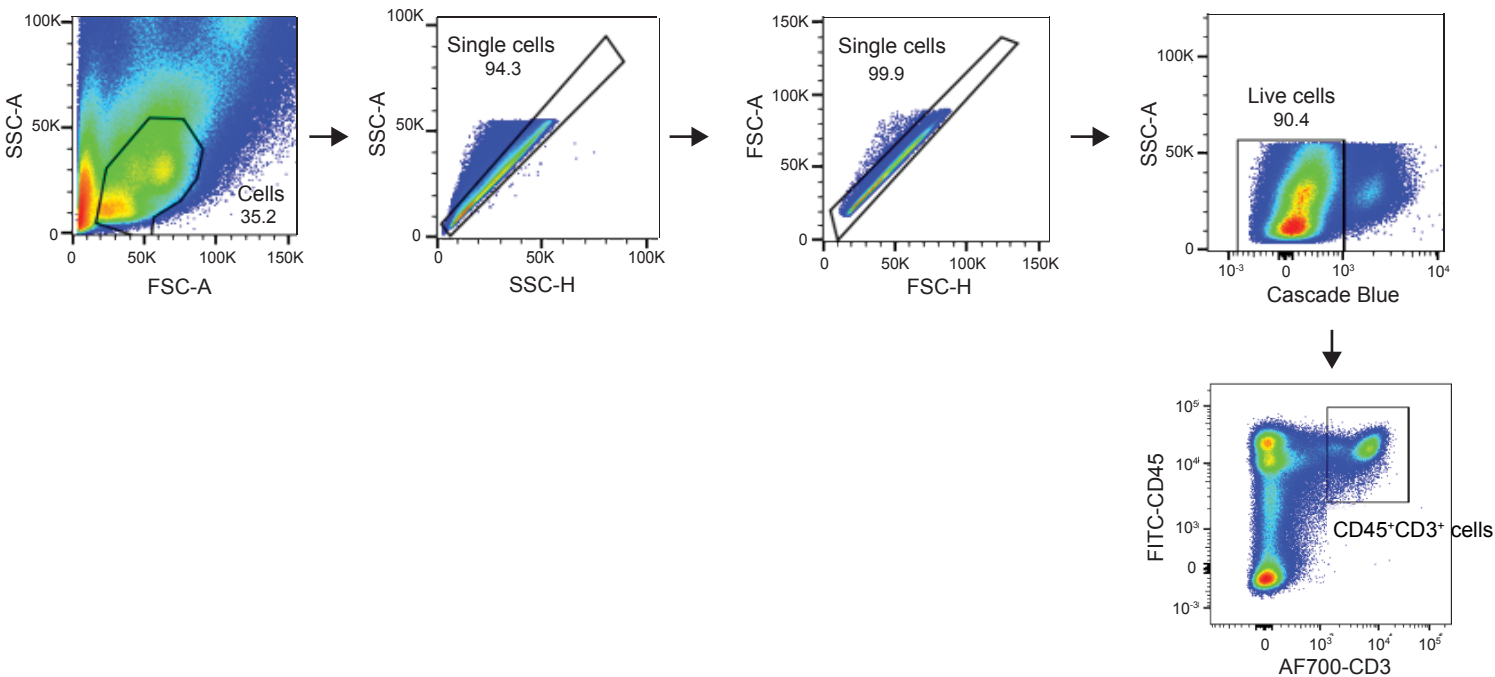

Supplementary Fig. 15: Gating strategies for flow cytometry data.

Density plots showing gating strategies used to analyze the data for **Fig. 8f**. Percentages shown in the plots are calculated based on the parent gate.

Uncropped gel images for Figures

Fig. 1f

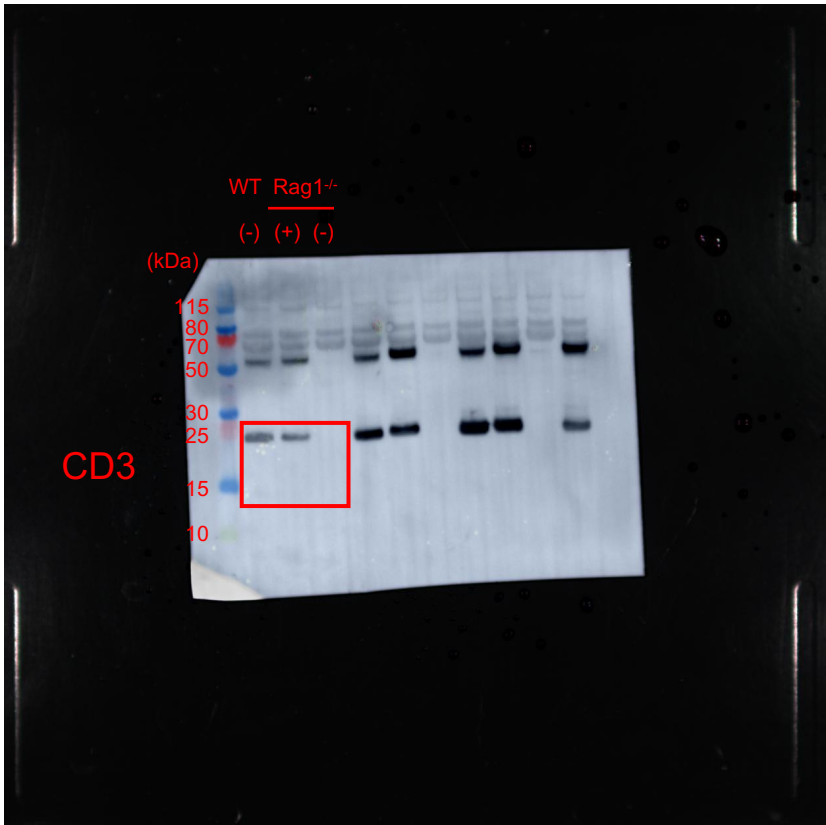

Supplementary Fig. 1c

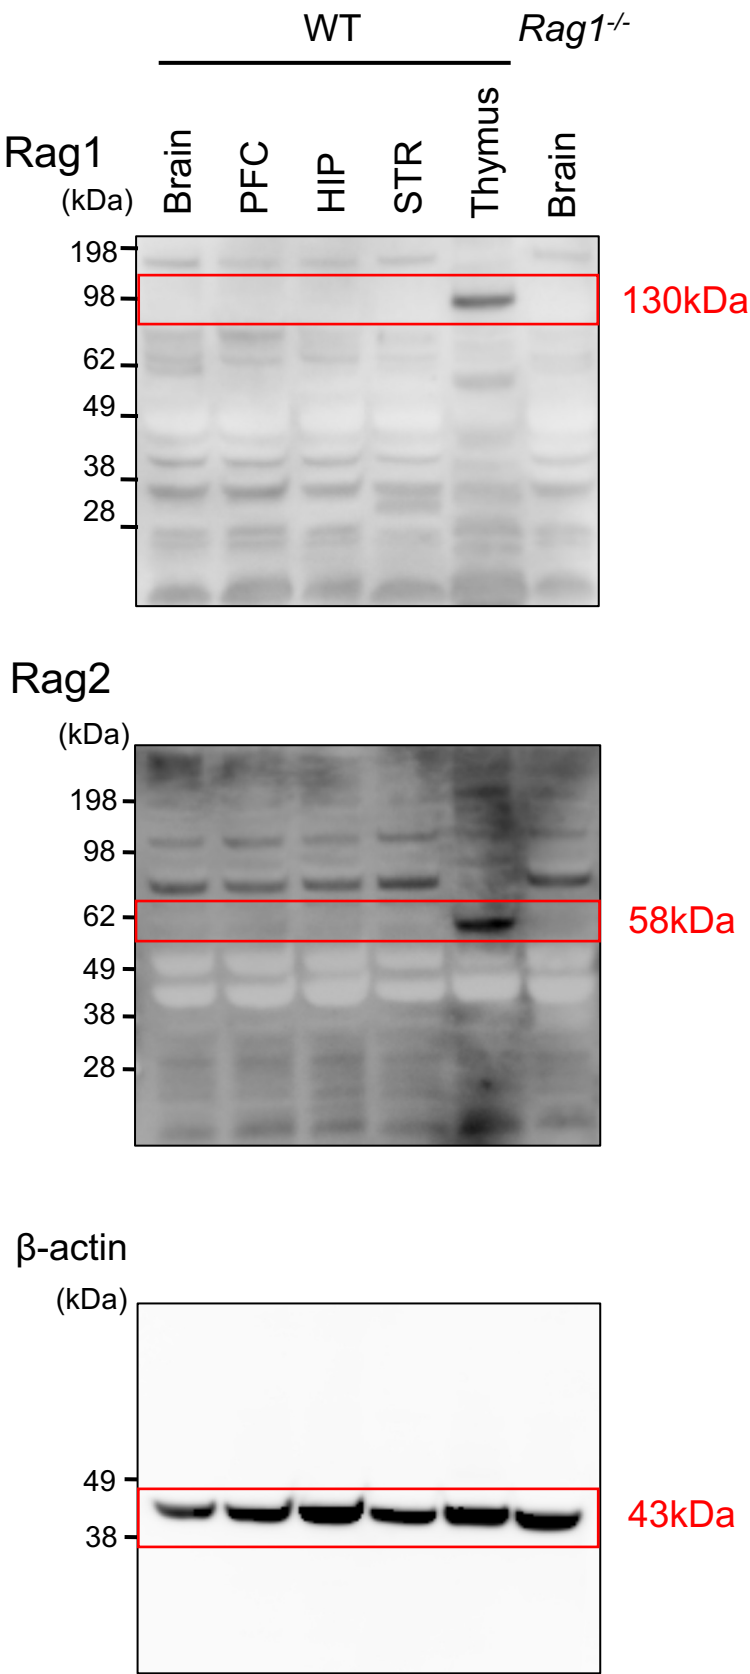

Supplementary Fig. 1d

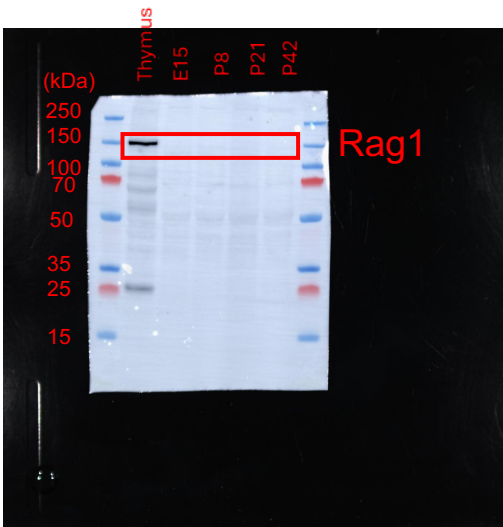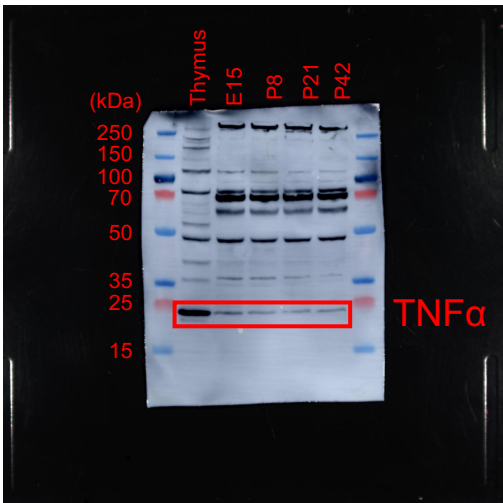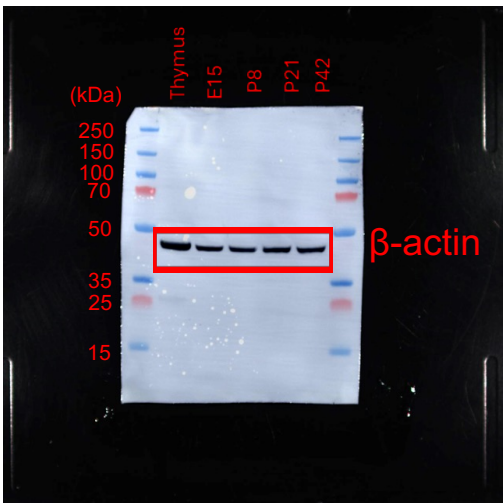

EV

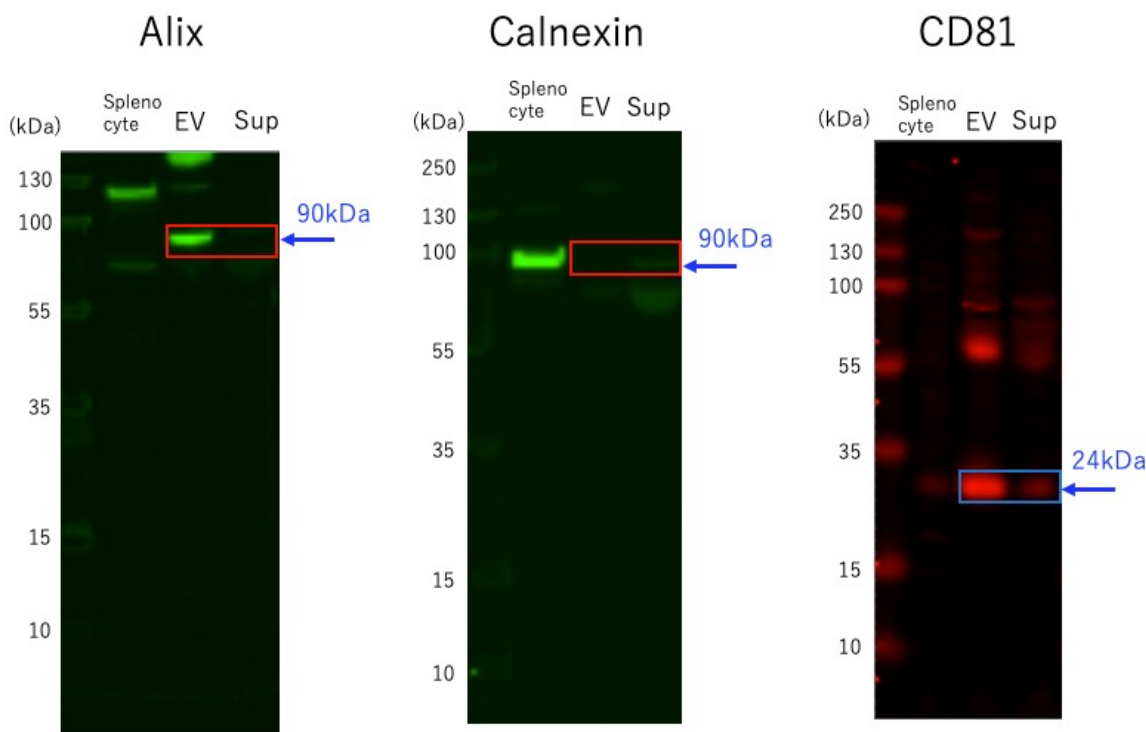

EV (UC)

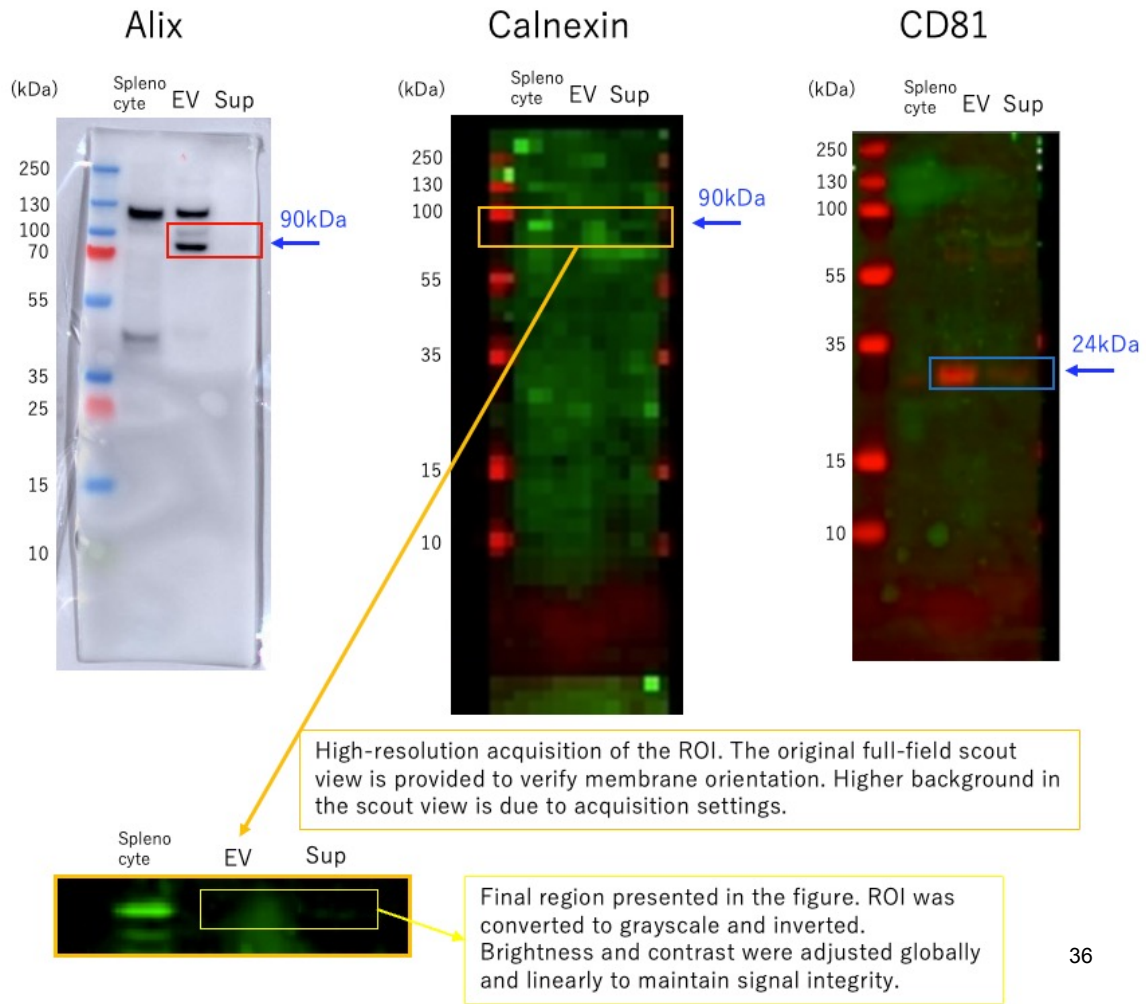

Supplementary Fig. 3f

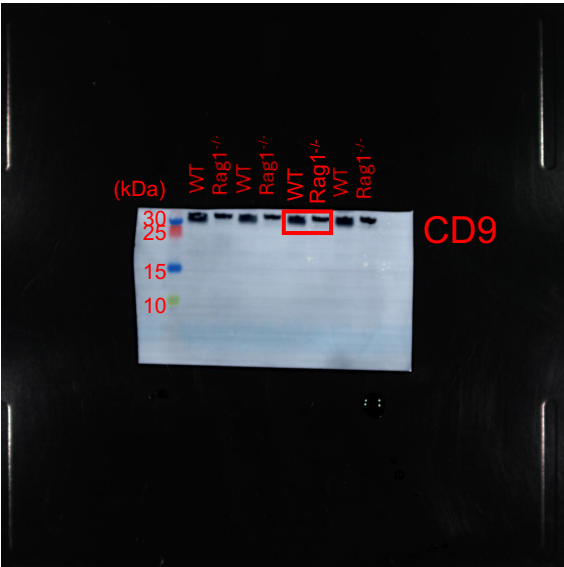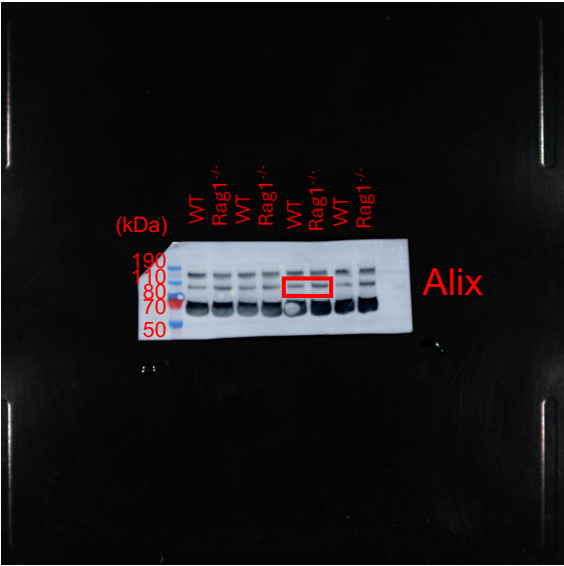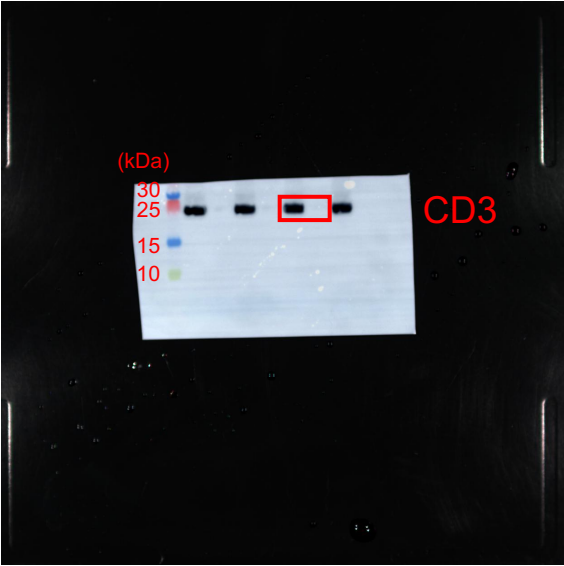

Supplementary Fig. 13a

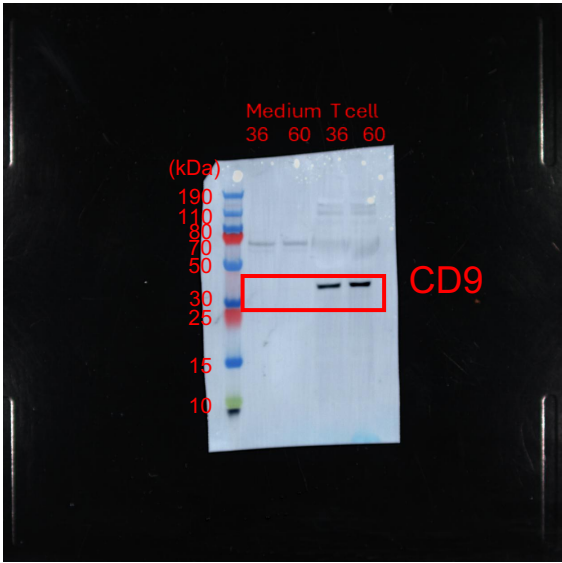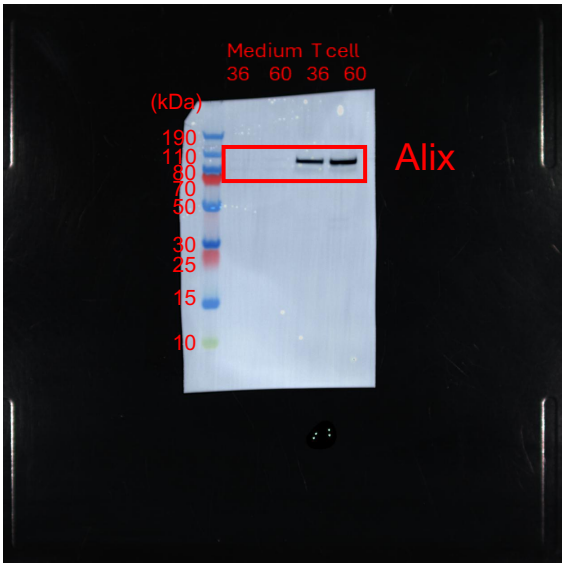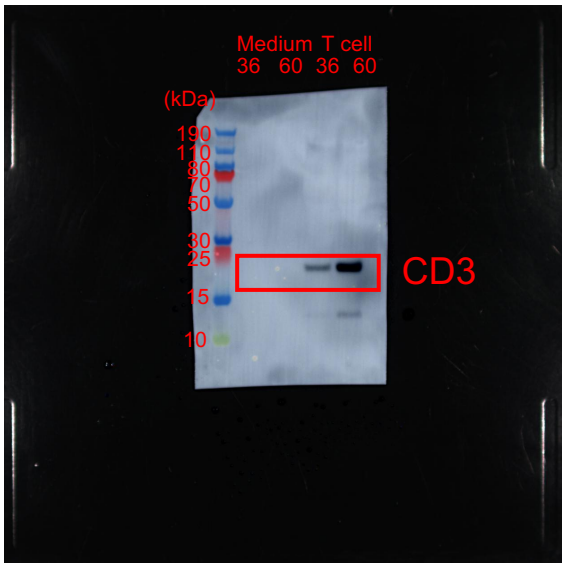

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Circulating extracellular vesicle microRNAs mediate immune modulation of social behavior in male mice
**Source:** Nat Commun. 2026 Apr 3;17:4762. doi: 10.1038/s41467-026-70469-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Data**

**Supplementary Data 1.** List of differentially expressed miRNAs (adjusted p <0.05) between EVs from *Rag1*^-/-^ mice injected with medium (miRKOmed) or WT T cells (miRKOTcell).

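Supplementary Data 1 holds 43 miRNAs and 1 piRNA, piR_034616, with their normalized values in each of the 12 libraries and the results of DESeq2. Its fold changes are coded as medium over T cells, so that a miRNA higher after T cell transfer has a negative value in the table; the sign is turned wherever these values are used here. All 44 features are in the count table, and DESeq2 run on those counts called 44 features, each of them in Supplementary Data 1. The log2 fold changes of the 2 sources differ by at most 6.85e-06. miR-191-5p and miR-125b-5p have the lowest adjusted p in DESeq2, 0.00176 each. DESeq2 gave no adjusted p to 1434 features, most of them set aside by its filter at a mean count of 32.3.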

**Supplementary Data 2.** List of differentially expressed miRNAs in the mice with sociability deficit.

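The lists of Supplementary Data 2 name miRNAs that earlier studies reported as altered in each model, and they give neither direction nor size. The copies used here are shorter than the number in their headings: FMR1KO holds 91 of 92 names, social defeat 120 of 121, VPA 30 different names of 31, and social isolation 7 of 8. Of these, 87, 117, 30 and 7 are in the bEV count table.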

**Supplementary Data 3.** List of target genes for the miRNAs differentially expressed between *Rag1*^-/-^ mice injected with medium (miRKOmed) and *Rag1*^-/-^ mice injected with WT T cells (miRKOTcell) from mirTarBase.

**Supplementary Data 4.** GO analysis data for the target genes of the miRNAs differentially expressed between *Rag1*^-/-^ mice injected with medium (miRKOmed) and *Rag1*^-/-^ mice injected with WT T cells (miRKOTcell) (Metascape, q-value < 0.05).

**Supplementary Data 5.** List of genes whose expression was upregulated in the frontal cortex of the *Rag1*^-/-^ mice injected with medium compared with WT mice injected with medium (adjusted p-value <0.05).

**Supplementary Data 6.** List of genes whose expression was downregulated in the frontal cortex of the *Rag1*^-/-^ mice injected with medium compared with WT mice injected with medium (adjusted p-value <0.05).

**Supplementary Data 7.** List of genes whose expression was upregulated in the frontal cortex of the *Rag1*^-/-^ mice injected with medium compared to the *Rag1*^-/-^ mice injected with WT bEV (adjusted p-value <0.05).

**Supplementary Data 8.** List of genes whose expression was downregulated in the frontal cortex of the *Rag1*^-/-^ mice injected with medium compared to the *Rag1*^-/-^ mice injected with WT bEV (adjusted p-value <0.05).

**Supplementary Data 9.** GO analysis data of 1280 genes whose expression were altered in the *Rag1*^-/-^ mPFC and restored by WT bEV injection (Metascape, q-value < 0.05).

**Supplementary Data** **10.** GO analysis data of 755 overlaps (PANTHER Overrepresentation Test)

**Supplementary Data** **11.** Extended list of predicted target genes for the miRNAs differentially expressed between *Rag1*^-/-^ mice injected with medium (miRKOmed) and WT T cells (miRKOTcell) from TargetScan 8.0.

**Supplementary Data 12.** GO pathways related to GABAergic neurons in 755 overlapped genes

**Supplementary Data** **13.** Details of statistical analyses used in this study.

# Supplementary material for: Circulating extracellular vesicle microRNAs mediate immune modulation of social behavior in male mice
**Source:** Nat Commun. 2026 Apr 3;17:4762. doi: 10.1038/s41467-026-70469-1
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Zen software (Zeiss) -- Confocal microscopy image data<br>Accuri C6 software, CellQuest, FACSDiva (BD Biosciences) -- Flow cytometry data<br>ImageQuant LAS 4000 Control Software, LI-COR Image Studio -- Western blot image data<br>PAS software -- Behavioral video and quantification data (Open field test)<br>Tecnai software -- Transmission Electron Microscopy data<br>NanoSight software, Zetaview software -- Nanoparticle tracking assay<br>SutterPatch software, based on IgorPro -- Electrophysiology data |
| Data analysis   | ImageJ/Fiji (ver. 2.3.0/1.53f51) -- immunohistochemical analyses and quantification<br>FlowJo -- flow cytometry data analysis<br>STAR (ver. 2.7.5c), HTSeq-count (ver. 0.12.3), DESeq2 (ver. 1.28.1), Metascape, miRBase (ver. 21) -- RNA-seq data analysis<br>GraphPad Prism (ver. 7, 8, 9; GraphPad Software, Inc), R (ver. 4.1.0), SPSS (ver. 29) and Python (ver. 3.8.5) -- statistical analysis<br>SutterPatch -- electrophysiological data (action potentials and spontaneous currents)                           |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw bulk RNA-sequencing data will be available at the Gene Expression Omnibus (GEO) before publication.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes are determined based on previously published experiments or effect size calculation of pilot data.

Data exclusions

Pre-established exclusion criteria were applied to behavioral assay in order not to analyze the data from the mice who could not complete tasks (e.g., immobile throughout the session, aggressive interactions between the test and stimulus mice). For electrophysiological data, patched cells were excluded when displaying variation of baseline values >20% across the experiment duration, and when membrane resistances were too low (< 100 MOhms).

Replication

All the experiments were conducted with at least 3 biological replicates as shown and described in each Figure and its legend.

Randomization

Mice were randomly assigned into experimental and control groups where applicable.

Blinding

No blinding method was used. Blinding was not relevant in this study because all data were obtained through automated or quantitative analyses that eliminate observer bias.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involvement in the study                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involvement in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

## Western blot

rabbit anti-CD9 (1:1,000, #ab92726, Abcam, RRID: AB\_10561589)  
 rabbit anti-Alix (1:1,000, #ab186429, Abcam, RRID: AB\_2754981)  
 rabbit anti-Calnexin (1:1,000, #ADI-SPA-860-D, Enzo Life Science, RRID: AB\_10616095)  
 mouse anti-CD3ε (1:1,000, #362701, BioLegend, RRID: AB\_2563713)  
 armenian hamster anti-CD3ε (1:1,000, #100302, BioLegend, RRID: AB\_312667)  
 mouse anti-CD81 (1:1,000, #sc-166029, Santa Cruz Biotechnology, RRID: AB\_2275892)  
 armenian hamster anti-mouse CD81 (1:1,000, #sc-18877, Santa Cruz Biotechnology, RRID: AB\_627194)  
 IRDye 680RD Donkey anti-mouse IgG(H + L) (1:10,000, LI-COR Biosciences #926-68072, RRID: AB\_10953628)  
 IRDye 800CW Donkey anti-rabbit IgG(H+L) (1:10,000, LI-COR Biosciences #926-32213, RRID: AB\_621848)  
 rabbit anti-Rag1 (1:1,000, #sc-5599, Santa Cruz Biotechnology, RRID: AB\_2300670)  
 mouse anti-Rag1 (Proteintech #68591-1-Ig, RRID: AB\_3085290)  
 goat anti-Rag2 (1:1,000, #sc-7623, Santa Cruz Biotechnology, RRID: AB\_2175836)  
 mouse anti-β-actin (1:5,000, #sc-47778, Santa Cruz Biotechnology, RRID: AB\_626632)  
 rabbit anti-TNFα (1:1,000, Proteintech #17590-1-AP, RRID: AB\_2271853)

## Flow cytometry

rat anti-mouse CD3 Alexa Fluor 488 (1:100, #100210 BioLegend RRID: AB\_389301)  
 rat anti-mouse CD19 PE (1:100, #115508, BioLegend, RRID: AB\_313643)  
 rat anti-mouse B220 Alexa Fluor 488 (1:100, #103228, BioLegend, RRID: AB\_492874)  
 rat anti-mouse CD45 FITC (1:100, #110705, BioLegend, RRID: AB\_313494)  
 rat anti-mouse CD3 APC (1:100, #100235 BioLegend, RRID: AB\_2561455)

## Immunohistochemistry

mouse anti-NeuN (1:500, #MAB377, Merck-Millipore, RRID: AB\_2298772)  
 rabbit anti-Iba1 (1:400, #019-19741, Wako Chemicals, RRID: AB\_839504)  
 goat anti-c-Fos (1:500, #sc-52, Santa Cruz Biotechnology, RRID: AB\_2106783)  
 rabbit anti-c-Fos (1:200, #2250 (Clone 9F6), Cell Signaling, RRID: AB\_22472111)  
 mouse anti-CaMKII (1:200, #688602 (Clone 6G9), BioLegend, RRID: AB\_2617027)  
 rabbit anti-RFP (1:1,000, #600-401-379, Rockland, RRID: AB\_2209751)  
 rabbit anti-CaMKIIα (1:100, #20666-1-AP, Proteintech, RRID: AB\_2878722)  
 rabbit anti-PKCε (1:100, #20877-1-AP, Proteintech, RRID: AB\_10697812)  
 mouse anti-CC1 (1:100, #OP80, Calbiochem, RRID: AB\_2057371)  
 rabbit anti-S100β (1:200, #ab868, Abcam, RRID: AB\_306716)  
 mouse anti-NSE (1:500, #66150-1-Ig, Proteintech, RRID: AB\_2881546)  
 mouse anti-Gephyrin (1:100, #147021, Synaptic Systems, RRID: AB\_2232546)  
 rabbit anti-GABAARγ2 (1:100, #AGA-005, Alomone Labs, RRID: AB\_2039870)

## Validation

All antibodies are from commercially available sources and have been validated from the manufacturer with supporting information on the manufacturer's websites. We used them with the concentrations and conditions described there. For antibodies used in immunohistochemistry and flow cytometry, validation experiments were performed in our laboratory by verifying that staining patterns were in agreement with expected patterns. For antibodies used in Western blot, the expected band sizes were verified.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Species: Mouse  
 Strain: C57BL/6 wild-type, Rag1<sup>-/-</sup> and mTmG mice  
 Age: 8–12 weeks old  
 Sex: male

|                         |                                                                                                                                                                        |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | N/A                                                                                                                                                                    |
| Reporting on sex        | We used only adult male mice (8-12 weeks old, C57BL/6 background) as described in the manuscript.                                                                      |
| Field-collected samples | N/A                                                                                                                                                                    |
| Ethics oversight        | All the described procedures were approved the Institutional Animal Care and Use Commitee at the Johns Hopkins University and the University of Alabama at Birmingham. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Sample preparation procedures are described in the method section.                                                                                    |
| Instrument                | BD FACS Calibur, Accuri C6, BD LSRII                                                                                                                  |
| Software                  | Accuri C6 software, CellQuest, FACSDiva (BD Biosciences) -- Data acquisition<br>FlowJo -- Data analysis                                               |
| Cell population abundance | No sorting was conducted.                                                                                                                             |
| Gating strategy           | Lymphocyte populations were gated on FSC/SSC plots and doublets were removed on FSC-A/FSC-H plot. Additional information can be provide if necessary. |

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

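Small RNA libraries of serum EVs from 6 *Rag1*-/- mice given 10000000 WT T cells each and 6 *Rag1*-/- mice given medium were analysed. The authors sequenced the libraries, called bases with bcl2fastq 2.18.0.12 (the submitters' processing notes), trimmed the reads, identified UMIs and aligned the reads to miRBase and the mouse mm10 genome in the Qiagen GeneGlobe Data Analysis Center. The deposited table holds raw whole-number counts, not normalized, for 1995 features (1885 miRNAs and 110 piRNAs) in 12 columns, 1 per mouse. It does not state whether these are reads or UMIs. Each column divided by the normalized values of Supplementary Data 1 gives 1 constant factor, which makes the table the input of the DESeq2 normalization that the methods describe for UMIs. Names that the table merges (12 of them) were kept as 1 feature each.

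Library totals were 48997 to 130106 counts, and the median count of a feature was 15 to 30 per library, so counting error alone is large for most features. T cell replicate 2 and medium replicate 3 hold no count from 1 to 9.

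Features were kept by filterByExpr by group (1720 kept), scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over all tested features and a threshold of 0.05. This test was fixed before the data were examined. The paper's methods name DESeq2, which was planned as an alternative (DESeq2 1.42.0, Wald test) and is given beside edgeR throughout. Fold changes are T cells over medium on the log2 scale, and levels are CPM after TMM. The common dispersion was 0.223 (biological coefficient of variation 0.472). Single miRNAs, their ratios and measures of the libraries were also compared by exact two-sided permutation tests over all 924 arrangements of 6 against 6 (smallest p 0.00216), with Python 3.11.15, scipy 1.17.1 and pandas 2.3.3.

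The miRNAs named in the text were chosen by a rule written before the count table was seen: miR-23a-3p, miR-103-3p and their near-identical paralogs; the features with the lowest p among those past the threshold; up to 4 abundant members of each list; and, of Supplementary Data 1, the 5 with the largest fold and those that were lower. The values of Supplementary Data 1 had been seen when the rule was written. The rule gave 66 names, and other names were chosen after their values were seen. Lists of miRNAs were also written beforehand: the let-7, miR-29 and miR-30 families, the miR-23/27/24 clusters, the miR-15/16/103/107 group, the miR-17 family clusters, the miR-290 and Dlk1-Dio3 clusters, markers of T lymphocytes, platelets and myeloid cells, erythroid cells, endothelium, liver, muscle, brain, and epithelium and pancreas, and, as classes, the piRNAs and the miRNAs numbered 5000 or higher. Some lists share members (such as miR-16-5p, miR-24-3p, miR-25-3p, miR-92a-3p and miR-126a-3p). Several lists also hold features of Supplementary Data 1 (6 of the 9 let-7 and 3 of the 3 miR-29 members). Its values had been seen when the naming rule was written, so the tests of these lists are not independent of its calls. The 18 lists with 3 or more tested members were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, and with fry, and adjusted over the lists.

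The miRNAs of Supplementary Data 1 were counted on the FMR1KO, social defeat, VPA and social isolation lists of Supplementary Data 2, without a test, since these lists are incomplete in the copies used. Seed sites were searched in the 3' UTR of Prkce-202 in GRCm38.

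Alternatives covered the test tool (DESeq2 with and without its filters, limma voom with sample quality weights), the scaling (RLE size factors, upper quartile, total counts), the filter on low counts (none, or at least 50 counts in at least 6 libraries), the features (miRNAs only), the replicate number as a block, and each library left out in turn. Scaling to the median ratio of abundant miRNAs (mean count of 100 or more), summed counts of paralogs, DESeq2 with each library left out, list tests without T cell replicate 2, and fits without both it and medium replicate 3 were added after the data had been seen. The calling procedures were tested on simulated data with the dispersion of these libraries and 100 changed features per fold: edgeR found 32.8% of 2-fold and 73.4% of 4-fold changes, and DESeq2 44.2% and 85.6%. Over the 5 simulations with changed features, edgeR called 18 unchanged features and DESeq2 72. In 5 simulations without any change edgeR called 0 features and DESeq2 9. The qPCR, target prediction, GO analysis and cortex RNA-seq of the paper were not analysed here.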

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

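The comparisons of the edgeR counts with other groupings, the scaling to all abundant miRNAs and the tests of miR-103-3p against miR-107-3p were chosen after the results had been seen.

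Liver miRNAs, which the paper does not discuss, were higher in bEVs after T cell transfer as a list. The median log2 fold change of the 4 measured members was 0.79, with miR-122-5p, the main miRNA of hepatocytes, at 0.77, miR-148a-3p at 0.90, miR-194-5p at 0.82 and miR-192-5p at 0.09. None of them is in Supplementary Data 1: DESeq2 and edgeR called 0 of 4, with 3 at an unadjusted p under 0.05 in edgeR and 3 higher when adjusted over the list alone. Camera gave an adjusted p = 0.00618 (adjusted p = 0.063 with an estimated correlation) and fry an adjusted p = 0.0488. The adjusted p of fry was 0.0937 without T cell replicate 2, 0.389 with total counts and 0.185 with the replicate number as a block. The list's median was 0.42 with total counts and 0.20 with libraries scaled to all abundant miRNAs, settings that moved the median of all features to −0.38 and −0.61.

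In 144 groups of 6 values, 6 held 1 library far from the rest of its group by Dixon's test, and chance gives such a library in about 1 in 20 groups. miR-150-5p was at 1745 CPM in medium replicate 3, against a group median of 798 CPM. miR-486b-5p was at 124205 CPM in T cell replicate 2, against a group median of 41649 CPM. miR-1a-3p, a muscle miRNA, was at 2214 CPM in medium replicate 3, against a group median of 375 CPM. miR-208b-3p, a heart muscle miRNA, was at 1068 CPM in medium replicate 4, against a group median of 414 CPM. miR-138-5p, a brain miRNA, was at 7262 CPM in T cell replicate 5, against a group median of 801 CPM. The most abundant feature took 7.43% of the counts in medium replicate 1, against a group median of 3.98%.

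The 40 features of Supplementary Data 1 that were higher after T cell transfer are mostly abundant miRNAs, while TMM takes in all tested features, most of them with low counts, and the TMM factors themselves differed between the groups (0.894 with T cells and 1.14 with medium; two-sided exact permutation test, p = 0.0238). RNA of red cells as marked by miR-451a is argued against as the whole cause, since with miR-451a as a covariate the median log2 fold change of the 40 was 0.88 (0.75 to 1.02 with each library left out), against 1.09 without it. miR-451a itself moved by 0.40 (standard error 0.61), while the erythroid list had a median of 0.99, with 7 of 8 members above 0. No fit with another red cell miRNA as a covariate was run, so red cell RNA not marked by miR-451a stays open. Whether the scaling enlarges these changes cannot be told apart from an effect of T cell transfer: scaled to the 58 other abundant miRNAs the median stayed at 1.05 (0.72 to 1.19 with each library left out), but this reference leaves out the called miRNAs by design and so excludes nothing. Scaled to all 86 abundant miRNAs it was 0.47 (0.38 to 0.52), below the bound of 0.54 set for it, but 28 of those 86 are among the 40, which pulls them toward 0 by construction. No measure of the RNA amount per mouse was used here that would settle the scale, so the transfer of T cells and the scaling both stay open.

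miR-103-3p and miR-107-3p differ by 1 base near the 3' end, and only miR-103-3p was called higher by DESeq2. If counts were passed between them at random, their ratio should not differ between the groups, and the ratio gave p = 0.143 (two-sided exact permutation test), with a difference of 1.03 on the log2 scale. The summed count of both had a log2 fold change of 0.32. An exchange of counts with miR-107-3p cannot be told apart from a change of miR-103-3p, because the ratio varied between mice by about as much as it differed between groups. A change of miR-103-3p after T cell transfer stays open as well.

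Other groupings of the 12 libraries show how far chance alone could reach, from 100 splits into 6 and 6, drawn at random. For the 44 features called by DESeq2, a count as large came in 2 of 100 splits, the real one included. The highest other split gave 60 and exchanges T cell replicate 6 and medium replicate 2. Of the other splits, 73 gave 0. A count of 44 is thus uncommon under other groupings, but chance is not excluded. For the 11 lists called by camera, as many or more came in 4 of 100 splits, the real one included, with 13 lists in the highest other split. Only 41 of the other splits gave 0 lists, so camera with the preset correlation often called lists under other groupings. With an estimated correlation camera called 0 of the 18 lists (lowest adjusted p = 0.063), and 8 with total counts. Fry called 9 lists, and as many or more came in 2 of 100 splits, the real one included, with 10 in the highest other. In fry 95 of the other splits gave 0 lists, but without T cell replicate 2 fry called 0 in the real grouping. Chance is therefore not excluded for the lists. For the count of 0 in edgeR the splits decide nothing, because every split gives at least 0 (100 of 100 splits, 0 in the highest other). At an unadjusted p under 0.05, a count looked at after the results had been seen, edgeR gave 120 features, with as many or more in 2 of 100 splits, the real one included, and 128 in the highest other.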

How the results depend on the processing

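Of the tests here, the DESeq2 fits with 1 library left out, the scaling to abundant miRNAs, the summed paralogs, the list tests without T cell replicate 2 and the fits without both it and medium replicate 3 were chosen after the data had been seen. The edgeR fits with each library left out were planned. The count of changed features was 0 in edgeR and limma voom under every alternative run, with lowest adjusted p values from 0.0526 (at least 50 counts in at least 6 libraries) to 0.559, and 44 in DESeq2 (155 at an unadjusted p under 0.05) or 18 in DESeq2 without its filters, of which 15 are in Supplementary Data 1. Without 1 library DESeq2 called 15 (without medium replicate 5) to 68 (without T cell replicate 6). miR-23a-3p kept its direction in all 26 alternatives, with log2 fold changes of 0.76 to 1.01 without each library and 0.52 to 0.95 in the other planned settings, and passed only in DESeq2 with or without its filters (0.86; adjusted p = 0.0103 and 0.0326). miR-103-3p kept its direction in all 26, at 0.88 to 1.40 without each library, and passed only in DESeq2 with its filters (1.25; adjusted p = 0.0288, range over the alternatives set beforehand 0.0288 to 0.655); it was 0.79 without T cell replicate 2 and medium replicate 3. Camera called 11 lists with the preset correlation, also with total counts, and 10 without T cell replicate 2; with an estimated correlation it called 0 (8 with total counts). Fry called 9, then 2 with total counts and 0 without T cell replicate 2. With the replicate number as a block, edgeR called 0 features (109 at an unadjusted p under 0.05, lowest adjusted p 0.115), log2 fold changes were 0.88 for miR-23a-3p and 1.19 for miR-103-3p, camera called 11 lists and fry 5. No sign that the replicate numbers pair the mice was seen: correlations of equal numbers ran from −0.137 to 0.0901, and 1 of 6 T cell libraries correlated best with its own number. The sources do not say what the numbers mark, and these few pairs cannot exclude a shared litter or day. Of 6 measures of library composition 0 differed between the groups after adjustment, also with miR-16-5p or miR-486a-5p as the red cell miRNA. These red cell ratios all divide by miR-23a-3p, which DESeq2 called higher, so they cannot exclude a rise of red cell RNA. Reads in place of UMIs were not run, since the table holds 1 kind of count. The cause of these differences between tools was not tested. At this depth and spread between mice edgeR found 32.8% of simulated 2-fold changes, so changes of that size can be missed.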

Differences from the paper's values

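For features higher after T cell transfer at an adjusted p under 0.05, the paper's value is 40 and the value from edgeR is 0, with 120 features at an unadjusted p under 0.05. For features lower, the paper's value from Supplementary Data 1 is 4 and the value from edgeR is 0. Of the 22 alternatives set before the data were examined, DESeq2, the tool that the paper's methods name, gave the paper's values, 40 and 4, with each of the 44 features in Supplementary Data 1. DESeq2 without its filters gave 15 higher and 3 lower, against the paper's 40 and 4. The other 20 alternatives, limma voom, the other scalings and filters in edgeR, the replicate block and each library left out, gave 0 in both directions.

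For miR-23a-3p the paper's adjusted p is 0.0103 and the value from edgeR is 0.259. For miR-103-3p the paper's adjusted p is 0.0288 and the value from edgeR is 0.358. DESeq2 gave the paper's value for both. The other 21 alternatives differ from the paper's values, with adjusted p values up to 0.578 for miR-23a-3p and 0.655 for miR-103-3p; DESeq2 without its filters still called miR-23a-3p (adjusted p = 0.0326) and did not call miR-103-3p (adjusted p = 0.0906). The log2 fold changes are close to the paper's: 0.88 here and the paper's 0.86 for miR-23a-3p, and 1.24 here and the paper's 1.25 for miR-103-3p.

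The paper gives the 40 as miRNAs; 39 are miRNAs and 1 is the piRNA piR_034616 in the table used here.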

Other observations

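The lists and measures here were fixed before the count table was seen. The values of Supplementary Data 1, which holds members of several lists, had been seen when the rule for named miRNAs was written. The scaling to abundant miRNAs, the principal components, the features in which the groups do not overlap and the list values without T cell replicate 2 were not fixed beforehand.

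Several groups of miRNAs did not pass as lists in camera or fry in bEVs after T cell transfer. For 6 muscle miRNAs the median log2 fold change was −0.19, with miR-1a-3p at −0.15 and miR-133a-3p at −0.23 (camera, adjusted p = 0.966). For 9 brain miRNAs it was 0.07, turning to −0.21 with total counts, −0.03 with libraries scaled to the other abundant miRNAs (which moved the median of all features to −0.15) and −0.44 with all abundant miRNAs (camera, adjusted p = 0.209); miR-128-3p was the 1 member that passed when adjusted over the list alone, and miR-9-5p was at 0.15. For 9 epithelial and pancreas miRNAs it was 0.15, turning to −0.24 with total counts, −0.46 with all abundant miRNAs and −0.05 without T cell replicate 2 (camera, adjusted p = 0.845), with miR-375-3p at −0.21 and miR-200b-3p at 0.20. For 8 members of the miR-290 cluster it was −0.18, and 0.06 without T cell replicate 2 (camera, adjusted p = 0.993), while 1 member, miR-293-3p at 0.98, was higher when adjusted over the list alone, and DESeq2 called it higher. Total counts moved the median of all features to −0.38, and scaling to all abundant miRNAs moved it to −0.61.

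The imprinted Dlk1-Dio3 cluster, which is expressed in the embryo, placenta and brain, had a median log2 fold change of −0.18 over 18 measured members, with miR-127-3p at −0.65 and miR-379-5p at 0.06. DESeq2 called 1 lower, miR-668-3p, and edgeR 0 when adjusted over the list alone, with 3 at an unadjusted p under 0.05. Fry gave an adjusted p = 0.0488, and camera an adjusted p = 0.0566. The adjusted p of fry was 0.0937 without T cell replicate 2, 0.0635 with total counts and 0.0803 with the replicate number as a block. The 22 tested piRNAs had a median of −0.03 (camera, adjusted p = 0.845), and the 701 tested miRNAs numbered 5000 or higher had −0.08 (camera, adjusted p = 0.075). Those high-number miRNAs took 22.6 ± 5.76% of the counts with T cells and 29.5 ± 3.59% with medium (SD, n = 6 each; two-sided exact permutation test, p = 0.0260, adjusted p = 0.156 over 6 measures). The piRNA share was 3.98% against 4.68%, and the most abundant feature took 6.62% against 4.39% of the counts; neither passed an exact permutation test (p = 0.162 and p = 0.102). The log2 ratio of miR-451a to miR-23a-3p, a measure of haemolysis, was 0.27 ± 1.08 against 0.58 ± 1.40 (SD, n = 6 each; two-sided exact permutation test, p = 0.682). DESeq2 called miR-23a-3p itself higher after T cell transfer, which lowers this ratio with T cells, so the ratio cannot exclude a rise of red cell RNA.

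T cell replicate 2 stands alone on the first principal component, which holds 30.6% of the variance, and T cell replicate 3 and medium replicate 6 stand apart on the second (19.4%). T cell replicate 2 has the highest total, 130106 counts, and 549 features at 0. Over all 1720 tested features, 3 have every T cell library above every medium library and 2 every T cell library below every medium library, against 0.108% by chance in each direction (0.174% and 0.116% observed). The lower one in Supplementary Data 1 is miR-5124a, at 726 ± 151 CPM with T cells and 1212 ± 125 CPM with medium (SD, n = 6 each). miR-181c-5p (log2 fold change 1.14) and miR-494-3p (−0.99), singled out after their values had been seen, are the features with the lowest unadjusted p in edgeR in each direction outside Supplementary Data 1 (7.29e-04 and 0.00166).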
